# Hmgb2 improves astrocyte to neuron conversion by increasing the chromatin accessibility of genes associated with neuronal maturation in a proneuronal factor-dependent manner

**DOI:** 10.1186/s13059-025-03556-z

**Published:** 2025-04-17

**Authors:** Priya Maddhesiya, Tjasa Lepko, Andrea Steiner-Mezzardi, Julia Schneider, Veronika Schwarz, Juliane Merl-Pham, Finja Berger, Stefanie M. Hauck, Lorenza Ronfani, Marco Bianchi, Tatiana Simon, Anthodesmi Krontira, Giacomo Masserdotti, Magdalena Götz, Jovica Ninkovic

## Abstract

**Background:**

Direct conversion of reactive glial cells to neurons is a promising avenue for neuronal replacement therapies after brain injury or neurodegeneration. The overexpression of neurogenic fate determinants in glial cells results in conversion to neurons. For repair purposes, the conversion should ideally be induced in the pathology-induced neuroinflammatory environment. However, very little is known regarding the influence of the injury-induced neuroinflammatory environment and released growth factors on the direct conversion process.

**Results:**

We establish a new in vitro culture system of postnatal astrocytes without epidermal growth factor that reflects the direct conversion rate in the injured, neuroinflammatory environment in vivo. We demonstrate that the growth factor combination corresponding to the injured environment defines the ability of glia to be directly converted to neurons. Using this culture system, we show that chromatin structural protein high mobility group box 2 (HMGB2) regulates the direct conversion rate downstream of the growth factor combination. We further demonstrate that Hmgb2 cooperates with neurogenic fate determinants, such as Neurog2, in opening chromatin at the loci of genes regulating neuronal maturation and synapse formation. Consequently, early chromatin rearrangements occur during direct fate conversion and are necessary for full fate conversion.

**Conclusions:**

Our data demonstrate novel growth factor-controlled regulation of gene expression during direct fate conversion. This regulation is crucial for proper maturation of induced neurons and could be targeted to improve the repair process.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-025-03556-z.

## Background

Innovative approaches to stimulate tissue regeneration and functional restoration of the central nervous system are required, because the adult mammalian brain has limited ability to replace lost neurons [1–4]. Direct conversion of glial cells to neurons (induced neurons, iN) is a promising avenue for successful repair [2, 5, 6]. The overexpression of several neurogenic factors, alone or in combination, induces the conversion of several cell types, including astrocytes, pericytes, oligodendrocyte progenitors, and fibroblasts, into post-mitotic neurons with different well-defined neurotransmitter identities [7–24]. These strong inducers of the neurogenic fate are transcription factors (TFs) that specify neuronal fate during development [7]. Many of these TFs have recently been shown to have pioneering factor activity and to bind closed chromatin configurations [5, 25, 26]. Indeed, recent insights regarding the fundamentals of neuronal fate specification have revealed that changes in chromatin structure might be a key factor in the stable acquisition of neuronal fate [27, 28], in line with the pioneering activity of fate determinants inducing fate conversion. Despite their remarkable strength, defined single pioneering TFs (e.g., Neurog2) cannot successfully reprogram some starting cell types or cell states induced by culturing conditions [14]. The inability of Neurog2 to activate gene expression has been associated with epigenetic silencing of target loci [14, 29]. Interestingly, forskolin (an agonist of adenylyl cyclase) and dorsomorphin (an inhibitor of BMP signaling) enhance the chromatin accessibility mediated by Neurog2, thus suggesting that additional pathways contribute to Neurog2’s trailblazing properties [30, 31]. In fact, treating Neurog2-expressing cells with these small molecules results in chromatin opening at a substantial number of sites, including CRE half-sites or HMG box motifs [30]. Thus, small molecules or a combination of other TFs may be necessary to induce successful or efficient reprogramming, depending on the starting populations, although Neurog2 is a pioneer factor that can overcome the lineage barrier. In addition to several factors associated with chromatin, microRNAs and small molecules have been found to improve the conversion efficiency and maturation status of reprogrammed neurons despite being unable to induce conversion on their own [12, 15, 32, 33]. These findings support a model in which multi-level lineage barriers maintain cell identity and must be overcome for cells to acquire neuronal fate adequate for repair purposes. Comprehensive understanding of these barriers is at the core of successful iN generation and the functional restoration of the damaged CNS.

Importantly, most of these barriers have been identified through the use of defined and stable in vitro systems. However, for repair purposes, iNs must be generated in the injured environment. The intricacy of the injured milieu is an obstacle to understanding the molecular mechanisms of direct neuronal conversion in vivo. Injury triggers the release of several signaling factors with precise temporal resolution that can either resolve or strengthen the lineage barriers [34]. For example, epidermal growth factor (EGF) levels spike within 24 h after brain injury and remain elevated for 3 days before returning to baseline. In contrast, basic fibroblast growth factor (bFGF) levels begin to rise 4 h after damage and remain elevated for 14 days [34]. Infusion of bFGF into the brain after traumatic brain injury, for example, greatly enhances cognitive performance in animals by increasing neurogenesis [35]. Additionally, EGF infusion enhances neurogenesis via enlargement of the neurogenic precursor pool in the neurogenic niche after ischemia injury [36]. Moreover, forced Neurog2 expression in glial cells, along with the bFGF2 and EGF growth factors, enhances neuronal reprogramming in vivo [10]. Importantly, EGF receptor (EGFR) signaling has been proposed to regulate both global chromatin state and the accessibility of specific loci [37]. Furthermore, interaction of EGFR signaling and chromatin remodelers from the SWI/SNF family is critical for the expansion of beta cells after pancreas injury [38]. Similarly, FGF signaling orchestrates chromatin organization during neuronal differentiation [39]. Together, environmental signals are likely to be integrated into the lineage barriers defining the propensity of starting glial cells to be converted to postmitotic neurons.

To investigate the embedding of growth factors in lineage barriers relevant to in vivo direct neuronal reprogramming after brain injury, we developed an in vitro model with altered growth factor composition. We showed that, in this model, neurogenic fate determinants induced astrocyte to neuron conversion with a diminished efficiency comparable to the conversion rate observed in vivo*.* This system allowed us to identify Hmgb2 as a novel regulator in the context of direct astrocyte to neuron conversion. We showed that high levels of Hmgb2 alleviate the lineage barrier and promote efficient establishment of neuronal fate. Our data suggest that Hmgb2-dependent chromatin opening of regulatory elements controls the expression of neuronal maturation genes and enables the establishment of the full neurogenic program, thereby resulting in efficient astrocyte to neuron conversion.

## Results

### Growth factors shape the lineage barriers to glia to neuron conversion

After brain injury, levels of EGF peak within the first 24 h and return to baseline levels 3 days post injury (dpi). In contrast, FGF levels increase by 4 h after injury and persist until 14 dpi [34]. To mimic the dynamics in the in vivo environment, we cultured astrocytes, obtained from postnatal murine cerebral cortex (P5–P7) for 10 days in the presence of only bFGF, then compared the direct conversion rates to neurons in this culture with the conversion efficiency in the widely used culture conditions containing both EGF and bFGF [40, 41]. To convert astrocytes into neurons, we transduced cells with an MLV-based retrovirus for expression of the neurogenic TFs reported to reprogram astrocytes (Neurog2, Pou3f2 or Sox11; Fig. 1a) in vitro and a fluorescent reporter protein. The expression of the fluorescent reporter protein was used to identify the transduced cells. The identity of the transduced cells was probed 7 days after viral transduction (days in vitro (div); Fig. 1a). Only cells expressing doublecortin (DCX) and having at least one process longer than three cell somata diameters were identified as neuronal cells, according to Gascon et al. [42] (Fig. 1b, c). The transduction of astrocytes with control viruses for expression of either GFP or dsRed did not induce glia to neuron conversion in any culturing conditions (Additional file 1: Fig. S1a-d). In contrast, the transduction of astrocytes isolated from EGF + bFGF culture with several neurogenic fate determinants did induce their conversion, and neurons at different maturation stages (on the basis of the complexity of their processes) were observed after 7 div (Fig. 1b, d). Interestingly, neither Neurog2 nor Pou3f2 induced the direct conversion of astrocytes grown in the presence of only bFGF, whereas the culturing conditions did not significantly alter the conversion by overexpression of Sox 11 (Fig. 1d). Because the culture condition with bFGF contained only half the usual growth factors, we assessed the conversion rate of cultures containing only EGF. Importantly, Neurog2 induced the conversion of astrocytes grown with only EGF at the same rate as astrocytes grown in EGF + bFGF culture medium (Additional file1: Fig. S1d-f), in line with the specific role of EGF in decreasing the lineage barrier and promoting direct neuronal conversion.

**Fig. 1:**
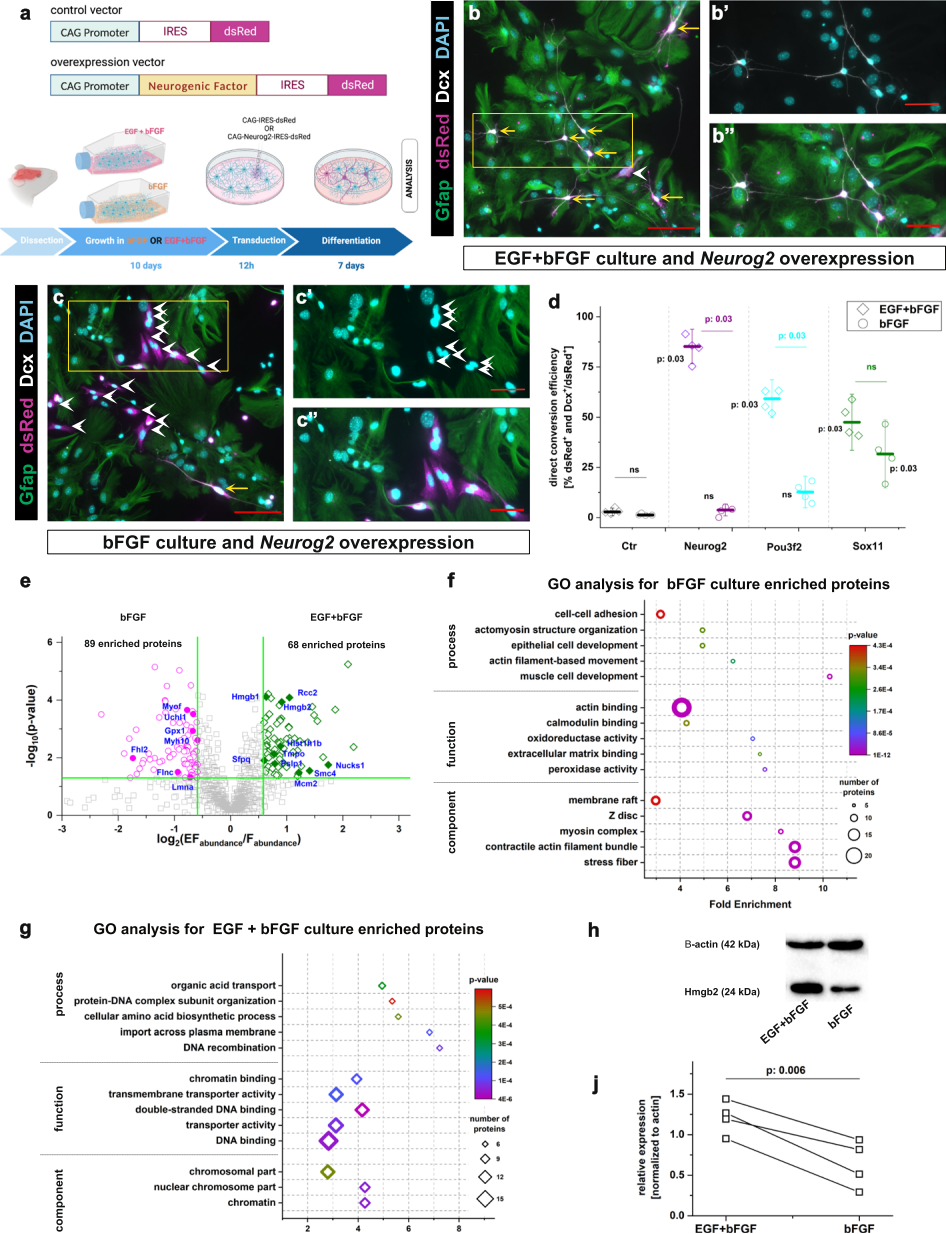
Astrocyte growth conditions define the rate of direct astrocyte to neuron conversion **a** Schemes depicting viral vector design and the experimental paradigm used for astrocyte to neuron conversion. **b,c”** Micrographs illustrating the identity of Neurog2-transduced cells 7 days after transduction in the EGF + bFGF (**b**) and bFGF (**c**) culture conditions. **b’**, **b’’**, **c’**, and **c”** are magnifications of boxed areas in **b** and **c**, respectively. Yellow arrows indicate successfully converted cells, whereas white arrowheads indicate cells failing to convert. Scale bars: 100 µm in **b** and **c**; 50 µm in **b’**, **b”**, **c’**, and **c”**. **d** Dot plot depicting the proportion of transduced cells converting to neurons in EGF + bFGF and bFGF cultures 7 days after transduction with different neurogenic fate determinants. Data are shown as median ± IQR; each single dot represents an independent biological replicate. Significance was tested with two-tailed Mann-Whitney test. *p*-values: black font corresponds to the comparison to the control and colored to the comparison between EGF + bFGF and bFGF. **e** Volcano plot depicting proteins enriched in astrocytes cultured in bFGF (magenta circles) and EGF + bFGF (green diamonds) culture conditions (fold change > 1.5; *p* value < 0.05). **f**, **g** Plots depicting the top five enriched GO terms in protein sets enriched in bFGF (**f**) and EGF + bFGF (**g**) cultures. **h** Western blot depicting levels of Hmgb2 protein in EGF + bFGF and bFGF astrocyte cultures. **j** Dot plot showing the relative levels of Hmgb2 (normalized to actin) in EGF + bFGF and bFGF cultures. Data are shown as median ± IQR; single dots represent independent biological replicates. Paired *t*-test was used for the significance test. Abbreviation: GO, Gene Ontology

This difference in direct conversion could be explained by the selection of particular cell types during astrocyte expansion with growth factors. Therefore, we assessed the identity of the transduced cells 24 h after transduction by using immunocytochemistry (Additional file 1: Fig. S2a). Most cells expressed the astrocyte marker S100β in both culture conditions, without any significant differences (Additional file 1: Fig. S2b, c, f). Similarly, we did not observe any differences in the proportion of GFAP + cells (Additional file 1: Fig. S2d-f). In line with reports that astrocytes in vitro express the TF Olig2 [43], most cells in both culture conditions expressed Olig2 (Additional file 1: Fig. S2g-i). Moreover, we observed only a small proportion of DCX + neuronal progenitors or αSMA + pericytes in both cultures (Additional file 1: Fig. S2d-i). The mRNA levels of neuronal progenitor genes, such as Meis2, Pax6, and Dcx, showed no significant differences between the two conditions and were almost undetectable compared to their levels in the neurogenic E14 cerebral cortex (Additional file 1: Fig. S3a, b). These results indicate that the cellular compositions of the cultures are comparable based on the analyzed marker expression. Interestingly, we observed lower proliferation rates of astrocytes grown in bFGF than EGF + bFGF conditions, on the basis of the expression of Ki67 or pH3 (Additional file 1: Fig. S2j-n). This finding suggested that bFGF-grown astrocytes might further differentiate, epigenetically silence neuronal loci and become less prone to direct conversion, as previously shown for long-term astrocyte cultures [44]. To examine this possibility, we cultured astrocytes for 7 days in bFGF culture conditions, added EGF and grew astrocytes for an additional 7 days with EGF + bFGF (Additional file 1: Fig. S4a). The conversion rate of these astrocytes was compared with that of astrocytes cultured in either EGF + bFGF or bFGF for 14 days (Additional file 1: Fig. S4b, f). As expected, longer culturing of cells in either bFGF or EGF + bFGF decreased the direct reprogramming rate (Additional file 1: Fig. S4f), as previously described [44]. However, the post-culturing of initially bFGF-grown astrocytes in EGF + bFGF for 7 days improved their reprogrammability, and we observed no differences in the proportions of generated neurons compared with astrocytes continuously cultured in EGF + bFGF (Additional file 1: Fig. S4b, c, f). Moreover, the conversion rate of EGF + bFGF-grown astrocytes decreased after culturing in bFGF for 7 days, and no differences were observed between this culture and continuously bFGF cultured astrocytes (Additional file 1: Fig. S4d-f).

### High mobility group box 2 (Hmgb2) levels are decreased in bFGF astrocyte culture

To identify factors responsible for maintaining the astrocytic lineage barrier, we performed label-free LC–MS/MS-based proteome analysis of astrocytes cultured with either bFGF or EGF + bFGF for 10 days. In total, we detected approximately 1700 proteins, of which 157 showed differences in levels between culture conditions (1.5-fold change, *p* < 0.05): 68 significantly enriched in the EGF + bFGF culture and 89 significantly enriched in the bFGF culture (Fig. 1e). Gene Ontology (GO) analysis revealed an enrichment of cytoskeleton-associated processes in the protein set enriched in the bFGF-grown culture (Fig. 1f; Additional File 2: Table S1a), whereas transport across the mitochondrial membrane, metabolic processes, and chromatin-associated processes were enriched in the EGF + bFGF induced proteome (twofold enrichment, *p* < 0.05; Fig. 1g, Additional File 2: Table S1b). These data are in line with recent evidence indicating that changes in the mitochondrial proteome during astroglia to neuron conversion determine the extent of the direct conversion [31]. Moreover, because chromatin state has been reported to regulate lineage barriers in reprogramming [42, 45–49], we searched for chromatin-associated factors differentially enriched between culture systems. The chromatin architectural protein Hmgb2 was 1.88-fold enriched in EGF + bFGF compared with bFGF cultures (Fig. 1e). This enrichment was confirmed by western blotting (Fig. 1h, j) and analysis of the HMGB2 signal at the single cell level (Additional file 1: Fig. S3c-g). Notably, the reprogrammability of the astrocyte culture in growth factor swapping experiments correlated with HMGB2 levels. Specifically, transitioning astrocytes from bFGF to EGF + bFGF increased HMGB2 levels, while switching from EGF + bFGF to bFGF decreased them (Additional file 1: Fig. S5). These findings, along with the cell identity marker analysis and culture composition experiments, indicate that growth factor conditions determine astrocytic lineage barriers and, consequently, the efficiency of direct conversion to neurons through neurogenic factor overexpression.

In the adult mouse brain, Hmgb2 is specifically expressed in cells committed to the neurogenic lineage (transit amplifying progenitors, neuroblasts) in both neurogenic niches [50]. Traumatic brain injury induces HMGB2 expression in a subset of reactive astrocytes (Additional file 1: Fig. S6). HMGB2 expression was detected as early as 1 day post-injury (dpi), peaked at 3–5 dpi, and declined by 7 dpi (Additional file 1: Fig. S6d-g), mirroring the pattern of EGF expression after brain injury [34]. Additionally, applying EGF to the uninjured adult brain induced HMGB2 expression within 24 h (Additional file 1: Fig. S6h-j). These findings suggest that EGF-induced HMGB2 may play a key role in enhancing direct conversion in the EGF + bFGF culture.

### Hmgb2 levels define the rate of direct astrocyte to neuron conversion

To test whether Hmgb2 might have functional relevance in fate conversion, we transduced astrocytes, grown for 10 days in medium containing either EGF + bFGF or bFGF, with Hmgb2-encoding retrovirus (Fig. 2a), and assessed the identity of the transduced cells 7 days later, on the basis of DCX expression and cell morphology. Overexpression of Hmgb2 did not alter cell identity in either culture condition (Fig. 2b–e). Most cells retained their astrocyte identity and expressed GFAP (Fig. 2e). However, when we co-transduced the bFGF-grown astrocytes with retroviruses for expression of Neurog2-dsRED and Hmgb2-GFP, we observed a 2.5-fold greater conversion rate in the co-transduced cells than cells transduced with Neurog2 only (Fig. 2c, d). Interestingly, the co-overexpression of Neurog2 + Hmgb2 did not further improve the conversion of EGF + bFGF-grown astrocytes, because the conversion rate of Neurog2 + Hmgb2 co-transduced astrocytes was comparable to that of Neurog2-transduced astrocytes in this culture condition (Fig. 2b, d).

**Fig. 2:**
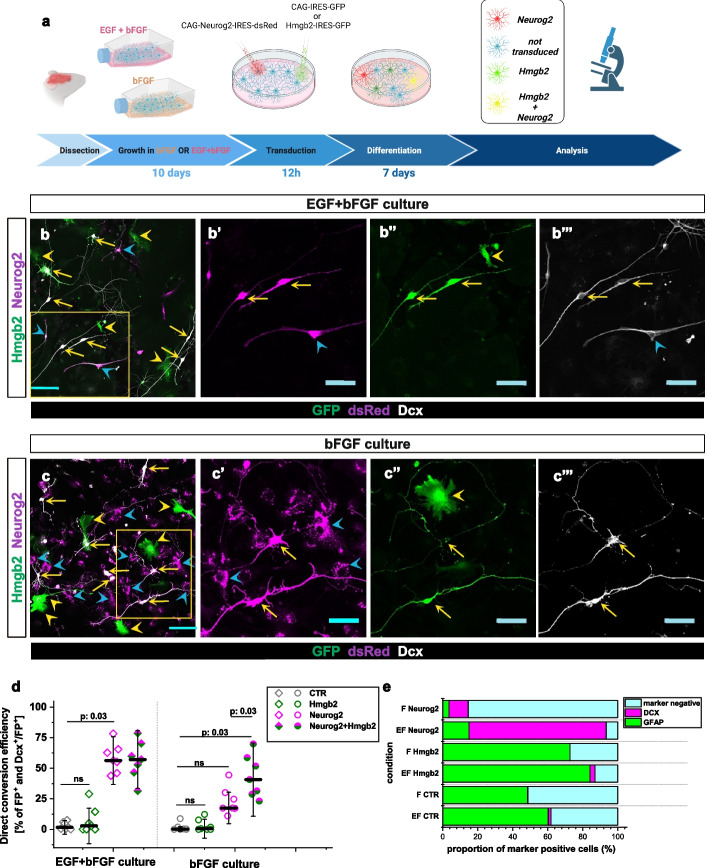
Hmgb2 is sufficient for successful Neurog2-mediated direct astrocyte to neuron conversion **a** Scheme depicting the experimental paradigm used for astrocyte to neuron conversion. **b,c”’**) Micrographs showing the identity of Neurog2- and Hmgb2-expressing virally transduced cells 7 days after transduction in EGF + bFGF (**a**) and bFGF cultures (**b**). **b’**, **b”**, **b”’**, **c’**, **c”**, and **c”’** are magnifications of the boxed areas in **a** and **b**, respectively. Yellow arrows indicate co-transduced cells expressing Neurog2 and Hmgb2, yellow arrowheads indicate cells transduced only with Hmgb2-encoding virus, and blue arrowheads indicate cells transduced with only Neurog2-encoding virus. Scale bars: 100 µm in **b** and **c**; 50 µm in **b’**. **b”**, **b”’**, **c’**, **c”**, and **cb”’**. **d** Dot plot depicting the proportion of transduced cells converting to neurons in EGF + bFGF and bFGF cultures 7 days after transduction. Data are shown as median ± IQR; single dots represent independent biological replicates. Significance was tested with two-tailed Mann-Whitney test. **e** Histogram depicting the identities of cells transduced with the indicated factors 7 days after transduction. Abbreviation: FP, fluorescent protein

Improvement in the Neurog2-mediated conversion rate of bFGF-grown astrocytes prompted us to investigate whether this improvement might be factor-specific. Therefore, we assessed the effect of Hmgb2 overexpression on Pou3f2-mediated fate conversion, given that the neurogenic capability of Pou3f2 was also diminished in bFGF-grown astrocytes (Fig. 1d). Similarly to the Neurog2-mediated conversion, the simultaneous overexpression of Hmgb2 and Pou3f2 in EGF + bFGF-grown astrocytes did not result in higher conversion rates, whereas the factor combination significantly increased the conversion rate in bFGF-grown astrocytes (Additional file 1: Fig. S1g). Together, these data suggested that Hmgb2 does not induce direct conversion on its own but increases the ability of neurogenic factors to overcome the lineage barriers.

To determine whether HMGB2 is necessary for direct astrocyte-to-neuron conversion, we isolated astroglia from HMGB2-deficient mice (Hmgb2^MUT/MUT^) and their siblings (Hmgb2^WT/MUT^ and Hmgb2^WT/WT^). These cells were cultured under direct conversion-permissive conditions (EGF + bFGF) (Fig. 3a). Consistent with earlier results (Fig. 1d), Neurog2 overexpression successfully induced direct conversion of Hmgb2^WT/WT^ and Hmgb2^WT/MUT^ astrocytes into neurons (Fig. 3b–d). However, the conversion rate was significantly lower in Hmgb2^MUT/MUT^ astrocytes compared to their WT siblings (Fig. 3c, d). Despite this reduction, some conversion still occurred, suggesting the possibility that other HMGB family proteins might partially compensate for the absence of HMGB2. Since the HMGB2 protein family member HMGB1 was enriched in the EGF + bFGF culture, albeit at a lower level (Fig. 1e), we assessed HMGB1 expression in HMGB2-deficient astrocytes. Our analysis revealed no upregulation of HMGB1 in these cells (Fig. 3e–i), ruling out the possibility that increased HMGB1 levels compensate for the lack of HMGB2.

**Fig. 3:**
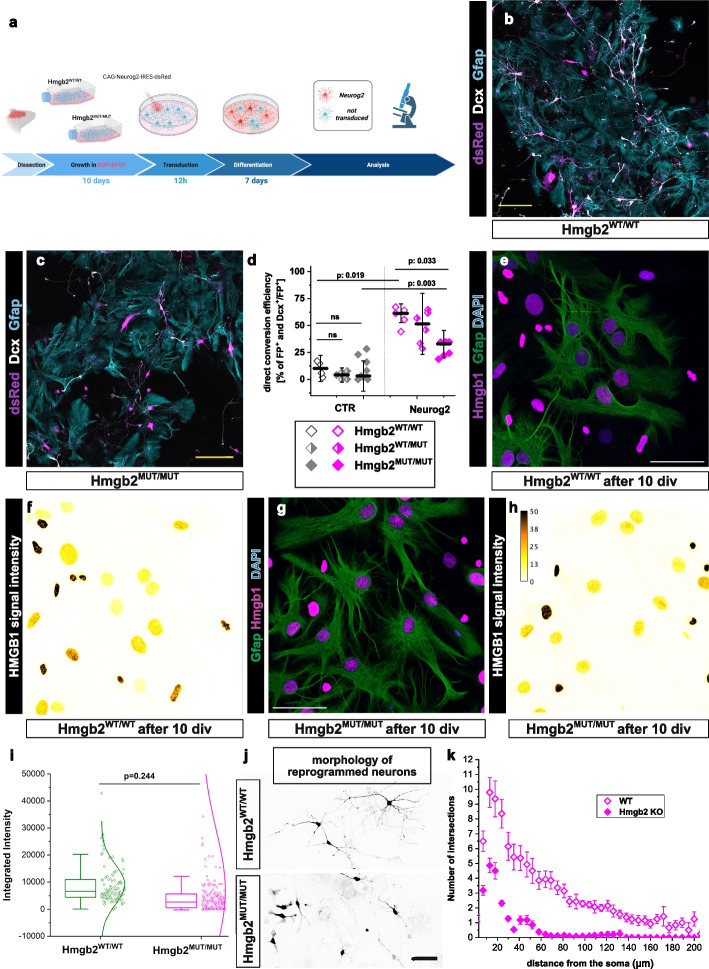
Hmgb2 is necessary for successful Neurog2-mediated direct astrocyte to neuron conversion **a** Scheme depicting the experimental paradigm used for astrocyte to neuron conversion. **b, c** Micrographs showing the identities of Neurog2-expressing virally transduced cells 7 days after transduction in EGF + bFGF culture of astrocytes derived from Hmgb2-deficient animals (**c**) and their siblings (**b**). Scale bars: 100 µm. (**d**) Dot plot depicting the proportion of Hmgb2-deficient or control cells converting to neurons 7 days after transduction with Neurog2. Data are shown as median ± IQR; single dots represent independent biological replicates. Significance was tested with two-tailed Mann-Whitney test. **e**–**h** Micrographs illustrating the expression of Hmgb1 in EGF + bFGF grown astrocytes from Hmgb2 deficient (**g**, **h**) animals and their siblings (**e**, **f**). **f**, **h** are pseudo colored images depicting expression level of Hmgb1 in single cells. Scale bar in **b–f**: 50 μm. **i** Dot plot showing the expression level of Hmgb1 in single cells. Single dots represent single cells from 4 independent biological replicates. Significance was tested with two-tailed Mann-Whitney test. **j** Representative images of ImageJ traces used for Sholl analysis of morphology of neurons reprogrammed from Hmgb2 deficient and WT astrocytes. Scale bar 50 μm. **k** Sholl analysis of induced neurons by overexpression of Neurog2 in Hmgb2-deficient and WT astrocyte (EGF + bFGF) culture 7 days after viral transduction

Additionally, neurons generated from HMGB2-deficient astrocytes displayed reduced neurite complexity compared to those derived from WT astrocytes (Fig. 3j, k). These findings support our hypothesis that HMGB2 levels are critical for maintaining the astrocytic lineage barrier, and increasing HMGB2 levels promotes direct astrocyte-to-neuron conversion.

### Prospero homeobox protein 1 (Prox1) overexpression improves direct glia to neuron conversion in FGF only culture

To understand the Hmgb2-dependent lineage barrier in direct glia to neuron conversion, we compared the transcriptional changes induced by Neurog2 overexpression in the bFGF and EGF + bFGF cultured cells 48 h after transduction. 

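The RNA-seq libraries came from astrocytes of the postnatal mouse cerebral cortex that were grown for 10 days with 10 ng/ml of bFGF, or with 10 ng/ml of EGF and 10 ng/ml of bFGF, and then transduced with retroviruses. The viruses carried the cDNA of Neurog2, a proneural transcription factor, or of Hmgb2, a chromatin protein of the high mobility group family, with a fluorescent reporter. The control virus carried the reporter alone. Transduced cells were sorted 48 h later, and each of 29 libraries was made from such a sorted sample. The EGF + bFGF culture gave 5 control, 3 Neurog2, 4 Hmgb2 and 3 Neurog2 + Hmgb2 libraries. The bFGF culture gave 3 control, 4 Neurog2, 4 Hmgb2 and 3 Neurog2 + Hmgb2 libraries. The methods name the white matter of the cortex of mice aged 5 to 6 days as the source, whereas the deposited descriptions name grey matter, with an age of 6 to 8 days in one place.
The authors made cDNA with the SMART-Seq v4 kit, which does not keep the strand, and sequenced it paired-end. The authors aligned the reads with STAR to mm10, counted them with HTSeq-count on GENCODE genes, and turned the counts into regularized log2 (rlog) values with DESeq2. The deposited table holds these rlog values for 25239 genes. The methods state an approximate number of reads per sample, the same for all. Counts were not used here, so the depth of single libraries is not known from the values. The rlog transformation shrinks the differences of genes with few reads. From the table, 15719 genes with a mean rlog value of at least 1 were tested with limma, with a mean per group, a variance trend and Benjamini-Hochberg adjustment over all tested genes. A gene was counted as higher or lower at a fold change above 2 and an adjusted p under 0.05, and members of gene lists at an adjusted p under 0.05 with any fold. Within a group the correlation of libraries was 0.951 to 0.997, and between groups 0.936 to 0.996, across genes. Reads of the viral cDNA count towards Neurog2 and Hmgb2, so the values of these genes sum the endogenous and the viral transcript.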

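Neurog2 mRNA was far higher in the Neurog2-transduced cells of either culture than in the respective control cells. Neurog2 was at an rlog value of 13.50 ± 0.42 (SD, n = 3) with the Neurog2 virus and 7.99 ± 0.19 (n = 5) with the control virus in the EGF + bFGF culture. The bFGF cells had 12.72 ± 0.34 (n = 4) with the Neurog2 virus and 8.09 ± 0.20 (n = 3) with the control virus. The Neurog2 gene (ENSMUSG00000027967.8) lies on chromosome 3 of GRCm38 from 127633135 to 127635631 on the forward strand. Hmgb2 (ENSMUSG00000054717.7, chromosome 8, 57511907 to 57515999) was at 10.08 ± 0.29 (n = 5) in the EGF + bFGF control cells and 9.56 ± 0.30 (n = 3) in the bFGF control cells, a log2 difference of −0.52 ± 0.26 (SE). This difference did not pass the test (adjusted p = 0.787 from limma). With Neurog2 alone, Hmgb2 was at 10.62 ± 0.23 and 10.28 ± 0.35 in these cultures, and neither differed from its control at an adjusted p under 0.05.
Transcripts of microglia were also measured in the sorted libraries and varied between them. The mean of 18 microglia markers was 5.98 ± 1.64 (SD, n = 5) in EGF + bFGF control cells and 6.07 ± 1.38 (n = 3) in EGF + bFGF Neurog2 cells. It was 5.84 ± 0.19 (n = 3) in bFGF control cells and 7.36 ± 1.62 (n = 4) in bFGF Neurog2 cells.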

Cells transduced with different viruses were purified by FACS (Additional file 1: Fig. S7), and genes regulated by Neurog2 overexpression were compared. 

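Neurog2 raised genes of neurogenesis, axon growth and Notch signalling in the EGF + bFGF culture, and the rises were more numerous than the falls. Past a fold change of 2 and an adjusted p of 0.05 from limma, 153 genes were higher and 16 were lower than in control cells. Beside Neurog2 itself (log2 difference 5.51 ± 0.38, SE, adjusted p = 3.54e-09), the largest rises included those of factors of neurogenesis. They were Cbfa2t3, a transcriptional corepressor induced by proneural factors (3.29 ± 0.27, adjusted p = 6.6e-08), and Insm1, a zinc finger factor of neuronal progenitors (3.15 ± 0.67, adjusted p = 0.0112). Slit1, a secreted axon guidance ligand, rose by 3.37 ± 0.48, and Cntn2, an axonal adhesion molecule, by 3.15 ± 0.59. The Notch ligand Dll4 rose by 3.11 ± 0.36 and Lzts1, which acts in the detachment of newborn neurons, by 3.47 ± 0.29. The peptide hormone secretin (Sct, 3.82 ± 0.66), the matrix protein gene Adamtsl2 (3.34 ± 0.58) and the noncoding RNA Miat (3.10 ± 0.56) complete the 10 largest rises among genes whose Neurog2 and control libraries did not overlap.
Among the lower genes, Pdgfa, a platelet-derived growth factor, fell by 1.19 ± 0.22 (adjusted p = 0.00338) and Ccn2, a secreted matricellular protein, by 1.61 ± 0.40 (adjusted p = 0.0393). The transcription factors Klf5 and Scx fell by 1.20 ± 0.29 and 1.18 ± 0.26, the Ras effector Rin1 by 1.75 ± 0.45 and the receptor adaptor Grb14 by 1.20 ± 0.30. Gm15270 (−1.60 ± 0.39), Pbp2 (−1.55 ± 0.38) and Ptchd4 (−1.20 ± 0.29) were also among the 10 largest falls. Of the genes counted, 151 of the 153 higher and 15 of the 16 lower had no overlap between the 3 Neurog2 and 5 control libraries. Chance gives this for 3.57% of genes, and 11.8% of all tested genes showed it. The genes were counted on the same libraries, so their lack of overlap is not independent support.
The count of higher genes was 97 without Neurog2 replicate 2 and 78 without Neurog2 replicate 3. For lower genes it was 28, 1 and 0 without Neurog2 replicates 1, 2 and 3 and 8, 4 and 9 without control replicates 2, 3 and 5. With libraries weighted by their spread (array weights) 362 genes were higher and 146 lower. A block for the replicate number gave 199 higher and 45 lower, and the same block within each culture 242 and 74. Lower genes were 9 with only the compared groups in the fit and 8 without a filter on low values.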

We identified differences in the expression of 443 genes (321 upregulated and 122 downregulated genes, fold change > 2, padj < 0.05) induced by Neurog2, as compared with that in control CAG-GFP virally transduced cells in the EGF + bFGF culture condition (Additional file 1: Fig. S8a, Additional File 3: Table S2). 

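Genes of neurogenesis and neuronal differentiation also rose with Neurog2 in the bFGF culture. There, 47 genes were higher and 1 lower than in control cells at the same thresholds in limma. Neurog2 itself had a log2 difference of 4.63 ± 0.39 (SE, adjusted p = 1.76e-07) and Cbfa2t3 of 3.28 ± 0.28 (adjusted p = 1.76e-07). Rbfox3, the RNA-binding protein known as the neuronal marker NeuN, rose by 3.23 ± 0.50 (adjusted p = 0.00138) and Sv2b, a protein of synaptic vesicles, by 2.69 ± 0.40 (adjusted p = 0.00111). The Notch ligands Dll3 and Dll4 rose by 2.84 ± 0.57 and 2.67 ± 0.38, and Lzts1 by 2.70 ± 0.31. Of axonal genes, Cntn2 rose by 2.86 ± 0.61 and the semaphorin gene Sema3g by 2.70 ± 0.58. Col14a1, a fibril-associated collagen, rose by 2.70 ± 0.60 (adjusted p = 0.0439). Pakap, a gene of an anchoring protein for protein kinase A, was the 1 lower gene and fell by 1.15 ± 0.22 (adjusted p = 0.0151). None of these 48 genes, which were counted on the same libraries, overlapped between the 4 Neurog2 and 3 control libraries. Chance gives no overlap for 5.71% of genes, and 7.50% of all tested genes had none.
The number of higher genes moved with single libraries, to 24 and 23 without control replicates 1 and 2, to 26 without Neurog2 replicate 2 or 4, and to 101 without Neurog2 replicate 3. That of lower genes moved to 0 without control replicate 2, Neurog2 replicate 2 or Neurog2 replicate 4, to 12 without control replicate 3 and to 18 without Neurog2 replicate 3. A fit of only the control and Neurog2 libraries called 10 genes higher, and array weights 237.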

In the bFGF culture, Neurog2, as compared with the respective CAG-GFP transduced control, induced 171 genes (137 upregulated and 34 downregulated genes, fold change > 2, padj < 0.05) (Additional file 1: Fig. S8b, Additional File 3: Table S2). 

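Transcription factors of neurogenesis were the gene group that rose most in the EGF + bFGF culture with Neurog2. Of 26 tested factors of neurogenesis and early neuronal differentiation, 11 were higher and none was lower at an adjusted p under 0.05 from limma (17 higher when adjusted over the list alone). Their median log2 difference was 1.27 (camera adjusted p = 4.95e-22, but adjusted p = 0.0713 with an estimated correlation). Rcor2, a corepressor subunit, rose by 2.91 ± 0.39 (SE, adjusted p = 0.000109), the bHLH factor Neurod1 by 2.73 ± 0.42 (adjusted p = 0.000589) and Hes6, an inhibitor of Hes proteins, by 2.52 ± 0.23 (adjusted p = 4.38e-07). Synaptic genes rose in part. Of 24 genes of vesicles and transmitter release, 4 were higher (6 when adjusted over the list alone; camera adjusted p = 1.01e-05, adjusted p = 0.321 with an estimated correlation). Among them were the complexin gene Cplx2 (2.32 ± 0.24, adjusted p = 2.78e-06), Sv2b (1.97 ± 0.38) and Bsn (0.95 ± 0.22). Of 27 postsynaptic genes, 5 were higher (5 when adjusted over the list alone; camera adjusted p = 0.000779, adjusted p = 0.572 with an estimated correlation). Among them were the acetylcholine receptor subunit genes Chrnb4 (1.86 ± 0.28) and Chrna3 (1.58 ± 0.29) and the adhesion molecule genes Lrrtm2 (1.84 ± 0.39) and Lrrtm1 (1.81 ± 0.37).
Of 34 axon guidance and adhesion genes, 5 were higher (8 when adjusted over the list alone; camera adjusted p = 0.000779, adjusted p = 0.262 with an estimated correlation). They include the immunoglobulin family adhesion gene Dscaml1 and Sema3g (2.71 ± 0.56). Genes of the neuronal cytoskeleton and neuronal RNA-binding proteins were higher in 3 of 24 cases (8 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00169, adjusted p = 0.54 with an estimated correlation). These were Rbfox3 (2.59 ± 0.48), Elavl2 (2.51 ± 0.44) and Dcx, the microtubule protein of migrating neurons (2.26 ± 0.56). In the Notch pathway, 4 of 18 genes were higher (9 when adjusted over the list alone; camera adjusted p = 1.38e-06, adjusted p = 0.0868 with an estimated correlation). They were the ligand genes Dll3 (2.52 ± 0.54), Dll1 (2.16 ± 0.34) and Dll4 and the fringe gene Mfng (2.83 ± 0.39).
Genes of contractile fibres moved the other way. Of 31 stress fibre and focal adhesion genes none had a log2 difference above 0, and the median was −0.84. The 1 lower member was Pdlim5 (−0.77 ± 0.15; 8 lower when adjusted over the list alone; camera adjusted p = 6.63e-14, adjusted p = 0.216 with an estimated correlation). Of 16 targets of the mechanosensitive regulators YAP and TAZ, 3 were lower (6 when adjusted over the list alone; camera adjusted p = 8.37e-06, adjusted p = 0.16 with an estimated correlation). These were Ccn2, Ccn1 (−1.08 ± 0.28) and the coagulation factor gene F3 (−1.02 ± 0.25). Vessel genes were lower on average too, without a member past the test over all genes. The mean of 9 endothelial genes was 4.87 ± 0.32 (SD, n = 5) in control and 4.05 ± 0.01 (n = 3) in Neurog2 cells (median log2 difference −0.54; 0 lower when adjusted over the list alone; camera adjusted p = 0.0102, adjusted p = 0.0868 with an estimated correlation). For 11 pericyte and smooth muscle genes the means were 7.24 ± 0.12 and 6.94 ± 0.15, with 5 members above 0 (median −0.10; 1 lower when adjusted over the list alone; camera adjusted p = 0.293). In both lists the mean of each Neurog2 library was below that of each control library.
The lists were fixed before the data were examined, but with the paper's table of regulated genes in view. Results for lists that hold genes of that table are therefore not independent evidence. It holds 24 of 31 listed proneural factors, 10 of 16 YAP targets, 12 of 24 cytoskeletal, 12 of 27 matrix, 12 of 31 stress fibre, 12 of 34 axon guidance, 9 of 25 transmitter release, 6 of 28 postsynaptic and 6 of 18 Notch genes. Postsynaptic, axon guidance, stress fibre and endothelial genes also vary together between libraries of the same group. Without Neurog2 replicate 2 the higher members were 5 of the proneural and 1 of the cytoskeletal list and no stress fibre gene was lower. Without Neurog2 replicate 3 they were 4 proneural, 3 axonal and 3 postsynaptic genes. The lower YAP targets were 0 without any 1 of control replicates 1, 3 and 5 and Neurog2 replicates 1 to 3, and 1 without control replicate 2. Finally, 2 stress fibre genes were lower without control replicate 2 or 4.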

GO analysis (biological processes, fold enrichment > 2, and *p* < 0.05) of genes (321) upregulated in EGF + bFGF culture revealed enrichment in the terms nervous system development, neuronal differentiation, and migration (Fig. 4a; Additional File 4: Table S3a), in line with the ability of Neurog2 to successfully convert astroglia to neurons. 

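Neuronal genes rose with Neurog2 in the bFGF culture as well. Of the 26 transcription factors of neurogenesis 6 were higher in limma (20 when adjusted over the list alone), with a median log2 difference of 1.28. The list was higher as a set with the preset correlation of camera (adjusted p = 6.37e-25) and with an estimated correlation (adjusted p = 0.0209). Beside Cbfa2t3 they included Hes6 (1.85 ± 0.24, SE, adjusted p = 0.000255) and Rcor2 (1.95 ± 0.41, adjusted p = 0.0282; 0.277, 0.203, 0.0782 and 0.0872 without control replicates 1 and 2 and Neurog2 replicates 2 and 4). Among the genes of transmitter release, 4 were higher (7 when adjusted over the list alone; camera adjusted p = 3.14e-08, adjusted p = 0.233 with an estimated correlation). Sv2b and Cplx2 (1.55 ± 0.25, adjusted p = 0.00185) are among them. In the Notch pathway 4 were higher (6 when adjusted over the list alone; camera adjusted p = 0.0023, adjusted p = 0.274 with an estimated correlation). Of the cytoskeletal and RNA-binding genes 2 were higher (6 when adjusted over the list alone; camera adjusted p = 2.71e-06, adjusted p = 0.274 with an estimated correlation). They were Rbfox3 and Elavl2 (2.38 ± 0.46, adjusted p = 0.0151, and 0.141, 0.0539, 0.0655 and 0.0872 without control replicates 2 and 3 and Neurog2 replicates 2 and 4). Axon guidance genes were higher in 3 cases, Cntn2, Sema3g and Slit1 (5 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.279). Postsynaptic genes were higher in 2 (2 when adjusted over the list alone; camera adjusted p = 0.279, with a median of −0.03 and a mean of 0.14).
YAP targets and genes of the extracellular matrix shifted down as sets, although no member passed the test over all genes. The median was −0.87 for YAP targets (10 of 16 lower when adjusted over the list alone; camera adjusted p = 5.8e-12, adjusted p = 0.0209 with an estimated correlation). It was −0.53 for matrix genes (8 of 27 lower when adjusted over the list alone; camera adjusted p = 2.42e-08, adjusted p = 0.0407 with an estimated correlation). For stress fibre genes the median was −0.80 (7 of 31 lower when adjusted over the list alone; camera adjusted p = 4.1e-14, adjusted p = 0.208 with an estimated correlation). Over all tested genes, 1299 had an unadjusted p under 0.05, where chance gives 786. All 18 microglia markers were above their control level in the bFGF Neurog2 cells, by a median of 1.51 (0.92 without Neurog2 replicate 4). None passed the test, over all genes or over the list alone (camera adjusted p = 6.51e-07, adjusted p = 0.393 with an estimated correlation).
The number of higher proneural genes fell to 3 without control replicate 1 and to 2 without control replicate 2, Neurog2 replicate 2 or Neurog2 replicate 4. Transmitter release genes fell to 2 without control replicate 1 or 2 or Neurog2 replicate 4, and Notch genes to 2 without control replicate 1, Neurog2 replicate 2 or Neurog2 replicate 4 and 1 without control replicate 2. Axon guidance genes fell to 0 without any 1 of the 3 control replicates or of Neurog2 replicates 2 and 4. For the cytoskeletal genes it was 1 without control replicate 2 or Neurog2 replicate 2 or 4 and 4 without Neurog2 replicate 3. For the postsynaptic genes it was 0 without control replicate 1 or 2 or Neurog2 replicate 2 and 1 without control replicate 3 or Neurog2 replicate 4.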

Unexpectedly, the significantly enriched biological processes in the set of the 137 upregulated genes in the bFGF culture were also associated with regulation of neurogenesis, nervous system development, and synaptic signaling (Fig. 4b, Additional File 4: Table S3b), thereby indicating that Neurog2 overexpression at least partially induced the neuronal fate in astrocytes grown in the bFGF condition. Indeed, we observed that 96 genes were induced by Neurog2 in both bFGF and EGF + bFGF cultures (Fig. 4c) and were enriched in GO biological processes associated with regulation of neurogenesis, nervous system development, neuronal differentiation, and migration (Additional file 1: Fig. S8c; Additional File 4: Table S3c). In addition, in the bFGF culture, the 41 genes uniquely induced by Neurog2 (Fig. 4c) were associated with GO biological processes of cardiac muscle tissue development, leukocyte differentiation, response to lithium-ion and neurotransmitter receptor to the plasma membrane (Additional file 1: Fig. S8d; Additional File 4: Table S3d). These findings suggested that, in contrast to the EGF + bFGF culture, in the bFGF culture, Neurog2 induced other fates along with neuronal processes possibly interfering with the establishment of the neuronal identity [51]. Furthermore, we identified 225 uniquely Neurog2-induced genes in the EGF + bFGF culture (Fig. 4c) associated with the GO biological processes regulation of membrane potential and ephrin receptor pathway (Additional file 1: Fig. S8d), which regulate neuronal maturation and axonogenesis [52, 53]. Moreover, previously reported Neurog2-induced genes necessary for successful conversion, such as *Neurod4*, *Insm1*, *Hes6*, *Slit1*, *Sox11*, and *Gang4* [44] were upregulated in both cultures (Fig. 4d). Nevertheless, genes such as *Dscaml1*, *Prox1*, *Lrp8*, and *Shf* were induced in only the EGF + bFGF culture. 

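Neurog2 raised 40 genes in both cultures. Their median log2 difference was 2.45 in the EGF + bFGF culture and 2.02 in the bFGF culture. Among them are the bHLH genes Neurod1 and Nhlh1, the Notch ligand genes Dll1, Dll3 and Dll4, the axonal genes Cntn2, Slit1 and Sema3g and the vesicle genes Sv2b and Cplx2. Homer2, a scaffold gene of synapses, rose by 1.03 ± 0.20 (SE, adjusted p = 0.00557 from limma) and 1.09 ± 0.21 (adjusted p = 0.0151). Its call was lost without Neurog2 replicate 3 in the EGF + bFGF culture (adjusted p = 0.0862) and without control replicate 1 or 2 or Neurog2 replicate 2 in the bFGF culture (adjusted p = 0.0908, 0.162 and 0.0782). No gene of the 40 differed between the cultures in its response at an adjusted p under 0.05 in limma's interaction test, and 1 did at an unadjusted p under 0.05. Over all tested genes 271 had an unadjusted p under 0.05 in this test, fewer than the 786 that chance gives. The test can therefore miss differences, and a lack of calls in it does not show equal responses. If the lists of the cultures were independent, 0.458 shared genes would be found.
The 96 genes of the paper's shared set had medians of 1.89 and 1.65 in these values, and 78 and 45 of them passed an adjusted p of 0.05. The set was chosen on the same libraries, so this is not independent evidence of its direction. The overlap was 24, 21, 25 and 24 genes without bFGF control replicate 1, control replicate 2, Neurog2 replicate 2 and Neurog2 replicate 4, and 10 with only the compared groups in the fit. It rose to 172 with array weights, and to 64 with a covariate for reactive astrocyte genes that was added after the data were seen.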

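The genes that passed the thresholds with Neurog2 in the bFGF culture and not in the EGF + bFGF culture were 7, and all 7 were above their controls in both cultures. This choice of genes by itself favours a larger rise in the bFGF culture. Given as log2 differences in the bFGF and the EGF + bFGF culture, they are Col14a1 (2.70 and 1.23), the cholesterol exporter gene Abcg1 (2.56 and 1.32), the calcium pump gene Atp2b2 (2.05 and 1.02) and the ubiquitin ligase gene Mylip (1.69 and 0.54). The others are the histone gene H2az1 (1.08 and 0.81), the chromatin remodelling gene Bcl7a (1.04 and 0.75) and the active zone gene Bsn (1.02 and 0.95). For the 41 genes of the paper's set, chosen on these libraries, the median was 1.24 in the bFGF and 0.56 in the EGF + bFGF culture, with all 41 and 39 of them above 0. The difference between the cultures had a median of 0.59. In limma's interaction test none of the 41 passed an adjusted p of 0.05 and 5 had an unadjusted p under 0.05. The 7 genes gave 0 at an adjusted p under 0.05 in that test and 1 at an unadjusted p under 0.05. Their number was 14 and 16 without EGF + bFGF Neurog2 replicates 2 and 3. On leaving out bFGF libraries it was 0 and 2 without control replicates 1 and 2, and 2, 1, 45 and 2 without Neurog2 replicates 1 to 4. By setting, the number was 65 with array weights, 11 with quantile normalization and 0 with only the compared groups in the fit. It was 3 without a filter on low values or with a block for the replicate number within cultures. The covariate for reactive astrocyte genes, added after the data were seen, gave 12.
Of 8 tested cardiac and striated muscle genes, 1 was higher in the bFGF culture, Col14a1 (2 when adjusted over the list alone), with a median of −0.07 and a mean of 0.58 (camera adjusted p = 0.154). This member was lost without any 1 of the control replicates or of Neurog2 replicates 1, 2 and 4. Of 14 genes of leukocyte and myeloid differentiation none passed the test over all genes and 5 were higher when adjusted over the list alone. Their median was 0.99 (camera adjusted p = 1.48e-06, adjusted p = 0.233 with an estimated correlation). The medians of these lists were 0.07 and −0.01 in the EGF + bFGF culture. Leukocyte and microglia markers, which share no gene here, moved together across libraries. After the group means were removed, Pearson's r of their means was 0.929 over 29 libraries (permutation p = 1e-05, the smallest that the permutations can give). Spearman's rho was 0.865 (permutation p = 1e-05), and r was 0.889 without the 2 libraries farthest from the median. The mean of the leukocyte genes was 5.87 ± 0.46 (SD, n = 3) in the bFGF control and 6.75 ± 0.73 (n = 4) in the bFGF Neurog2 cells.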

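With Neurog2, no list for another fate had more than 1 member past the test over all genes in either culture. The cartilage gene Ucma, which is outside the lists, passed the thresholds in both cultures (2.05 in the bFGF and 2.35 in the EGF + bFGF culture). With Neurog2 in the bFGF culture, none of 12 listed cartilage genes was higher or lower in limma (1 higher when adjusted over the list alone; median −0.33, camera adjusted p = 0.211). The same count of 0 held for 12 oligodendrocyte progenitor genes (0 when adjusted over the list alone; median −0.10, mean 0.18), 10 oligodendrocyte genes (median 0.35) and 11 fibroblast genes (median 0.05, mean −0.11). Of 9 endothelial genes 1 was lower, the angiopoietin receptor gene Tek (−0.86 ± 0.17, SE, adjusted p = 0.0159; 1 when adjusted over the list alone). The call ended without control replicate 2 or Neurog2 replicate 4. As a set, the endothelial genes were lower in the bFGF culture (median −0.54, and −0.34 and −0.95 without control replicates 2 and 3; camera adjusted p = 0.00291, adjusted p = 0.0282 with an estimated correlation). In the EGF + bFGF culture none of them passed the test, over all genes or over the list alone (camera adjusted p = 0.0102, adjusted p = 0.0868 with an estimated correlation). The medians were −0.15 for cartilage, 0.18 for oligodendrocyte progenitor and −0.54 for endothelial genes in the EGF + bFGF culture.
The response to Neurog2 in the bFGF culture minus that in the EGF + bFGF culture, as a mean over the members of a list, was 0.89 for leukocyte genes (permutation p = 0.226) and 0.44 for cardiac and muscle genes (permutation p = 0.231). It was −0.11 for cartilage genes (permutation p = 0.713) and 1.43 for microglia genes (permutation p = 0.359). Among 70 such tests, for the 35 lists with Neurog2 and with Neurog2 + Hmgb2, the smallest adjusted p was 0.986 and 0 had an unadjusted p under 0.05. The permutation exchanged the cultures within each virus, so a difference between the cultures that all viruses share widens the spread of the permuted values. These tests can therefore miss a difference between the responses.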

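Genes that passed the thresholds with Neurog2 in the EGF + bFGF culture and not in the bFGF culture numbered 113, and all 113 were also above control in the bFGF culture. Their median log2 difference was 1.61 in the EGF + bFGF and 1.01 in the bFGF culture. The choice of these genes on the same libraries by itself favours a smaller rise in the bFGF culture. Among them is Trnp1, a nuclear regulator of neural progenitors, at 1.71 ± 0.30 (SE, adjusted p = 0.00196 from limma) against 1.20 ± 0.31 (adjusted p = 0.106, and 0.0378 without bFGF Neurog2 replicate 3). Rasd1, a Ras-related gene, was at 2.39 ± 0.42 (adjusted p = 0.00196) against 1.48 ± 0.44 (adjusted p = 0.198). Anks1, a gene of an adaptor of Eph receptors, was at 1.35 ± 0.22 (adjusted p = 0.00111) against 0.48 ± 0.23 (adjusted p = 0.604). In the axon guidance list, the ephrin gene Efna3 rose by 1.39 ± 0.32 (adjusted p = 0.0219). Of 21 neuronal ion channel genes, 1 was higher in the EGF + bFGF culture, the sodium channel gene Scn8a (1.71 ± 0.35; 4 when adjusted over the list alone; camera adjusted p = 0.000175, adjusted p = 0.378 with an estimated correlation). None was higher in the bFGF culture (2 when adjusted over the list alone; median 0.21, 0.00 to 0.41 on leaving out 1 library; camera adjusted p = 0.0333, adjusted p = 0.598 with an estimated correlation). The number of higher channel genes in the EGF + bFGF culture was 2 without Neurog2 replicate 1 and 0 without replicate 2 or 3.
In limma's interaction test, 0 of the 113 genes differed between the cultures at an adjusted p under 0.05 over all genes, 1 when adjusted over these genes, and 20 at an unadjusted p under 0.05. The choice of the 113 genes raises the last 2 of these counts. For 222 tested genes of the paper's set, chosen on these libraries, the medians were 1.19 and 0.67. Of these genes 217 were above control in the bFGF culture, and the interaction test gave 0 at an adjusted p under 0.05 and 36 at an unadjusted p under 0.05. The count of 113 was 64 and 47 without EGF + bFGF Neurog2 replicates 2 and 3, and 181 with only the compared groups in the fit. Array weights gave 190 and a block for the replicate number within cultures 210. The covariate for reactive astrocyte genes, added after the data were seen, gave 174.

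**Figure D1:**
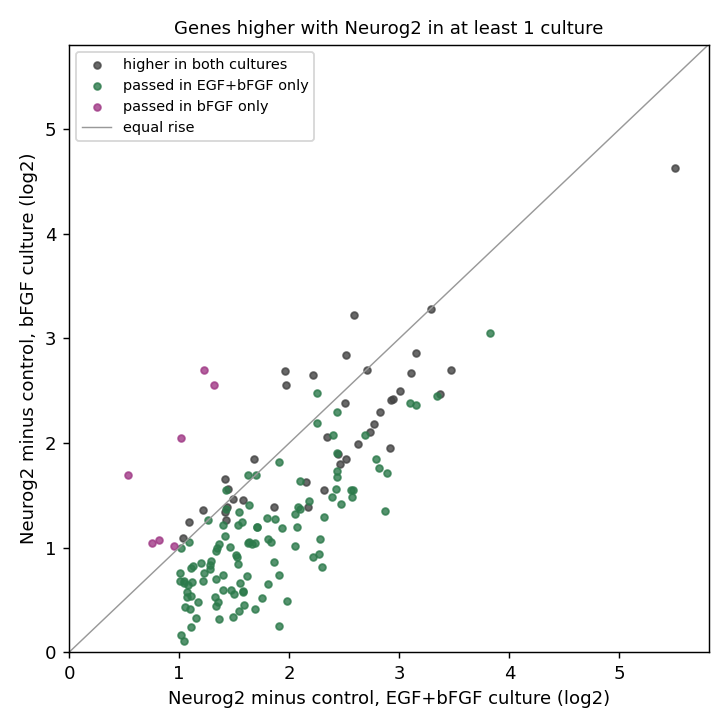
Log2 difference between Neurog2 and control cells in the EGF + bFGF culture (x axis) and in the bFGF culture (y axis), in rlog units. Each point is a gene: 40 genes counted as higher in both cultures, 113 in the EGF + bFGF culture and not in the bFGF culture, and 7 the other way round; all lie above 0 on both axes.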

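The genes named here were above control in both cultures in these values, with the strongest evidence for Hes6, Slit1 and Sox11. Given for the EGF + bFGF and then the bFGF culture as log2 difference with SE and limma's adjusted p, Hes6 (chromosome 1 of GRCm38, 91411483 to 91414038) was at 2.52 and 1.85 and passed the test in both. Slit1 (chromosome 19, 41600257 to 41743665) was at 3.37 (adjusted p = 0.000249) and 2.47 ± 0.50 (adjusted p = 0.023). Sox11, a transcription factor of immature neurons (chromosome 12, 27334264 to 27342574), was at 1.42 ± 0.27 (adjusted p = 0.00466) and 1.34 ± 0.29 (adjusted p = 0.0306). Insm1 (chromosome 2, 146221921 to 146225020) was at 3.15 and passed in the EGF + bFGF culture, and at 2.37 ± 0.70 (adjusted p = 0.201) in the bFGF culture. Neurod4, a proneural bHLH gene, was at 1.76 ± 0.64 (adjusted p = 0.205) and 1.93 ± 0.67 (adjusted p = 0.332). In limma's test of the difference between the cultures these genes had an adjusted p of 0.957 to 0.982.
Calls in the EGF + bFGF culture were lost without Neurog2 replicate 2 or 3 for Insm1 (adjusted p = 0.11 for each) and without Neurog2 replicate 3 for Sox11 (0.0647). In bFGF they were lost without control replicates 1, 2 and 3 and Neurog2 replicates 2 and 4 for Sox11 (0.0924, 0.203, 0.0989, 0.128 and 0.141) and for Slit1 (0.102, 0.146, 0.0717, 0.0937 and 0.119). Array weights called Insm1 and Neurod4 there too (0.0153 and 0.00791, where all settings together ranged from these to 0.511 and 0.651).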

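All of these 4 genes were above control with Neurog2 in both cultures, and more so in the EGF + bFGF culture. Dscaml1, a cell adhesion molecule of the immunoglobulin family (ENSMUSG00000032087.10), lies on chromosome 9 of GRCm38 from 45426628 to 45753712. It was at an rlog value of 7.76 ± 0.64 (SD, n = 3) with Neurog2 and 4.98 ± 0.30 (n = 5) with the control virus in the EGF + bFGF culture, a log2 difference of 2.79 ± 0.52 (SE, adjusted p = 0.00338 from limma). It was at 7.55 ± 0.62 (n = 4) and 5.70 ± 0.97 (n = 3) in the bFGF culture (1.85 ± 0.54, adjusted p = 0.198). Prox1, a homeodomain transcription factor (ENSMUSG00000010175.13, chromosome 1, 190118035 to 190170714), had log2 differences of 1.87 ± 0.41 (adjusted p = 0.0155) in the EGF + bFGF and 1.28 ± 0.43 (adjusted p = 0.32) in the bFGF culture. For Lrp8, a receptor of reelin (ENSMUSG00000028613.14, chromosome 4, 107802261 to 107876840), they were 1.80 ± 0.36 (adjusted p = 0.00618) and 1.09 ± 0.37 (adjusted p = 0.331). Shf, an adaptor with an SH2 domain (ENSMUSG00000033256.14, chromosome 2, 122348892 to 122369162), was at 1.58 ± 0.42 (adjusted p = 0.0586) and 1.18 ± 0.44 (adjusted p = 0.403).
The difference of the response between the cultures (bFGF minus EGF + bFGF) was −0.94 for Dscaml1 (95% confidence interval −2.49 to 0.61) and −0.60 for Prox1 (−1.84 to 0.64). It was −0.72 for Lrp8 (−1.79 to 0.35) and −0.40 for Shf (−1.66 to 0.86). Each of the 4 had an adjusted p of 0.957 in limma, so a difference between the cultures was not shown for any of them.
In EGF + bFGF, Prox1 no longer passed without Neurog2 replicate 2 or 3 (adjusted p = 0.0963 and 0.133) nor Lrp8 without Neurog2 replicate 3 (0.0764). Shf passed without control replicate 2 or 3 or Neurog2 replicate 1 (0.0344, 0.0473 and 0.0316) and with array weights (1.86e-06, where its settings ranged up to 0.143). In bFGF, Lrp8 passed without Neurog2 replicate 3 (0.0396), and with array weights all 4 genes passed (Dscaml1 0.00574, Prox1 0.00898, Lrp8 0.0144, Shf 0.0289), where the settings ranged up to 0.533 for Dscaml1 and 0.704 for the other three.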

Importantly, the co-expression of Neurog2 and Hmgb2 in bFGF-grown astrocytes induced the expression of these genes to levels similar to those detected in the Neurog2-transduced EGF + bFGF culture (Fig. 4d). Therefore, EGF-induced HMGB2 likely lowers the conversion barrier by regulating the expression of a small, specific set of genes that are crucial for the conversion process. To test this hypothesis, we selected one candidate gene, Prox1, and investigated whether its expression could help overcome the lineage barrier in the bFGF-only medium, which is characterized by low HMGB2 levels. 

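With Neurog2 + Hmgb2 in the bFGF culture, the means of Dscaml1, Prox1 and Shf lay near those with Neurog2 in the EGF + bFGF culture. The mean of Lrp8 lay between that level and its level with Neurog2 alone in the bFGF culture. All 4 genes also differed from Neurog2 alone in the bFGF culture by less than the SD of the Neurog2 + Hmgb2 libraries. Their rlog values with Neurog2 + Hmgb2 were 7.78 ± 1.11 for Dscaml1 (SD, n = 3), 8.25 ± 0.91 for Prox1, 10.39 ± 0.69 for Lrp8 and 7.61 ± 0.43 for Shf. With Neurog2 in the EGF + bFGF culture, Prox1 was at 8.29 ± 0.39, Lrp8 at 10.84 ± 0.32 and Shf at 7.57 ± 0.66 (n = 3). Against the bFGF control the log2 differences were 2.08 ± 0.58 for Dscaml1 (SE, adjusted p = 0.0722 from limma) and 1.75 ± 0.46 for Prox1 (adjusted p = 0.056). They were 1.55 ± 0.40 for Lrp8 (adjusted p = 0.0502) and 1.55 ± 0.47 for Shf (adjusted p = 0.105), so none passed 0.05. The rise with Neurog2 + Hmgb2 in the bFGF culture minus the rise with Neurog2 in the EGF + bFGF culture was −0.70 for Dscaml1 (95% confidence interval −2.31 to 0.91) and −0.12 for Prox1 (−1.41 to 1.16). It was −0.26 for Lrp8 (−1.37 to 0.85) and −0.02 for Shf (−1.33 to 1.29). Compared directly with Neurog2 alone in the bFGF culture, Neurog2 + Hmgb2 gave log2 differences of 0.24, 0.48, 0.46 and 0.37 for these genes in the same order, each with an adjusted p of 0.998 from limma.
Without bFGF Neurog2 + Hmgb2 replicate 1, Dscaml1 (2.72, adjusted p = 0.0169), Prox1 (2.26, 0.0127) and Lrp8 (1.94, 0.016) passed, as did Dscaml1 without control replicate 3 (2.62, 0.0319). Of the settings set beforehand, array weights called all 4 genes (Dscaml1 4.08e-05, Prox1 4.75e-05, Lrp8 0.000111, Shf 0.000948) and median centring, quantile normalization or a replicate block called 2 or 3 of them. The highest adjusted p over all settings was 0.259, 0.209, 0.193 and 0.141 in the same order.

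**Figure D2:**
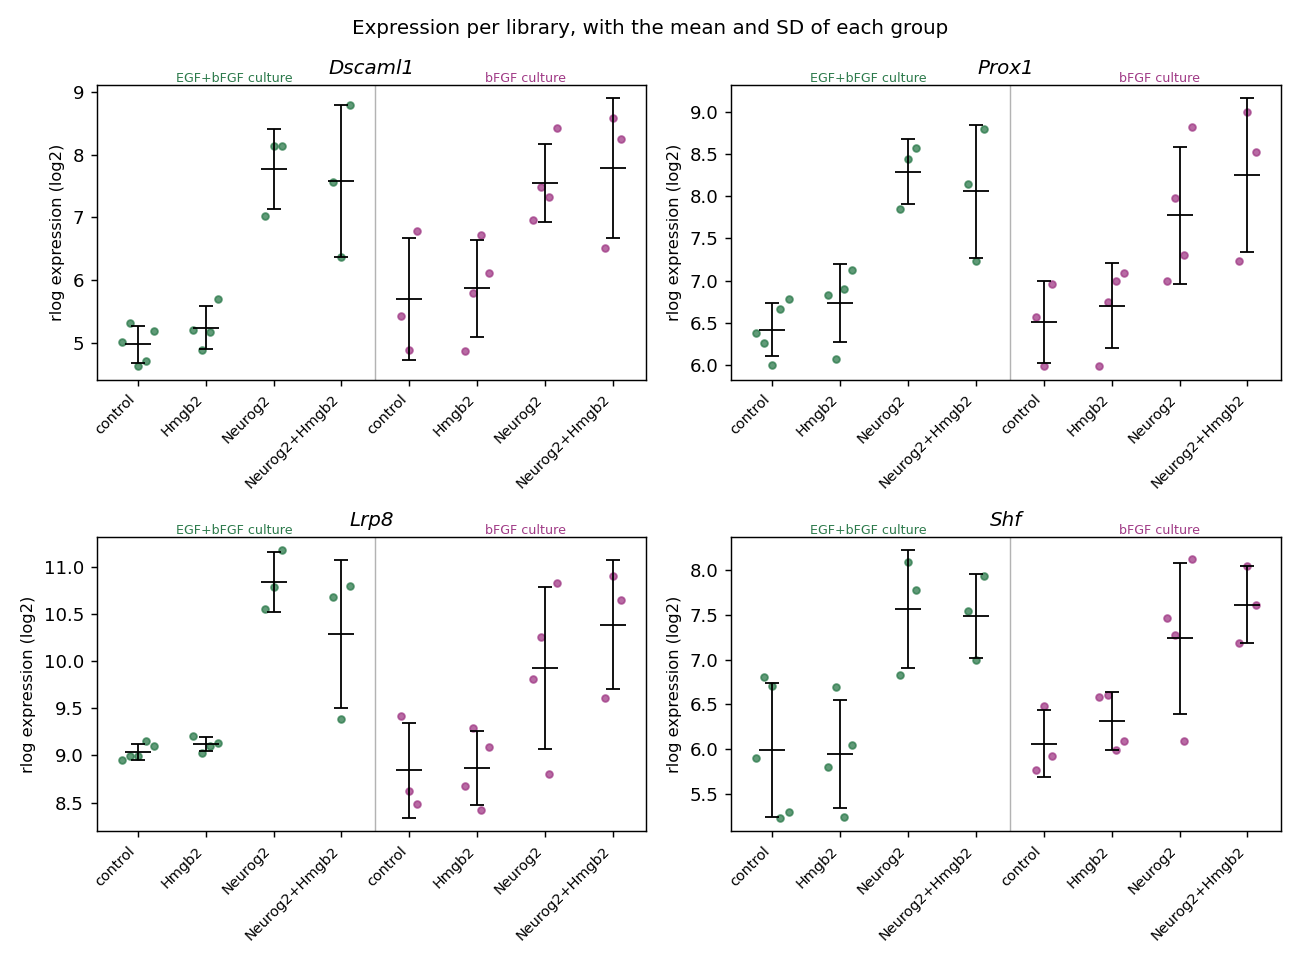
Rlog value (log2 scale) of Dscaml1, Prox1, Lrp8 and Shf in each library of the 8 groups of culture and virus. Points are libraries and bars the mean and SD of a group; with Neurog2 alone the means are 7.76, 8.29, 10.84 and 7.57 in the EGF + bFGF culture and 7.55, 7.78, 9.93 and 7.24 in the bFGF culture.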

We overexpressed Prox1 in the bFGF-cultured cells and observed only a small increase in the conversion rate (Fig. 4e). However, after the co-expression of Neurog2 and Prox1 in bFGF-cultured astrocytes, we observed a significant increase in the proportion of generated neurons similar to the conversion rate induced by Neurog2 in the EGF + bFGF culture and the bFGF-cultured astrocytes co-transduced with Neurog2 and Hmgb2 (Fig. 4e). Moreover, microRNA-mediated knockdown of Prox1 decreased the Neurog2-mediated conversion of EGF + bFGF cultured astrocytes (Fig. 4e), in line with previous reports [44]. This conversion rate was also comparable to the rate of Neurog2-mediated conversion of bFGF-cultured astrocytes (Fig. 4e).

**Fig. 4:**
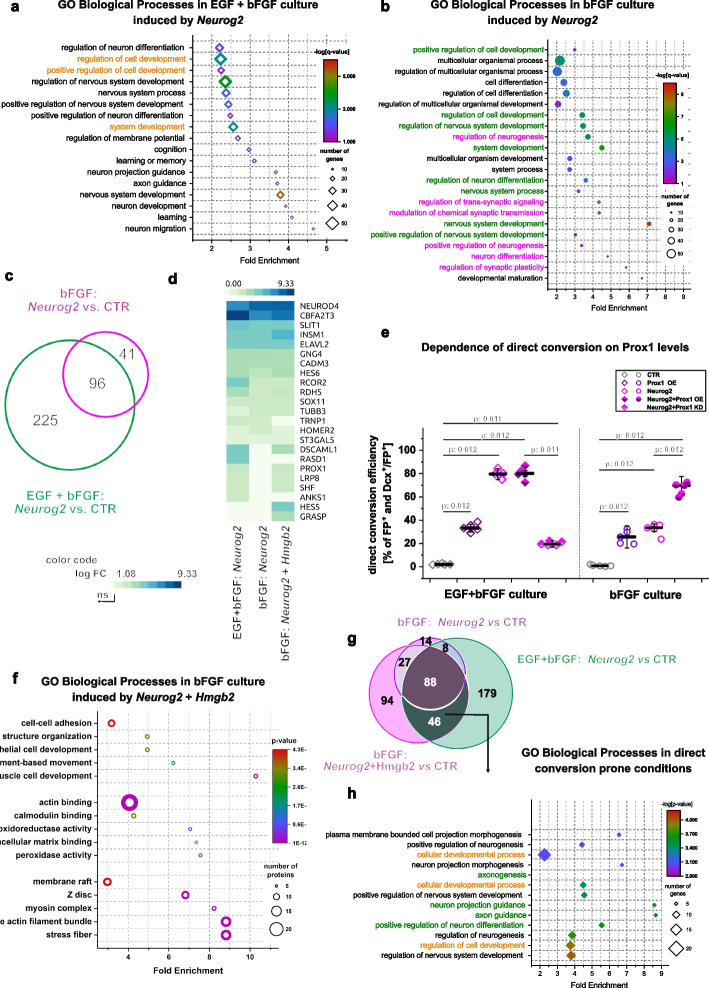
Neurog2 induces incomplete neuronal fate in bFGF culture **a**, **b** Plots depicting enriched GO biological process terms in gene sets induced by Neurog2 in EGF + bFGF culture (**a**) and bFGF culture (**b**) 48 h after viral transduction. Orange text represents the GO terms not associated with neuronal fate. Green and magenta text represent GO terms specifically enriched in EGF + bFGF culture and bFGF culture, respectively. **c** Venn diagram illustrating the overlap of Neurog2-induced transcripts in EGF + bFGF and bFGF culture 48 h after viral transduction. **d** Heat map showing Neurog2 − or Neurog2 + HMGB2-mediated induction of core neurogenic factors (according to Masserdotti et al., 2013) in EGF + bFGF and bFGF cultures. **e** Dot plot depicting the proportion of transduced cells converting to neurons in EGF + bFGF and bFGF cultures 7 days after transduction in Prox1 deficient or Prox-1 overexpressing cells. Data are shown as median ± IQR; single dots represent independent biological replicates. Significance was tested with two-tailed Mann-Whitney test. **f** Plot showing GO terms enriched in the gene set upregulated in bFGF culture by Neurog2 and Hmgb2 expression 48 h after viral transduction. GO terms in green text are also induced by Neurog2 alone in EGF + bFGF culture (panel **a**). Orange text represents the GO terms not associated with neuronal fate. **g** Venn diagram illustrating the overlap of Neurog2-induced transcripts in EGF + bFGF and bFGF culture with Neurog2 and Hmgb2-induced transcripts after overexpression in bFGF culture 48 h after viral transduction. **h** Plot depicting enriched GO biological process terms in gene sets induced in the reprogramming prone condition (46 genes set; Fig. 4g). GO terms in green text are also induced by Neurog2 alone in EGF + bFGF culture. Orange text represents the GO terms not associated with neuronal fate. Abbreviations: FP, fluorescent protein; GO, Gene Ontology

### Hmgb2-dependent expression of a specific set of neuronal maturation genes is necessary for efficient direct glia to neuron conversion

Our data suggested that low Hmgb2 expression levels in the bFGF culture could decrease astrocyte to neuron conversion via several non-mutually exclusive mechanisms: (a) failure to activate the full neurogenic program induced in EGF + bFGF culture, (b) prevention of the silencing of the conflicting alternative lineages, and (c) induction of a different neurogenic program from that in the EGF + bFGF culture. To directly test these possibilities, we analyzed the transcriptomic changes induced by the overexpression of Hmgb2 alone or in combination with Neurog2 in both bFGF and EGF + bFGF cultures.

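Hmgb2 mRNA was raised by the Hmgb2 virus in both cultures, alone and with Neurog2. Hmgb2 was at an rlog value of 12.30 ± 0.31 (SD, n = 4) with Hmgb2 alone and 12.47 ± 0.81 (n = 3) with Neurog2 + Hmgb2 in the EGF + bFGF culture. The corresponding values in bFGF were 11.71 ± 0.16 (n = 4) and 12.43 ± 0.33 (n = 3). Neurog2 was at 13.81 ± 0.55 (n = 3) with Neurog2 + Hmgb2 in the EGF + bFGF culture and at 13.36 ± 0.83 (n = 3) in the bFGF culture. In cells with Hmgb2 alone, Neurog2 was at 10.65 ± 0.69 (n = 4; 9.89 to 11.47 between libraries) and 10.26 ± 0.79 (n = 4; 9.35 to 11.02), above every control library of the same culture.

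**Figure D3:**
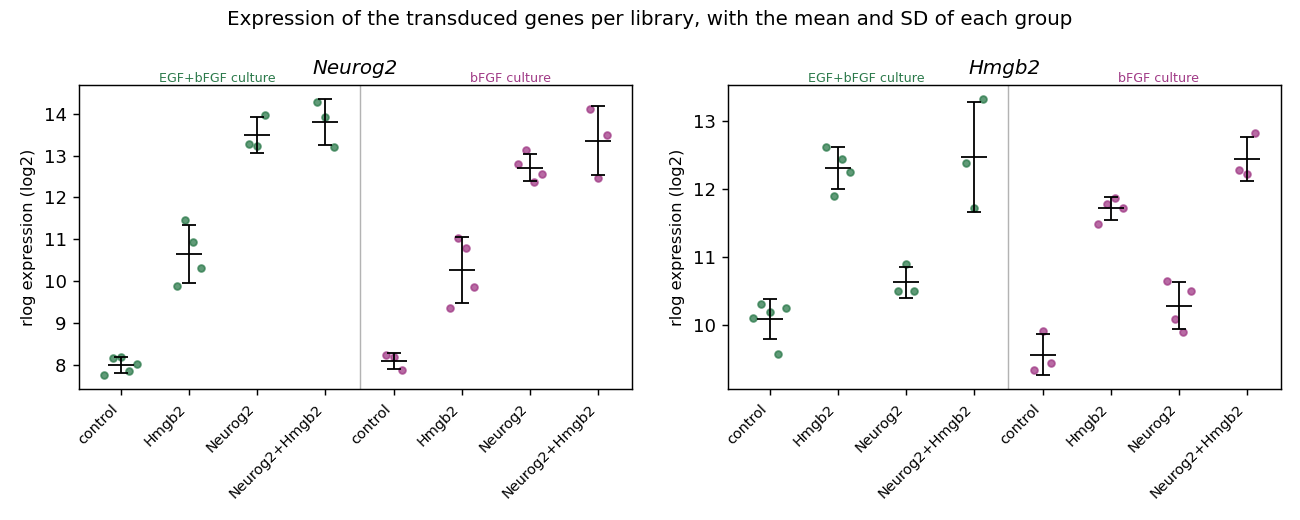
Rlog value (log2 scale) of Neurog2 and Hmgb2 in each library of the 8 groups of culture and virus. Points are libraries and bars the mean and SD of a group; Neurog2 lies between the levels of control and Neurog2 cells in the cells with Hmgb2 alone, for example at 10.65 between 7.99 and 13.50 in the EGF + bFGF culture.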

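Hmgb2 alone changed few genes in either culture. Of all tested genes, 2 were higher than in control cells in the EGF + bFGF culture, Neurog2 (log2 difference 2.66 ± 0.35, SE, adjusted p = 0.000551 from limma) and Hmgb2 (2.22 ± 0.24, adjusted p = 3.87e-05), and none was lower. At an unadjusted p under 0.05 there were 123 genes, against 786 expected by chance. The bFGF culture had 1 higher gene, Hmgb2 (2.15 ± 0.27, adjusted p = 0.000706), and none lower in limma, with 65 genes at an unadjusted p under 0.05. There Neurog2 had a log2 difference of 2.17 ± 0.39 (adjusted p = 0.0961), and it passed without Hmgb2 replicate 1 (2.47, adjusted p = 0.016), which made 2 higher genes.
Of the genes with large differences in the cells with Neurog2, Cbfa2t3 was at 1.19 ± 0.25 (adjusted p = 0.319) with Hmgb2 alone in the EGF + bFGF culture. The calbindin gene Calb1 had a log2 difference of −2.46 ± 1.20 (adjusted p = 1), with a level of 4.92 ± 4.25 (SD, n = 5) in control cells that ranged from 1.39 to 10.38 between libraries.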

Interestingly, Hmgb2 overexpression induced only several differentially expressed genes (DEGs) in either EGF + bFGF or bFGF cultures with respect to CAG-GFP control viral transduction ((Additional file 1: Fig. S8e, f; FC > 2, padj < 0.05), Additional File 3: Table S2). This transcriptomic analysis, together with the lack of change in the conversion rate after Hmgb2 overexpression in both bFGF and EGF + bFGF astrocytes (Fig. 2d), suggested that Hmgb2 did not implement any specific neurogenic program on its own. 

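With Hmgb2 alone, no member of the lists of neurogenic, axonal or synaptic genes passed the test over all genes in either culture. This does not show that none rose, since Cbfa2t3 of the neurogenesis list lay above control by 1.19 in the EGF + bFGF culture. In limma, 0 of 26 transcription factors of neurogenesis were higher in the EGF + bFGF culture (1 when adjusted over the list alone; median log2 difference 0.12, camera adjusted p = 0.00119, adjusted p = 0.933 with an estimated correlation). None was higher in bFGF (0 when adjusted over the list alone; median 0.18, camera adjusted p = 0.0112, adjusted p = 0.9 with an estimated correlation). For comparison, the same list had a median of 1.27 with Neurog2 in the EGF + bFGF culture. Presynaptic genes had medians of 0.05 and 0.08 in these cultures, axon guidance genes 0.12 and 0.07, and genes of the neuronal cytoskeleton 0.01 and 0.08, with 0 members past an adjusted p of 0.05 in any of them. Among 11 genes of the high mobility group families, Hmgb2 was the 1 member that was higher in each culture.
Cell cycle genes had a median of −0.21 in the EGF + bFGF culture (−0.39 to 0.03 on leaving out 1 library; camera adjusted p = 0.00119, adjusted p = 0.933 with an estimated correlation). Their median was 0.17 in the bFGF culture (−0.11 to 0.47 on leaving out 1 library; camera adjusted p = 0.0296, adjusted p = 0.9 with an estimated correlation), with no member past the test. Markers of microglia had a median of −1.21 with Hmgb2 alone in the EGF + bFGF culture, but −0.48 without control replicate 2, in which they were at a mean of 8.58 (4.51 to 6.40 in the other controls). Of the 18, 1 was above 0 and none passed the test (camera adjusted p = 7.46e-11, adjusted p = 0.933 with an estimated correlation).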

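With Neurog2 and Hmgb2 together in the bFGF culture, the proneural gene Neurod1 and the neuronal genes Rbfox3 and Dcx were among the 10 largest rises over control cells. At a fold change above 2 and an adjusted p under 0.05 from limma, 115 genes were higher. Neurog2 had a log2 difference of 5.28 ± 0.42 (SE, adjusted p = 4.69e-08) and Hmgb2 of 2.87 ± 0.29 (adjusted p = 3.95e-06). The bHLH genes Neurod1 and Nhlh1 rose by 3.29 ± 0.47 (adjusted p = 0.000519) and 3.29 ± 0.51 (adjusted p = 0.0011), and Cbfa2t3 by 3.76 ± 0.30. Rbfox3 rose by 3.78 ± 0.53 (adjusted p = 0.000519), Dcx by 3.49 ± 0.63 (adjusted p = 0.00424) and Tubb3, the neuronal tubulin, by 1.85 ± 0.35 (adjusted p = 0.00731, and 0.056 without Neurog2 + Hmgb2 replicate 2). Cntn2 rose by 3.79 ± 0.65, the Notch target gene Heyl by 3.40 ± 0.69 (adjusted p = 0.011), Sct by 3.34 ± 0.74 and Ppp1r14a, an inhibitor of myosin phosphatase, by 3.33 ± 0.36 (adjusted p = 9.34e-06). Of the 115 genes, which were counted on the same libraries, 114 had no overlap between the 3 Neurog2 + Hmgb2 and 3 control libraries. Chance gives this for 10% of genes, and 22.3% of all tested genes showed it.
The count was 61 and 54 without control replicates 1 and 2, and 189, 58 and 50 without Neurog2 + Hmgb2 replicates 1, 2 and 3. It was 18 with only the compared groups in the fit and 512 with array weights.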

Notably, the overexpression of Hmgb2 together with Neurog2 in the bFGF culture, as compared with control viral transduction, induced 255 genes (Fig. 4g). This gene set was significantly enriched in GO biological processes associated with neural development, neuronal migration, axon guidance, and synaptic signaling (Fig. 4f; Additional File 4: Table S3e), similarly to the GO biological processes induced by Neurog2 alone in the EGF + bFGF condition (Fig. 4a). In addition, we observed downregulation of 164 genes (Additional File 3: Table S2.) enriched in regulation of cell adhesion, actin filament organization, stress fiber assembly, and negative regulation of protein phosphorylation (Additional file 1: Fig. S8g; Additional File 4: Table S3f). 

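Transcription factors of neurogenesis rose as a set with Neurog2 + Hmgb2 in the bFGF culture, and so did single genes of the neuronal cytoskeleton, of transmitter release and of the Notch pathway. Of the 26 transcription factors, 13 were higher in limma and none was lower (22 higher when adjusted over the list alone), with a median log2 difference of 1.75. Camera called the list with the preset correlation (adjusted p = 3.01e-26) and with an estimated correlation (adjusted p = 0.033). Of 24 genes of the neuronal cytoskeleton and RNA-binding proteins, 7 were higher (13 when adjusted over the list alone; camera adjusted p = 4.38e-10, adjusted p = 0.15 with an estimated correlation). Elavl2 (2.91 ± 0.50, SE) and Elavl4 (2.49 ± 0.60) are among them. Transmitter release genes were higher in 6 of 24 cases (10 when adjusted over the list alone; camera adjusted p = 1.82e-09, adjusted p = 0.15 with an estimated correlation). They include Sv2b (2.99 ± 0.43), the SNARE gene Snap25 (2.41 ± 0.49) and the complexin genes Cplx1 (2.33 ± 0.42) and Cplx2 (1.78 ± 0.27). In the Notch pathway 5 of 18 were higher (7 when adjusted over the list alone; camera adjusted p = 0.000233, adjusted p = 0.15 with an estimated correlation).
Axon guidance genes went both ways. Of 34, 4 were higher, namely Cntn2, Slit1 (2.72 ± 0.54, adjusted p = 0.00922), the netrin receptor gene Dcc (1.95 ± 0.49) and the planar polarity cadherin gene Celsr3 (1.76 ± 0.40). The 2 lower were the guidance ligand genes Slit3 (−1.99 ± 0.50) and Slit2 (−1.85 ± 0.42). There were 9 higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.146). Ion channel genes were higher in 3 of 21 cases (4 when adjusted over the list alone; camera adjusted p = 0.00112, adjusted p = 0.47 with an estimated correlation). Among them were Scn8a (1.75 ± 0.39) and Kcnk3 (1.40 ± 0.34). Postsynaptic genes were higher in 3 of 27 cases (4 when adjusted over the list alone; camera adjusted p = 0.0831).
Without control replicate 1 or 2 or Neurog2 + Hmgb2 replicate 2 or 3 the higher members numbered 8, 7, 7 and 7 for the proneural and 4, 4, 3 and 4 for the cytoskeletal genes. In the same order they were 2, 1, 1 and 1 for the axonal, 1 each for the postsynaptic and 1, 1, 0 and 0 for the channel genes. The lower axonal genes were 0 without control replicate 1 or 2 or Neurog2 + Hmgb2 replicate 1 or 2 and 1 without control replicate 3 or Neurog2 + Hmgb2 replicate 3. Slit1 did not pass without control replicate 2 (adjusted p = 0.0523) or Neurog2 + Hmgb2 replicate 2 or 3 (0.0784 and 0.0599).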

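Neurog2 + Hmgb2 lowered genes of contractile fibres, extracellular matrix and YAP signalling in the bFGF culture. Past both thresholds, 41 genes were lower than in control cells. Among the 10 largest falls were those of the gap junction gene Gjb2 (log2 −3.36 ± 0.67, SE, adjusted p = 0.0095 from limma), and of Cnn1, the contractile protein calponin (−2.35 ± 0.46, adjusted p = 0.00821). They also include those of Mme, a membrane metallopeptidase (−2.43 ± 0.57), and of Ccn3, a matricellular protein (−2.04 ± 0.32, adjusted p = 0.00158). The matrix protein genes Sned1 and Svep1 fell by 2.63 ± 0.64 and 1.87 ± 0.46, Lrrc32, which anchors latent TGF-beta, by 2.23 ± 0.54, and Rtl3 by 2.01 ± 0.47. Of 31 stress fibre and focal adhesion genes, 4 were lower and none was higher (10 lower when adjusted over the list alone). They were Cnn1, Synpo (−1.63 ± 0.30), Lims2 (−1.35 ± 0.33) and Palld (−1.18 ± 0.27), and the list had a median of −0.79 (camera adjusted p = 4.38e-10, adjusted p = 0.233 with an estimated correlation). Of 27 matrix and integrin genes, 4 were lower (11 when adjusted over the list alone; camera adjusted p = 4.38e-10, and adjusted p = 0.0373 with an estimated correlation). These were Col8a1 (−1.79 ± 0.44), Col12a1 (−1.62 ± 0.34), the fibronectin gene Fn1 (−1.48 ± 0.33) and the nidogen gene Nid2 (−1.0 ± 0.23). Of 16 YAP and TAZ targets, 3 were lower (11 when adjusted over the list alone; camera adjusted p = 8.47e-09, adjusted p = 0.0514 with an estimated correlation). They were Ccn2 (−1.77 ± 0.45), F3 (−1.41 ± 0.28) and Amot (−1.31 ± 0.33). Neurog2 alone gave close means for stress fibre genes (10.57 ± 0.46, SD, n = 4, against 10.52 ± 0.45, n = 3) and YAP targets (9.37 ± 0.14 against 9.31 ± 0.24). Matrix genes were at 10.56 ± 0.31 against 10.28 ± 0.25. All 164 lower genes of the paper, chosen on these libraries, were below control with Neurog2 alone (median −0.74). Compared directly with Neurog2, 0 of them passed an adjusted p of 0.05 in limma (median −0.35, a sign their choice favours).
All 41 lower genes had no overlap between the 3 Neurog2 + Hmgb2 and the 3 control libraries. Chance gives no overlap for 10% of genes, and 22.3% of all tested genes showed none. The 41 genes were called on the same libraries, so this is not independent support. The number of lower genes was 10 and 8 without control replicates 1 and 2, and 21, 13 and 15 without Neurog2 + Hmgb2 replicates 1, 2 and 3. It was 4 with only the compared groups in the fit and 263 with array weights. The lower stress fibre genes were 1, 1, 7 and 2 without control replicates 1, 2 and 3 and Neurog2 + Hmgb2 replicate 3. The matrix genes were 0 without control replicate 1 or 2 or Neurog2 + Hmgb2 replicate 2 and 2 without replicate 1 or 3. The YAP targets were 0 without control replicate 1 or 2 or Neurog2 + Hmgb2 replicate 3 and 1 without replicate 1 or 2.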

Since Neurog2 phosphorylation is linked to its ability to regulate gene expression [54–57], it is possible that HMGB2 promotes post-translational modifications, such as phosphorylation, which could enhance the efficiency of direct neuronal conversion. However, the downregulated genes were not associated with specific glial or alternative fates induced by Neurog2 in the bFGF culture (Additional file 1: Fig. S8g).

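In lists of glial, vessel and fibroblast markers, 1 gene passed the test over all genes with Neurog2 + Hmgb2 in the bFGF culture. None of 23 astrocyte markers passed the test in limma or when adjusted over the list alone, although their median log2 difference was −0.49 (−0.31 without control replicate 1; camera adjusted p = 0.004, adjusted p = 0.613 with an estimated correlation). The same held for 12 oligodendrocyte progenitor markers (median 0.26, camera adjusted p = 0.396) and 10 oligodendrocyte markers (median 0.56). Of 11 pericyte and smooth muscle markers 1 was lower, Cnn1 (2 when adjusted over the list alone; median −0.97, camera adjusted p = 0.00112, adjusted p = 0.15 with an estimated correlation). It was lost without control replicate 1 or 2. The mean of 9 endothelial genes was 5.06 ± 0.38 (SD, n = 3) in control and 4.51 ± 0.37 (n = 3) in Neurog2 + Hmgb2 cells, with overlap between libraries (0 lower in limma, 2 when adjusted over the list alone; median −0.29, −0.64 to −0.07 on leaving out 1 library; camera adjusted p = 0.0653). For 11 fibroblast genes the means were 9.49 ± 0.68 and 8.89 ± 0.74, also with overlap (0 lower, over all genes or the list alone; median −0.57, −1.01 to −0.09 on leaving out 1 library; camera adjusted p = 0.109).
In the lists of other fates, the leukocyte gene Id2, an inhibitor of bHLH factors that is also expressed in neural cells, was higher (1.07 ± 0.23, SE, adjusted p = 0.0165). This call was lost without control replicate 1 or 2 or Neurog2 + Hmgb2 replicate 2 or 3. Of the 14 leukocyte genes 4 were higher when adjusted over the list alone (median 0.83, camera adjusted p = 0.00156, adjusted p = 0.47 with an estimated correlation). Cardiac and muscle genes gave 0 higher and 0 lower members. Microglia markers lay above control by a median of 1.53 in these cells, with 17 of 18 above 0 and none past the test (camera adjusted p = 0.00112, adjusted p = 0.615 with an estimated correlation). Their mean was 7.29 ± 0.40 (SD, n = 3).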

To determine whether the dual overexpression of Neurog2 + Hmgb2 might trigger similar transcriptional programs in the bFGF culture and the Neurog2-transduced the EGF + bFGF culture, we compared induced genes among three conditions: reprogramming prone culture (EGF + bFGF transduced with Neurog2 vs control virus), reprogramming resistant culture (bFGF transduced with Neurog2 vs control virus), and revived reprogramming culture (bFGF transduced with Neurog2 + Hmgb2 vs control virus). 

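Neurog2 in either culture and Neurog2 + Hmgb2 in the bFGF culture raised 36 genes in common, among them Cbfa2t3, Hes6, Rcor2, Neurod1, Nhlh1, the Notch ligand genes Dll1, Dll3 and Dll4, Cntn2, Slit1, Rbfox3, Elavl2, Sv2b and Cplx2. Their median log2 difference was 2.48 with Neurog2 in the EGF + bFGF culture, 2.05 with Neurog2 in the bFGF culture and 2.28 with Neurog2 + Hmgb2 in the bFGF culture. Between the bFGF groups 41 genes were shared, whereas independent lists of these sizes would share 0.344. Because both bFGF groups are compared with the same 3 control libraries, their log2 differences are correlated by design: the correlation across genes was 0.870, and 0.532 in simulated data without any effect. Genes are not independent replicates in these correlations. For the 88 genes of the paper's set, chosen on these libraries, the medians were 1.89, 1.66 and 1.92, and 71, 43 and 73 of them passed an adjusted p of 0.05 from limma.
The count of 36 was 21 without bFGF control replicate 1 or 2, 22 and 21 without bFGF Neurog2 replicates 2 and 4, and 3 with only the compared groups in each fit. Array weights raised it to 158, and the covariate for reactive astrocyte genes, added after the data were seen, to 60.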

We identified 88 genes that were shared across all three conditions (Fig. 4g) and were enriched in GO biological processes associated with neurogenesis, neuronal differentiation and migration, and trans-synaptic signaling (Additional file 1: Fig. S8h; Additional file 4:Table S3g), in line with our findings that all conditions at least partially induced the neurogenic program. Furthermore, 46 genes (for example, *Prox1*, *Lrp8*, *Shf*, and *Dscaml1*) were shared exclusively between the reprogramming prone conditions (bFGF Neurog2 + Hmgb2 and EGF + bFGF Neurog2). This gene set was enriched in GO biological processes associated with axonogenesis, positive regulation of neurogenesis, neuron projection guidance, and nervous system development (Fig. 4h; Additional file 4: Table S3h), thus implying that the upregulation of genes induced by the simultaneous overexpression of Neurog2 and Hmgb2 in the bFGF culture are associated with the acquisition of a more mature neuronal phenotype.

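The genes that passed the thresholds with Neurog2 in the EGF + bFGF culture and with Neurog2 + Hmgb2 in the bFGF culture, and not with Neurog2 alone in the bFGF culture, numbered 25. They include Dcx, Neurod2, a bHLH factor of cortical neurons, Insm1, Cadm3, a synaptic adhesion gene, the sodium channel gene Scn8a, the cannabinoid receptor gene Cnr1, the metabotropic glutamate receptor gene Grm4, Mdga1, Rnd2, a small GTPase of migrating neurons, and Miat. Their median log2 difference was 1.71 with Neurog2 in the EGF + bFGF culture, 1.90 with Neurog2 + Hmgb2 and 1.37 with Neurog2 alone in the bFGF culture. The choice of these genes on the same libraries by itself favours the lowest median with Neurog2 alone. No gene of the 25 differed between the cultures in its response to Neurog2 at an adjusted p under 0.05 in limma (2 at an unadjusted p under 0.05), in a test that can miss such differences.
For the 46 genes of the paper's set, chosen on these libraries, the medians were 1.20, 1.34 and 0.92 in the same order. This choice by itself favours values of Neurog2 + Hmgb2 above those of Neurog2 in the bFGF culture. In that comparison 0 of the 46 passed an adjusted p of 0.05 in limma, and 7 had an unadjusted p under 0.05.
With Neurog2 + Hmgb2, Insm1 (2.94 ± 0.75, SE, adjusted p = 0.0459) and Cadm3 (1.82 ± 0.46, adjusted p = 0.0446) did not pass without any 1 of control replicates 1, 2 and 3 and Neurog2 + Hmgb2 replicates 2 and 3. Without these libraries the adjusted p was 0.0965, 0.166, 0.114, 0.22 and 0.174 for Insm1 and 0.0823, 0.192, 0.0842, 0.213 and 0.162 for Cadm3. The number of genes was 15 and 11 without EGF + bFGF Neurog2 replicates 2 and 3. On leaving out bFGF libraries it was 15 without control replicate 2, 39, 9 and 5 without Neurog2 + Hmgb2 replicates 1, 2 and 3, and 39, 15 and 40 without Neurog2 replicates 2, 3 and 4. Array weights gave 66, a block for the replicate number within cultures 51 and a fit of only the compared groups 6. Of the settings added after the data were seen, the covariate for reactive astrocyte genes gave 38. The fit without 9 libraries at an end of the main axis of deviations gave 45.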

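Neuronal gene lists lay slightly higher with Neurog2 + Hmgb2 than with Neurog2 alone in the bFGF culture, without any member past the test over all genes. All 24 cytoskeletal and RNA-binding genes of neurons were above 0 in this direct comparison, by a median log2 difference of 0.51. None passed the test (0 past an adjusted p of 0.05 in limma, 0 when adjusted over the list alone; camera adjusted p = 1.25e-07, adjusted p = 0.261 with an estimated correlation). Of the 26 transcription factors of neurogenesis, 24 were above 0, by a median of 0.42 (1 when adjusted over the list alone; camera adjusted p = 1.78e-09, adjusted p = 0.261 with an estimated correlation). Genes of transmitter release had a median of 0.29 (camera adjusted p = 0.000897, adjusted p = 0.515 with an estimated correlation). Ion channel genes had one of 0.25 (camera adjusted p = 0.00511, adjusted p = 0.552 with an estimated correlation), and axon guidance genes one of 0.14 (camera adjusted p = 0.295). Matrix and integrin genes lay lower, by a median of −0.31 (camera adjusted p = 0.00064, adjusted p = 0.273 with an estimated correlation). Microglia markers did not separate these groups (median 0.01, mean −0.07, camera adjusted p = 0.47). Single libraries weigh on these medians. On leaving out 1 library they ranged from 0.16 to 0.91 for cytoskeletal genes, 0.26 to 0.77 for transcription factors, 0.03 to 0.58 for transmitter release, 0.06 to 0.56 for ion channels, −0.10 to 0.24 for axon guidance and −0.55 to −0.04 for matrix genes. The lowest neuronal values came without Neurog2 + Hmgb2 replicate 2, apart from the transcription factors (Neurog2 replicate 3).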

Together, our data suggested that the Hmgb2 protein aids in implementing the Neurog2-dependent, neurogenic program in astrocytes by facilitating the induction of a specific set of neurogenic, neuronal maturation-associated genes.

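In the direct comparison of Neurog2 + Hmgb2 with Neurog2 alone in the bFGF culture, Hmgb2 was the 1 gene that passed the thresholds (log2 difference 2.15 ± 0.27, SE, adjusted p = 0.000708 from limma). Of all tested genes, 346 had an unadjusted p under 0.05 where chance gives 786. Hmgb2 did not pass with only the compared groups in the fit (adjusted p = 0.376). Array weights, whose fit warned of incomplete convergence, called 32 genes. Among neuronal genes, Enc1, an actin-binding protein of neurons, was at 0.82 ± 0.22 (adjusted p = 0.998, unadjusted p = 0.00103, and adjusted p = 0.00685 with array weights). Tubb3 was at 0.67 ± 0.33 and Dcx at 1.01 ± 0.59 (adjusted p = 0.998 and 0.998).
The same comparison in the EGF + bFGF culture called 1 gene, Hmgb2 (1.84 ± 0.29, adjusted p = 0.0265), with 585 genes at an unadjusted p under 0.05. It called none without Neurog2 replicates 1, 2 or 3 (adjusted p = 0.326, 0.0624 and 0.332) or Neurog2 + Hmgb2 replicate 1 or 3 (0.143 and 0.362). Libraries of the same number resembled each other in these groups, and with a block for that number, over both cultures or within them, Hmgb2 was not called either (adjusted p = 0.11 and 0.219). Quantile normalization (0.136) and a fit of only the compared groups (0.801) also ended the call. From its data together, the paper proposes that Hmgb2 helps Neurog2 to carry out its neurogenic program in astrocytes by easing the induction of a set of genes of neurogenesis and neuronal maturation.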

### Hmgb2 increases the chromatin accessibility of regions associated with the neurogenic program

We hypothesized that the establishment of the full neurogenic program by high levels of Hmgb2 is associated with Hmgb2-dependent chromatin changes. Therefore, we performed assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) on the cells from the same sorting samples used to generate transcriptomic libraries (Additional file 1: Fig. S7). We first examined the genome-wide chromatin accessibility profile at transcription start sites (TSSs ± 3.0 kb) in both bFGF and EGF + bFGF cultures after the overexpression of Hmgb2, Neurog2, Neurog2 + Hmgb2, and CAG-GFP control. The accessibility profile of Hmgb2 overexpressing astrocytes was comparable to that of the control regardless of the culture condition (Fig. 5a, b), in line with the lack of changes in the transcriptome and conversion rate analysis (Fig. 2e; Additional file 1: Fig. S8e, f). We did not observe any discernible increase in chromatin accessibility with simultaneous overexpression of Neurog2 + Hmgb2 compared with Neurog2 in EGF + bFGF culture (Fig. 5a). However, we observed a substantial increase in chromatin accessibility after simultaneous overexpression of Neurog2 + Hmgb2 compared with Neurog2 in the bFGF culture (Fig. 5b). This increase in TSS (± 3 kb) accessibility might have been due to at least two mutually non-exclusive mechanisms: (a) widespread TSS opening after Hmgb2 overexpression or (b) lineage-specific changes. Therefore, we analyzed the TSS accessibility of neuronal cell-type-specific genes [58] (Fig. 5c). Whereas we observed increased accessibility of these sites after both Neurog2 and Neurog2 + Hmgb2 overexpression in the EGF + bFGF culture condition, in the bFGF culture condition, the increase in these sites was detectable only after simultaneous overexpression of Neurog2 + Hmgb2 but not Neurog2 alone (Fig. 5c). Interestingly, the TSS opening was comparable between bFGF and EGF + bFGF astrocytes after Neurog2 + Hmgb2 overexpression (Fig. 5c), in line with an increased conversion rate. Next, we wondered whether the Hmgb2-dependent increase in accessibility might be confined to neuronal genes or whether it might also occur in genes specific for other cell lineages. Therefore, we analyzed the dependence of the promoter accessibility of genes identifying ES cells [59, 60], endothelial cells [61–63], and microglial cells [64, 65] on Hmgb2 levels in bFGF culture (Fig. 5d). We found no significant differences in accessibility between the Hmgb2-, Neurog2-, or Neurog2 + Hmgb2-treated astrocytes and the controls, thus indicating that the accessibility change after Neurog2 + Hmgb2 overexpression was specific for neuronal fate.

**Fig. 5:**
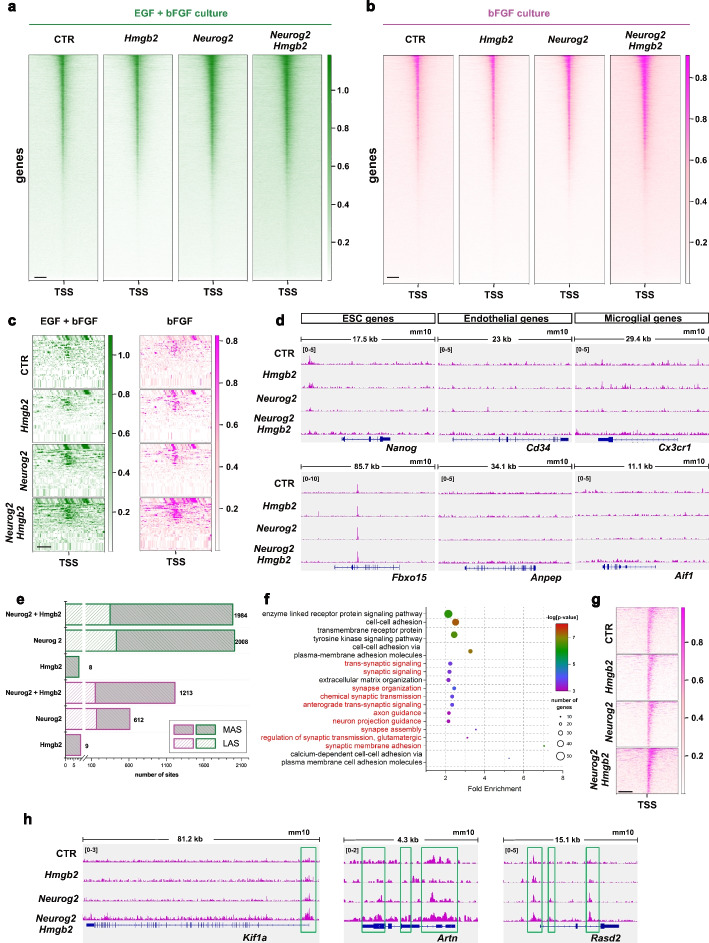
Hmgb2 improves the capability of Neurog2 to open promoters of neuronal maturation-associated genes **a,b** Heat maps depicting opening of promoters by Neurog2 and Hmgb2 or their combination in EGF + bFGF (green, **a**) and bFGF (magenta, **b**) culture. Scale: 1 kb (**c**) Heat maps depicting ATAC signals in the promoters of the core neurogenic genes (Fig. 4d) 48 h after Neurog2, Hmgb2, or Neurog2 + Hmgb2 overexpression in EGF + bFGF and bFGF cultures. **d** IGV tracks showing the ATAC signal in the promoters of genes identifying non-neuronal lineages 48 h after Neurog2, Hmgb2, or Neurog2 + Hmgb2 overexpression in bFGF culture. **e** Histogram depicting the number of more (MAS) or less (LAS) accessible sites identified by ATAC 48 h after Neurog2, Hmgb2, or Neurog2 + Hmgb2 overexpression in EGF + bFGF (green) and bFGF (magenta) cultures. **f** Plot depicting enriched GO biological process terms in the promoter set opened by Neurog2 + Hmgb2 in bFGF culture 48 h after viral transduction. Red text represents the GO terms associated with neuronal fate. **g** Heat map showing ATAC signal in the promoters of neuronal maturation-related genes (red in panel **f**) 48 h after Neurog2, Hmgb2, or Neurog2 + Hmgb2 overexpression in bFGF culture. **g** IGV tracks showing the ATAC signal in the promoters of representative genes involved in neuronal maturation 48 h after Neurog2, Hmgb2, or Neurog2 + Hmgb2 overexpression in FGF culture. Green boxes indicate differentially accessible sites

To identify direct conversion relevant changes in chromatin accessibility dependent on Hmgb2 levels, we determined the significant differentially accessible sites (DASs) after overexpression of Neurog2 and Neurog2 + Hmgb2, compared with CAG-GFP-transduced cells, in the bFGF and EGF + bFGF culture conditions. In the bFGF culture, Neurog2 overexpression resulted in 612 DASs (445 more accessible sites (MASs) and 167 less accessible sites (LASs); Fig. 5e, Additional File 5: Table S4). Combined overexpression of Neurog2 + Hmgb2 in the bFGF culture resulted in 1213 DASs (1062 MASs and 151 LASs; Fig. 5e, Additional file 1: Fig. S9a). However, this increase in accessibility did not change the accessibility profile induced by Neurog2 and Neurog2 + Hmgb2 in the bFGF culture, because we observed a similar distribution of MAS in the gene bodies, promoters, and intergenic regions (Additional file 1: Fig. S9b, c). Importantly, the Hmgb2-associated increase in MASs was not observed in EGF + bFGF astrocyte culture (Fig. 5e), in agreement with our transcriptome analysis. To reveal the processes influenced by MASs, we analyzed genes associated with these sites (defined as genes within 3 kb upstream and downstream of the MAS) in GO analysis. MASs induced by the simultaneous overexpression of Neurog2 + Hmgb2 in the bFGF culture were associated with nervous system development, synaptic membrane adhesion, axon guidance, synapse assembly, and chemical synaptic transmission (Fig. 5f, Additional File 6: Table S5). This finding suggests that Hmgb2 (together with Neurog2) increases the accessibility of genes involved in neuronal maturation. Indeed, the promoters of synapse-associated genes such as *Kif1a* [66, 67], *Artn* [68], and *Rasd2* [69] were closed in the bFGF culture after either control viral transduction or Hmgb2 overexpression (Fig. 5h), in line with the astrocytic fate of these cells. Moreover, Neurog2 + Hmgb2 overexpression opened the synapse-associated promoters to a significantly greater extent than Neurog2 alone (Fig. 5g, h). We then asked whether the chromatin opening state of all or only a subset of Neurog2-induced maturation genes depended on the expression of Hmgb2. Therefore, we compared the MASs induced by Neurog2 in the two conversion prone conditions (overexpression of Neurog2 in EGF + bFGF and overexpression of Neurog2 + Hmgb2 in bFGF culture) with MASs induced by Neurog2 in the conversion resistant condition (overexpression of Neurog2 in bFGF culture). We identified 395 MASs commonly induced in both conversion prone conditions (Fig. 6a). These MASs were enriched in processes associated with synapse formation (GO biological processes such as nervous system development, synaptic organization, trans-synaptic signals, potassium transport, and synaptic membrane adhesion; Fig. 6b, Additional File 7: Table S6a). 

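Of the synapse-associated genes Mical3, Enc1, Foxo6 and Dscaml1, those called higher with Neurog2 + Hmgb2 in the bFGF culture were Enc1 and Mical3. Enc1 had a log2 difference from control of 1.35 ± 0.23 (SE, adjusted p = 0.00314 from limma) with Neurog2 + Hmgb2 and 0.53 ± 0.22 (adjusted p = 0.49) with Neurog2 alone. Mical3, a monooxygenase that acts on actin filaments, was at 0.70 ± 0.12 (adjusted p = 0.00348) with Neurog2 + Hmgb2 and 0.42 ± 0.12 (adjusted p = 0.139) with Neurog2 alone. Foxo6, a forkhead transcription factor, was at 1.71 ± 0.62 (adjusted p = 0.18) and 1.02 ± 0.58 (adjusted p = 0.688), and it passed without Neurog2 + Hmgb2 replicate 1 (adjusted p = 0.0469). Compared directly with Neurog2 alone, Mical3 differed by 0.28 ± 0.12 (adjusted p = 0.998, unadjusted p = 0.025) and Foxo6 by 0.70 ± 0.58 (adjusted p = 0.998). With array weights Enc1 and Foxo6 passed (adjusted p = 0.00685 and 0.0428, where all settings ranged up to 1 and 1).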

Importantly, the increase in the accessibility of these synapse-associated loci correlated with the increased expression of these genes after Neurog2 + Hmgb2 overexpression in bFGF culture (Additional file 1: Fig. S10a, b). However, we also observed 268 MASs induced by Neurog2 in all three conditions (Fig. 6a) that were enriched in synaptic processes (Fig. 6c, Additional File 7: Table S6b). Therefore, these data suggested that the chromatin containing only a subset of genes associated with neuronal maturation was dependent on Hmgb2. However, the accessibility of these genes appeared to be instrumental for direct conversion.

**Fig. 6:**
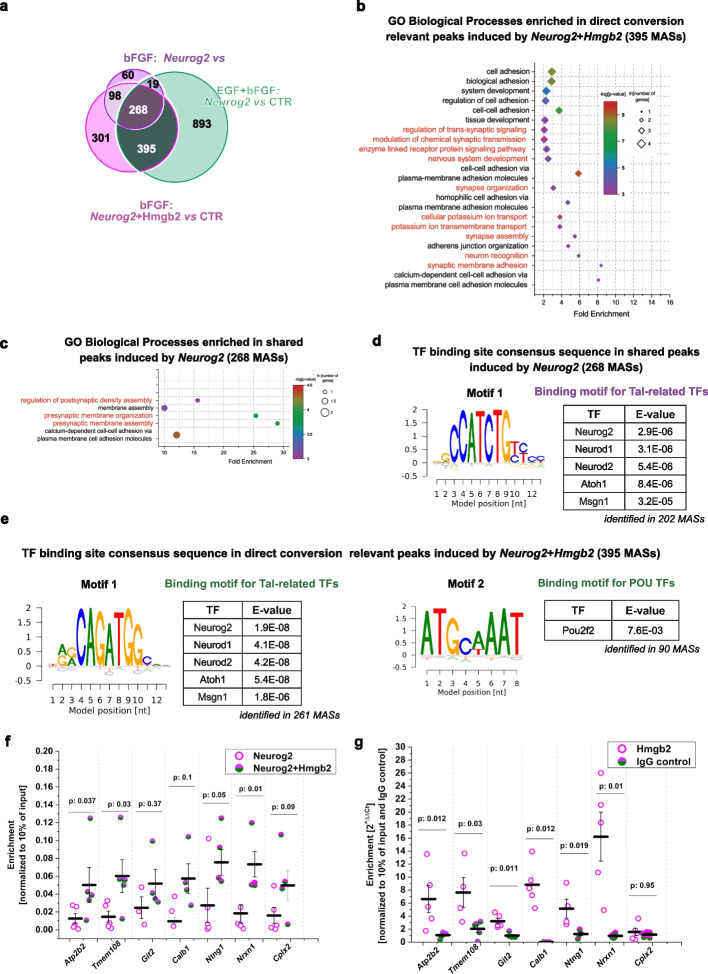
Hmgb2-dependent promoters contain an E-box and Pou2f2 factor binding motif **a** Venn diagram illustrating the overlap in ATAC signals for MASs after Neurog2 overexpression in EGF + bFGF and bFGF cultures, with MASs induced by Neurog2 and Hmgb2 overexpression in bFGF culture 48 h after viral transduction. **b**, **c** Plots depicting enriched GO biological process terms in 395 peak set MASs in panel **a** (**b**) and 268 peak set MASs in panel **a** (**c**). Red text represents the GO terms associated with neuronal fate. **d, e** Transcription factor consensus sequences identified in 268 peak set MASs in panel **a** (**d**) and 395 peak set MASs in panel **a** (**e**), identified with de novo motif analysis. The motif image from the BaMM web server shows the likelihood of each nucleotide at each motif position. The color intensity reflects the probability, with darker colors indicating higher probabilities. Tables show transcription factors binding these motifs. **f, g** Dot plots show the enrichment of selected promoters from genes associated with the GO term “modulation of chemical synaptic transmission” (Fig. 6b), compared to 10% input, using the FLAG antibody (targeting Neurog2-FLAG) and the Hmgb2 antibody in bFGF culture. Data are shown as median ± IQR; single dots represent independent biological replicates. Significance was tested with two-tailed Mann-Whitney test. Abbreviations: MAS, more accessible site; TF, transcription factor

Together, our data supported a model in which Hmgb2 fosters the establishment of the full neurogenic program by increasing the accessibility and consequently the expression of neuronal maturation genes, thus leading to improved neuronal maturation.

### Hmgb2-dependent chromatin sites contain both E-boxes and Pou factor binding sites important for neuronal maturation

HMG proteins play a major role in controlling gene expression by increasing chromatin accessibility [70–72]. Therefore, we sought to identify the potential TF binding motifs enriched in the Hmgb2-dependent set of MASs (395 sites in Fig. 6a). To do so, we performed de novo motif enrichment analysis using BaMMmotif software. Motifs containing the consensus binding sequence of the Tal-associated TF family (Neurod1, Neurog2, Neurod2, Atoh1, and Msgn1) were enriched in Hmgb2-dependent set of MASs (Fig. 6d, Additional File 8: Table S7a). In addition, we identified the motif that best matched the consensus sequence of the TF family of POU domain factors, such as Pou2f2 (Fig. 6e, Additional File 8: Table S7b). Pou2f2 is a direct Neurog2 target [73] and has been reported to be involved in the implementation of proper neuronal identity [74, 75]. This finding suggested that in the bFGF culture, some of the E-box motif sites bound by Neurog2 (Tal related factors) were inaccessible, but with the addition of Hmgb2, these sites became accessible, thereby increasing Neurog2-binding and enhancing reprogramming efficiency. To validate this concept, we focused on genes associated with the GO term “modulation of chemical synaptic transmission” (Fig. 6b) and examined NEUROG2 binding to their promoters in bFGF culture, as a function of HMGB2 levels. Our analysis revealed that NEUROG2 binding to the promoters of these genes was significantly enhanced when Neurog2 and Hmgb2 were co-expressed (Fig. 6f). Additionally, we demonstrated direct HMGB2 binding to most of these promoters (Fig. 6g), suggesting that HMGB2 binding increases the promoters’ accessibility for NEUROG2. Interestingly, some promoters, such as the Cplx2 promoter, were not directly bound by HMGB2 (Fig. 6g). However, NEUROG2 binding to these promoters still depended on HMGB2 levels (Fig. 6f). This indicates the involvement of alternative mechanisms, beyond direct co-binding, in facilitating NEUROG2’s interaction with such promoters. We next investigated MASs with consensus binding sequences for both Tal-associated factors (Neurog2) and POU domain factors. We identified that 56 of 395 MASs contained binding motifs for both TF families (Additional file 1: Fig. S10c) and were associated with neuronal maturation (GO processes: regulating actin filaments assembly, chemotaxis, and potassium ion transport; Additional file 1: Fig. S10d and Additional File 7: Table S6c), including the Robo-Slit pathway. Robo-Slit pathway has been reported to regulate not only axonal pathfinding but also neuronal maturation [76]. Moreover, we observed enrichment in genes associated with the negative regulation of proliferation, thus possibly improving the terminal differentiation of converted cells. Interestingly, de novo motif analysis of the common 268 Neurog2-induced MASs identified the binding motif of the TF family of Tal-associated factors, but not of the POU domain factors (Fig. 6d). These data suggested that Hmgb2 levels set the lineage barrier by controlling the accessibility of both the direct Neurog2 targets and targets of TFs downstream of Neurog2, such as Pou3f2 or Neurod.

To directly test the importance of Hmgb2 in neuronal maturation, we analyzed the neurite complexity of the converted neurons in the conversion prone cultures (overexpression of Neurog2 in EGF + bFGF and overexpression of Neurog2 + Hmgb2 in bFGF culture) and the conversion resistant culture (overexpression of Neurog2 in bFGF culture) in induced neurons with Sholl analysis 7 days after viral transduction (Fig. 7a). Indeed, Neurog2-induced neurons in the bFGF culture showed fewer intersections than the Neurog2-induced neurons in the EGF + bFGF culture (Fig. 7b, c). Lower neurite complexity is indicative of less mature neurons. The complexity of neurites in neurons generated from bFGF astrocytes by the combined overexpression of Neurog2 and Hmgb2 increased compared to overexpression of Neurog2 only. These converted neurons were indistinguishable from those generated by overexpression of Neurog2 in the EGF + bFGF-cultured astrocytes (Fig. 7b, c).

**Fig. 7:**
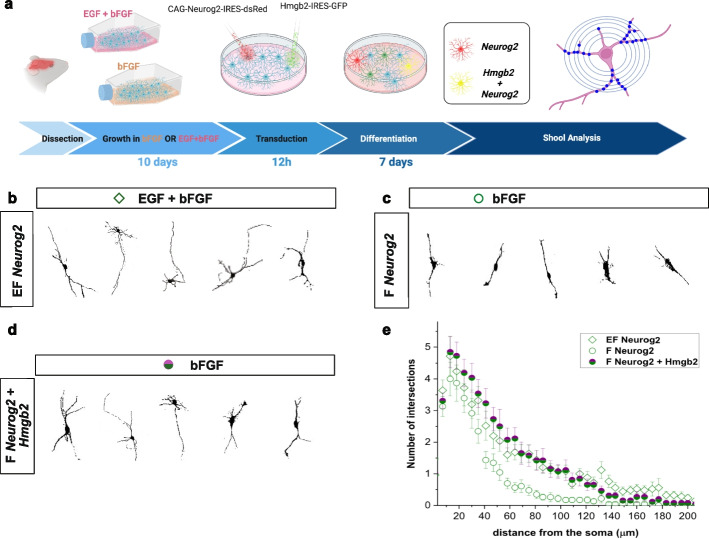
Hmgb2 and Neurog2 overexpression increases complexity of iN **a** Scheme depicting the experimental paradigm used for Sholl analysis. **b–d** Representative thresholded images of neuronal cells used for Sholl analysis. **e** Sholl analysis of induced neurons by concurrent overexpression of Neurog2 and Neurog2 + Hmgb2 in EGF and EGF + bFGF culture 7 days after viral transduction. Abbreviations: MAS, more accessible site; TF, transcription factor

## Discussion

The establishment of neuronal identity during direct astrocyte to neuron conversion is achieved in very different environmental context from that of the bona fide neurogenesis occurring during embryonic development or in adult brain neurogenic niches [46, 48]. This includes not only the different starting populations [46] but also the unique signaling milieus [77–79]. The growth factors released after injury regulate the conversion process, including neuronal maturation and neural circuit repair. Here, we presented a novel in vitro system to study the influence of growth factors on fate conversion. Using this system, we showed that EGF, potentially provided by the injured environment, is necessary for efficient neuronal conversion and proper maturation via the regulation of the chromatin binding protein Hmgb2. In combination with several different neurogenic fate determinants, Hmgb2 is capable of inducing the full neurogenic program, as indicated by Hmgb2 gain and loss of function experiments. Our model suggests that exposure to EGF is essential for conversion in the injury-induced environment. In contrast, the prolonged elevation of bFGF levels may contribute to the low conversion rate, as FGF signaling alone promotes processes related to neurogenesis and neuronal fate in astrocytes during Neurog2-mediated conversion. This finding is in line with reports that the FGF promotes neurogenesis [80–82], although the neuronal subtypes generated in such context differ [82]. Importantly, the chromatin states in direct conversion and during embryonic neurogenesis may differ: the chromatin states during neurogenesis require fewer re-arrangements in embryonic development, because large numbers of neurogenic gene loci in radial glial cells, the neuronal stem cells of the developing CNS, are already in an open configuration [28, 83]. Interestingly, genes involved in synapse formation and neuronal maturation are already in an active chromatin state without detectable gene expression in both radial glia and committed neuronal progenitors [28, 84], thus implying the existence of an active inhibitory mechanism keeping the progenitor state primed toward neurogenesis and preventing their premature differentiation. Importantly, Hmgb2 opens the loci of these classes of genes during astrocyte to neuron conversion, thus supporting the concept that overexpression of Neurog2 + Hmgb2 endows postnatal astrocytes with some stem cell features. This concept is also in line with the expression of Hmgb2 during activation of quiescent neural stem cells in the adult brain [50] and its role in adult neurogenesis [85]. However, we did observe immediate expression of synaptic genes in postnatal astrocytes without the maintenance of these primed neuronal states, thus suggesting that the mechanisms preventing premature differentiation operating in the neuronal stem cells are not established during astrocyte to neuron conversion. This possibility reinforces the concept that direct neuronal conversion does not fully recapitulate the developmental trajectory underlying neuronal differentiation [42, 45]. Instead, the overexpression of reprogramming factors induces early re-arrangements of chromatin along with changes in gene expression. However, during late morphological and functional maturation stages of the induced neurons, changes in chromatin are negligible [26]. Moreover, in our in vitro system, we did not observe any changes in astrocyte proliferation due to the overexpression of Hmgb2 alone or in combination with different neurogenic TFs, thus further limiting the spectrum of neural stem cell features induced in the postnatal astrocytes. 

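Genes of transmitter release were above control on average 48 h after transduction in the Neurog2 groups of both cultures. The mean rlog value of 24 genes of vesicles and transmitter release was 5.75 ± 0.10 (SD, n = 5) in control, 6.28 ± 0.01 (n = 3) in Neurog2 and 6.50 ± 0.57 (n = 3) in Neurog2 + Hmgb2 cells of the EGF + bFGF culture. The values in bFGF were 5.88 ± 0.18 (n = 3), 6.46 ± 0.40 (n = 4) and 6.75 ± 0.60 (n = 3). For 27 postsynaptic genes the means were 5.56 ± 0.26, 5.98 ± 0.06 and 5.78 ± 0.55 in the EGF + bFGF culture. They were 5.72 ± 0.28, 5.85 ± 0.37 and 5.96 ± 0.58 in bFGF, where the differences were no larger than the SD of a Neurog2 group. Syt1, the calcium sensor of vesicle release, was at a log2 difference of 0.10 ± 0.28 (SE) with Neurog2 in the EGF + bFGF culture and 0.89 ± 0.31 with Neurog2 + Hmgb2 in the bFGF culture. Neither passed the test (adjusted p = 0.933 and 0.174 from limma).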

Interestingly, Hmgb2 induces similar chromatin changes in postnatal astrocytes to the HMG group protein A2, a different HMG-box-containing family member. These chromatin changes are sufficient to prolong the neurogenic phase during cortical development and lead to the generation of new postnatal neurons [86]. During this period, progenitors normally generate glial cells, thus potentially implicating similar mechanisms in the Hmga2-mediated extension of neurogenic period and the Hmgb2-mediated direct astrocyte to neuron conversion. Because Hmga2 is associated with Polycomb signaling [87], testing whether the same system would be operational during the Hmgb2-dependent conversion should prove interesting, because Ezh2 maintains the lineage barriers during fibroblast to neuron conversion [88]. Both Hmgb2 and Hmga2 bind AT-rich DNA segments with little to no sequence specificity [71, 89]. Nevertheless, we observed highly specific Hmgb2-dependent opening of chromatin containing late neuronal maturation genes, thus prompting questions regarding HMG protein binding specificity. This specificity could be provided by an interacting protein, e.g., neurogenic TF Neurog2, because we observed an enrichment of the typical E-box binding sequence in the promoters when Hmgb2 was overexpressed in astrocytes. However, our findings did not reveal a direct interaction of Hmgb2 with Neurog2 via WB or mass spectrometry (data not shown), thus making this scenario unlikely. An alternative explanation may be that Hmgb2 stabilizes the regulatory loops (transactivation domains, TADs) involved in the expression of synaptic genes. The regulatory roles of such domains have been demonstrated for neurogenesis downstream of Neurog2 during embryonal cerebral cortex development [27]. Moreover, both Hmgb2 and Hmga2 have been implicated in TAD establishment [90, 91]. The stabilization of regulatory loops induced by Neurog2 may indeed provide a mechanistic explanation for the Hmgb2-dependent opening of chromatin regions containing the Neurog2 binding E-boxes. These data further challenge the common belief that Neurog2 is a pioneer TF. In contrast to the on-target pioneering function of Ascl1 during reprogramming [25, 26], in fibroblast to neuron conversion, Neurog2 requires additional factors, such as forskolin and dorsomorphin or Sox4, that are necessary for not only late neuronal maturation but also the induction of early reprogramming changes [30, 73]. We demonstrated that, at least in the case of astrocyte to neuron conversion, Neurog2 function is dependent on Hmgb2. Because Hmgb2 increases the accessibility of various sites, including the binding motif of the Neurog2 target Pou2f2 [27], our data suggested that Neurog2 must open the chromatin of maturation genes that are transcriptionally regulated by direct Neurog2 targets. Our study provides mechanistic insights into previously described improvements in neuronal reprogramming with the infusion of EGF and FGF [10]. Interestingly, EGF and FGF exhibit different temporal dynamics post-injury, with a very narrow expression window and a presumably diminished activity window of EGF [34]. This window correlates with the expression of Hmgb2, thus suggesting that prolonged expression of either EGF or Hmgb2 after TBI might be important in the success of neuronal replacement therapies. Furthermore, our model may also explain the lower direct conversion rates induced by Neurog2 in some starting cellular populations, such as oligodendrocyte precursor cells [29], in which the promoters might not yet be open. Similarly, such multilevel control is compatible with the ability of Neurog2 to induce different neuronal subtypes or maturation stages in different, permissive starting cells [30, 44, 92, 93], given that maturation loci defining the neuronal subtype could be differentially accessible for Neurog2 direct targets.

Interestingly, the overexpression of Neurog2 in bFGF-grown astrocytes induced not only a partial neurogenic program but also additional transcriptional programs associated with alternative fates, such as cartilage formation and immune cell differentiation. 

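Cartilage and immune genes with Neurog2 in the bFGF culture can be followed in lists of these fates. Among the 12 tested cartilage genes of the list, Chodl, a lectin that is also expressed in motor neurons, was the 1 member called in any comparison with control. The list does not hold all cartilage genes. Outside it, Ucma passed the thresholds with Neurog2 in both cultures (log2 difference 2.35 in the EGF + bFGF and 2.05 in the bFGF culture). Cilp passed in the EGF + bFGF culture (2.56, against 1.55 in the bFGF culture). Both genes were chosen after their values were seen. Chodl was higher with Neurog2 + Hmgb2 in the bFGF culture (log2 difference 2.95 ± 0.52, SE, adjusted p = 0.00321 from limma). It was also higher with Neurog2 + Hmgb2 in the EGF + bFGF culture (2.40 ± 0.46, adjusted p = 0.00459, not called without Neurog2 + Hmgb2 replicate 3). The cartilage list as a whole had medians of −0.34 and −0.24 in these groups (camera adjusted p = 0.245 and 0.467). Of the immune genes, 13 of 14 leukocyte genes were above control in the bFGF Neurog2 cells, none of them past the test. The mean of the leukocyte genes was 6.66 ± 0.17 (SD, n = 3) in the bFGF Neurog2 + Hmgb2 cells. The direct comparison of Neurog2 + Hmgb2 with Neurog2 alone in the bFGF culture gave medians of −0.07 for leukocyte genes (camera adjusted p = 0.489) and −0.05 for cartilage genes (mean 0.01, camera adjusted p = 0.862).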

The induction of alternative fates or a failure to repress the original fate can lead to abortive conversion and concomitant death of reprogrammed cells [23], thereby possibly mechanistically explaining the lower Neurog2-mediated conversion efficiency in the bFGF culture. 

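Astrocyte genes were not called lower in the bFGF culture with Hmgb2, alone or with Neurog2, in limma. With Hmgb2 alone the 23 astrocyte markers had a median log2 difference from control of −0.27 (camera adjusted p = 0.0569) in the bFGF and −0.05 in the EGF + bFGF culture (camera adjusted p = 0.977), with 0 members past an adjusted p of 0.05 in either. Neurog2 + Hmgb2 minus Neurog2 in the bFGF culture gave a median of −0.18 (−0.43 to −0.01 on leaving out 1 library; 0 members past the test; camera adjusted p = 0.0471, adjusted p = 0.81 with an estimated correlation). Gfap, the intermediate filament gene of astrocytes, was at −0.20 ± 0.73 (SE, adjusted p = 0.907) with Neurog2 + Hmgb2 and 0.19 ± 0.69 (adjusted p = 0.969) with Neurog2 alone. S100b, a calcium-binding protein of astrocytes, was at 0.11 ± 0.58 and −0.02 ± 0.54 (adjusted p = 0.935 and 0.997). Reactive astrocyte genes lay lower with Neurog2 + Hmgb2 than in the bFGF control, by a median of −0.52. None of the 20 passed the test (1 lower when adjusted over the list alone; camera adjusted p = 0.0328, adjusted p = 0.47 with an estimated correlation). With Neurog2 + Hmgb2 in the EGF + bFGF culture, 1 astrocyte marker was lower, Id3, an inhibitor of bHLH factors (−0.77 ± 0.17, adjusted p = 0.0174, lost without Neurog2 + Hmgb2 replicate 3). The median of the list was −0.57 (−0.20 without Neurog2 + Hmgb2 replicate 2; camera adjusted p = 0.00333, adjusted p = 0.554 with an estimated correlation).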

Because Hmgb2 overexpression does not specifically repress the astrocytic fate, yet significantly improves the conversion efficiency, the abortive direct conversion is unlikely to explain the lower efficiency in direct conversion. Interestingly, we did not observe Hmgb2-dependent opening of regions associated with alternative fate genes, thus supporting the idea that alternative fate induction is independent of the Hmgb2-induced changes in chromatin states. Hmgb2-dependent changes in the transcription rate [94], RNA stability or RNA splicing could account for the enrichment of alternative fates observed in mRNA analysis, because Hmgb2 has been proposed to have an RNA-binding domain [89]. Importantly, we observed changes in chromatin opening for only genes associated with the neurogenic lineage.

## Conclusions

Together, our results provide a mechanistic framework for translating environmental signals into a specific program involved in neuronal maturation downstream of the neurogenic fate determinants via chromatin modification. Interestingly, this aspect of neuronal reprogramming is the least understood and stands to be further improved, particularly in vivo.

## Methods

### Experimental animals

Experiments were conducted on both female and male animals, which were either wild types (C57BL/6 J mice) or transgenic Hmgb2 − / − animals on a C57BL/6 background [95]. The Hmgb2 − / − mice do not show gross phenotypical abnormalities and do not differ to wild-type siblings (Ronfani et al., 2001). For all in vitro experiments, animals at postnatal stage P5-P6 were used. Injuries were done in adult 8–10-week-old animals. Animals were kept under standard conditions with access to water and food ad libitum. All animal experimental procedures were performed in accordance with the German and European Union guidelines and were approved by the Institutional Animal Care and Use Committee (IACUC) and the Government of Upper Bavaria under license number: AZ 55.2–1–54–2532-171–2011 and AZ 55.2–1–54–2532-150–11. All efforts were made to minimize animal suffering and to reduce the number of animals used.

### Stab wound injury and EGF infusion

Prior to every surgery, mice were deeply anesthetised by intra-peritoneal injection of sleep solution (Medetomidin (0.5 mg/kg) / Midazolam (5 mg/kg) / Fentanyl (0.05 mg/kg)) complemented by local lidocaine application (20 mg/g). After the injection of the anesthesia, mice were checked for pain reactions by pinching their tail and toes. Stab wound injury was performed in the somatosensory cortex, as previously described [29, 96]. The following coordinates relative to Bregma were used: medio-lateral: 1.0 μm; rostro-caudal: − 1.2 μm to −2.2 μm; dorso-ventral: − 0.6 μm. Anesthesia was antagonized with a subcutaneous injection of awake solution (Atipamezol (2.5 mg/kg) / Flumazenil (0.5 mg/kg) / Buprenorphin (0.1 mg/kg)), and the mice were kept on a pre-warmed pad until they were awake and recovered from the surgery.

For EGF application, 500 ng of EGF or artificial cerebrospinal fluid was delivered on the brain surface using microinjection system. Animals were perfused 24 h later and analyzed for HMGB2 expression.

### Perfusion and tissue section preparation

Prior to perfusion, animals were deeply anesthetized with overdoses of cocktail of ketamine (100 mg/kg) / xylazine (10 mg/kg). Subsequently, they were transcardially perfused first with cold PBS, followed by fresh ice-cold 4% PFA in PBS for 20 min. The brain was then removed from the skull, post-fixed in the same fixative overnight at 4 °C, cryoprotected in 30% sucrose and cut at the cryostat at 40-μm-thick sections.

### Preparation of PDL-coated glass coverslips

Glass coverslips were washed first with acetone and boiled for 30 min in ethanol containing 0.7% (v/v) HCl. After two washing steps with 100% ethanol, coverslips were dried at RT and autoclaved for 2 h at 180 °C. Coverslips were washed with D-PBS and coated with poly-D-lysine (PDL, 0.02 mg/ml) solution for at least 2 h at 37 °C. Following coating, coverslips were washed three times with autoclaved ultrapure water, dried in the laminar flow, and stored at 4 °C until needed.

### Primary culture of postnatal cortical astroglial cells

Postnatal cortical astroglia were isolated and cultured as described previously [97]. Following decapitation of postnatal (P5-P6) wild-type C57BL/6 J mice, the skin and the skull were removed, and the brain was extracted avoiding any tissue damage and placed into the 10 mM HEPES solution for dissection. After separating the two hemispheres, the meninges were removed and white matter of cerebral cortex was dissected using fine forceps and collected in a tube with astrocyte medium (fetal calf serum-FCS (10% (v/v)); horse serum-HS (5% (v/v)); glucose (3.5 mM); B27 supplement; Penicillin/Streptomycin (100 I.U/ml Pen and 100 μg/ml Strep) in DMEM/F12 + GlutaMAX). The tissue was mechanical dissociated with a 5-ml pipette and placed into uncoated plastic flasks for cell expansion in astrocyte medium supplemented with the two growth factors EGF (10 ng/ml) + bFGF (10 ng/ml each) or with bFGF (10 ng/ml) only as specified for each experiment. After 4–5 days, the medium was exchanged and supplied with the fresh growth factors. After 10 days of culturing, cultured cells were rinsed with DPBS and contaminating oligodendrocyte precursor cells were removed by brusquely shaking the culture flasks several times. Astroglial cells were then detached from the flask by trypsinization and seeded onto poly-D-lysine (PDL)-coated glass coverslips at a density of 8 × 10^4^ cells per well in a 24-well plate with astrocyte medium for immunohistochemical analysis. For the ATAC-seq and RNA-seq experiments, cells were plated in T75 flasks with a seeding density of 3 × 10^6^ cells per flask. Two to four hours after seeding, the cells were transduced with different retroviral vectors in a ratio of 1 μl virus per 1 ml medium to prevent virus toxicity. Astrocyte medium was changed 12–18 h after viral transduction to differentiation medium (glucose (3.5 mM); B27 supplement; Penicillin/Streptomycin (100 I.U/ml Pen and 100 μg/ml Strep) in DMEM/F12 + GlutaMAX) containing neither EGF nor bFGF up to the immunocytochemical analysis timepoint. The cells were cultured as indicated in each experiment. Cells were fixed in cold 4% PFA for 20 min and rinsed with cold D-PBS before immunocytochemical analysis.

For the ATAC-seq and RNA-seq experiments, the cells were kept in the astrocyte medium and collected 48 h after viral transduction. Astrocytes were detached from the flask by trypsinization, prepared for the FACS and sorted for the following ATAC-seq and RNA-seq experiments according to the fluorophore expression.

The astroglial cultures from the Hmgb2 − / − transgenic animals were prepared as described above; however, the cortical tissue from each animal was kept separately and placed into the small T25 flask. In addition, the tips of the tails were used for genotyping as described in [95]. The cultures from Hmgb2 − / − transgenic mice were grown only in the double growth factor condition containing EGF + bFGF.

### Immunocytochemistry and immunohistochemistry

Immunostaining was performed on cell culture samples or free-floating brain sections. Specimens were treated with blocking buffer (0.5% Triton-X-100; 10% normal goat serum (NGS) in D-PBS) to reduce non-specific binding. The same buffer was used to dilute the primary antibodies. The specimens were incubated with the primary antibody mixture overnight at 4 °C (brain tissue) or for 2 h at RT (cell culture samples), followed by 3 × 10 min washing steps with PBS. In order to visualize primary antibody binding, samples were exposed to appropriate species and/or subclass-specific secondary antibodies conjugated to Alexa Fluor 488, 546 or 647 (Invitrogen) for about 90 min at RT protected from light. Secondary antibodies were diluted 1:1000 in blocking buffer. Nuclei were visualized with DAPI (4’,6-diamidino-2-phenylindole) that was added to the mix of secondary antibodies. Following extensive washing steps with PBS, coverslips or sections were mounted with Aqua Poly/Mount (Polysciences) and imaged.

The following primary antibodies were used: Chick-anti-GFP (Aves Lab, GFP-120; 1:1000); Rabbit-anti-RFP (Rockland, 600–401-379; 1:500); Mouse IgG1-anti-GFAP (Sigma-Aldrich, G3893; 1:500); Rabbit-anti-GFAP (DakoCytomation, Z0334; 1:1000); Mouse IgG1κ-anti-S100β (Sigma-Aldrich, S2644; 1:500); Rabbit-anti-OLIG2 (Thermo Fischer, AB9610; 1:500); Mouse IgG2a-anti-αSMA (Sigma-Aldrich, A2547; 1:400); Rabbit-anti-Ki67 (Abcam, 15,580; 1:200); Rat-anti-Ki67 (DakoCytomation, M7249; 1:200); Rabbit-anti-PH3 (Ser10) (Thermo Fischer, 06–570; 1:200); Guinea pig-anti-DCX (Thermo Fischer, AB-2253; 1:1000); Mouse IgG2b-anti-β-III-TUBULIN (Sigma-Aldrich, T8660; 1:500); Mouse IgG1-anti-NEUN (Chemicon, MAB 377; 1:250); Rabbit-anti-HMGB2 (Abcam, ab67282; 1:1000); Mouse IgG2aκ-anti-HMGB2 (Sigma-Aldrich, 07173-3E5; 1:500); Mouse IgG2aκ-anti-HMGB2 antibody requires thermal (15 min at 95 °C) antigen retrieval using the citrate buffer (10 mM; pH 6). Primary antibody binding was revealed using class-specific secondary antibody coupled to Alexa fluorophore (Invitrogen, Germany). All secondary antibodies were used at dilution 1:1000.

### Image acquisition and quantifications

Immunostainings were analyzed with a fluorescent Microscope Axio Imager M2m (Zeiss) using the ZEN software (Zeiss) with a × 20 or × 40 objective. Fluorescent-labelled sections were photographed with a FV1000 confocal laser-scanning microscope (Olympus), using the FW10-ASW 4.0 software (Olympus). The quantifications of in vitro cultured cells were performed using the ZEN software (Zeiss) analyzing at least 25 randomly taken pictures per coverslip depending on the number of transduced cells. In total, 100–200 retroviral vector-transduced cells were quantified from randomly chosen fields on a single coverslip. Three coverslips in each experiment (biological replicate) were analyzed. The number of experiments is indicated in the corresponding figure. The number of induced neurons was expressed as a percentage out of all transduced cells.

To analyze the number of apoptotic cells, between 350 and 550 DAPI labelled cells were counted from 5 randomly selected fields on one coverslip.

In the reprogramming experiments of the astrocytes isolated from Hmgb2 + / + , Hmgb2 + / − , and Hmgb2 − / − animals, each of the single animals was considered as a biological replicate and at least 3 coverslips were counted per animal. We analyzed in total 6 litters containing wild-type, heterozygous or homozygous littermates.

Western blots using the Fiji software were previously described [98]. All lanes of interest were outlined using the rectangular selection tool and the signal intensity of each band was calculated by determining the area under the peak. The measurements of the corresponding α- ACTIN bands were used to normalize the amount of proteins loaded on the gel.

The intensity of HMGB2 and HMGB1 stainings was performed on single optical sections using FiJi plug-in.

### Sholl analysis

We analyzed only DCX-positive cells 7 days after viral transduction. Single cells were isolated and subjected to Sholl analysis using the ImageJ plug-in “Sholl Analysis.” We used the following parameters: starting radius 5 μm; ending radius 500 μm; radius step size 5 μm. The number of crossings per cell was visualized and analyzed using Origin.

### FACS analysis and sorting

Astrocytes were collected by trypsinization 48 h after retroviral transduction, washed, resuspended in DPBS and analyzed using a FACS Aria II instrument (BD Biosciences) in the FACSFlowTM medium. Debris and aggregated cells were gated out by forward-scatter area (FSC-A) and side-scatter area (SSC-A). Forward-scatter area (FSC-A) vs. forward-scatter width (FSC-W) was used to discriminate doublets from single cells. To set the gates for the sorting, untransduced astrocytes were recorded. Sorted cells were collected in DPBS, counted and divided into two batches: 50,000 cells were immediately processed for ATAC-seq and the remaining cells were collected for RNA-seq library preparation.

### ATAC-sequencing

Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq), a method to detect genome-wide chromatin accessibility, was performed following the published protocol [99, 100]. Briefly, right after the FACS sorting, 50,000 cells were lysed, the nuclei were extracted and resuspended with the transposase reaction mix (25 μl 2 × TD buffer (Illumina); 2.5 μl Transposase (Illumina); 22.5 μl nuclease-free water), followed by transposition reaction for 30 min at 37 °C. To stop the transposition reaction, samples were purified using a Qiagen MinElute PCR (Qiagen) purification kit according to the manufacturer instructions. Open chromatin fragments were first amplified for 5 cycles and then for additional 7–8 cycles, as determined by RT-qPCR, using the combination of primer Ad1_noMX (5′ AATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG 3′) and the Nextera Index Kit (Illumina) primer N701-N706. Libraries were purified using a Qiagen MinElute PCR purification kit (Qiagen), and their quality was assessed using the Bioanalyzer High-Sensitivity DNA kit (Agilent) according to the manufacturer’s instructions. The concentration of each library was measured by Qubit using the provided protocol. Libraries were pooled for sequencing and the pool contained 20 ng of each library. Prior to sequencing, pooled libraries were additionally purified with AMPure beads (ratio 1:1) to remove contaminating primer dimers and quantified using Qubit and the Bioanalyzer High-Sensitivity DNA kit (Agilent). Fifty-base pair paired-end deep sequencing was carried out on HiSeq 4000 (Illumina).

### ATAC-sequencing analysis

For the analysis of bulk ATAC-seq data, we followed the Harvard FAS Informatics ATAC-seq guidelines. The quality of raw FASTQ reads was checked using FastQC (Version 0.11.9). The low-quality read (< 20 bp) and adapter sequences were trimmed by Cutadapt (Version 4.0). The trimmed reads were mapped to the mouse reference genome (mm10) by using Bowtie2 (parameter: –very-sensitive -X 1000 –dovetail). Samtools were then used to convert and sort the sam files into bam files. Peak calling step was performed with Genrich for each sample separately to identify accessible regions. Genrich peak caller has a mode (-j) assigned to ATAC-Seq analysis mode and allows running all of the post-alignment steps via peak-calling with one command. Mitochondrial reads and PCR duplicates were removed by -e chrM and -r argument respectively. To generate count table matrix for differential analysis bam2counts (intePareto R-based package) was used to count reads fall into specific genomic positions by importing all the bam files and merging all the bed files into one (importing GenomicRanges and GenomicAlignments libraries). DESeq2 (version 1.26.0) was used for differential accessibility analysis of the count data. The relatively more open and closed sites are called MAS and LAS respectively (fold change (FC) > 2 and adjusted *P*-value < 0.05), and the annotation of these sites were performed using R-based packages Chip-seeker (TSS ± 3.0 kb) (version 1.28.3). For visualization, the bamcovage deeptools (version 3.5.1) were used to normalize the data by importing the scaling factor from DESeq2 (version 1.36.0). The normalized bigwig files used to visualize the coverage using deeptools and samtools. These bigwig files were loaded into the IGV tool to visualize the peak at the gene level. The Venn diagrams were made using the BioVenn web application tool. The Gorilla tool was used to generate the GO Biological processes, with a cut-off of enrichment > 2 and *p*-value of < 0.01.

### Motif analysis

BaMMmotif (https://bammmotif.soedinglab.org/home/) was used to perform de novo motif enrichment analysis by providing MASs fasta sequence [101] as input and all detected accessible sites fasta sequences as background using default parameters. We selected the motifs with an AvRec score above 0.5 as candidates for further analysis. The mouse database HOCOMOCO v11 was used for motif annotation, and the most significant transcription factors matching the motif with e-values below 0.001 were considered as potential binders.

### Preparation of libraries for RNA-sequencing

Sorted cells were resuspended in 100 μl extraction buffer of the PicoPureTM RNA isolation kit (Thermo Fischer Scientific), and the RNA was extracted according to the manufacturer’s instructions. The Agilent 2100 Bioanalyzer was used to assess RNA quality and concentration. For the RNA-seq library preparation, only high-quality RNA with RIN values > 8 were used. cDNA was synthesized from 10 ng of total RNA using SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio), according to the manufacturer’s instructions. The total number of amplification cycles was determined by RT-qPCR side reaction according to the manufacturer’s instruction. PCR-amplified cDNA was purified by immobilization on AMPure XP beads. Prior to generating the final library for sequencing, the Covaris AFA system was used to perform cDNA shearing in Covaris microtubes (microTUBE AFA Fiber Pre-Slit Snap-Cap 6 × 16 mm), resulting in 200–500-bp-long cDNA fragments that were subsequently purified by ethanol precipitation. Prior to library preparation using the MicroPlex Library Preparation kit v2 (Diagenode) according to the user manual, the quality and concentration of the sheared cDNA were assessed using an Agilent 2100 Bioanalyzer. Final libraries were evaluated using an Agilent 2100 Bioanalyzer, and the concentration was measured with Qubit Fluorometer (Thermo Fisher Scientific). The uniquely barcoded libraries were multiplexed onto one lane and 100-bp paired-end deep sequencing was carried out at the HiSeq 4000 (Illumina) generating ~ 20 million reads per sample.

### Transcriptome data analysis (Bulk RNA Seq)

The raw paired-end FASTQ files were mapped to the mouse reference genome (mm10) using STAR RNA-seq aligner (version 2.7.2b). Aligned reads in the BAM files were then quantified by HTSeq-count (Version 0.9.1) based on annotation file GENCODE Release M25 (GRCm38.p6). The gene-level count matrix was imported into the R/Bioconductor package DESeq2 (version 1.26.0) for normalization and differential expression with FC > 2, adjusted *P*-value < 0.05. Venn diagrams were created using the web application BioVenn tool, and heatmaps were generated using gplots and RColorBrewer R-based/Bioconductor tools. For GO enrichment analysis of the assigned set of genes, we used the GOrilla tool by providing background genes. The enriched GO term (biological processes) possessing enrichment > 2, containing at least 1% of the input genes, and *p*-value specified in the figure legend were visualized using Origin.

### Protein isolation and Western blot

Postnatal cortical astroglia were isolated and cultured as described above. After 10 days of culturing with growth factors EGF + bFGF or bFGF, cells were detached from the flask by trypsinization, washed and counted. 0.5 × 10^6^ cells were lysed in RIPA buffer containing cOmplete Protease Inhibitor cocktail (Roche). Protein extraction and Western blotting are performed as previously described [102]. The following antibodies were used: Rabbit-anti-HMGB2 (Abcam, ab67282; 1:5000), Mouse-anti-ACTIN (Millipore, MAB1501; 1:10,000), HRP-coupled anti-mouse IgG1 (GE Healthcare, NA931; 1:20,000), and HRP-coupled anti-rabbit IgG (Jackson ImmunoResearch,111–036–045; 1:20,000).

### Quantitative PCR (qPCR)

RNA extraction was performed using the EXTRACTME® TOTAL RNA MICROSPIN KIT in accordance with the manufacturer’s protocol. To eliminate potential genomic DNA contamination, the optional DNA removal step was included using DNase I (Sigma-Aldrich). Reverse transcription (RT) was carried out with oligo(dT)18 and random hexamer primers, following the instructions provided in the Maxima First Strand cDNA Synthesis Kit for RT-qPCR. Quantitative PCR (qPCR) was conducted using gene-specific, intron-spanning primers (Additional File 9: Table S8) on the QuantStudio™ 6 Flex Real-Time PCR System, employing the PowerUP™ SYBR Green Master Mix. All experiments were performed in four biological replicates, and data analysis was conducted using Origin software.

### ChIP-qPCR analysis

Astrocytes cultured in bFGF medium were transduced with either a retrovirus expressing FLAG-Neurog2 or a combination of two retroviruses expressing FLAG-Neurog2 and HMGB2. Immunoprecipitation was conducted following a previously established protocol [103]. Forty-eight hours after transduction, 1.5 million astrocytes were cross-linked with 1% formaldehyde for 10 min at room temperature, then lysed in 100 μl of Buffer-B (50 mM Tris–HCl, pH 8.0, 10 mM EDTA, 1% SDS, and 1 × protease inhibitors from Roche). Chromatin was fragmented using a Covaris S220 system under the following settings: 4 °C, duty cycle 2%, peak incident power 105 W, and 200 cycles per burst. This process generated DNA fragments ranging between 200 and 500 base pairs. The lysates were centrifuged at 12,000 × *g* for 10 min at 4 °C, and the resulting supernatant was diluted with 900 μl of Buffer-A (10 mM Tris–HCl, pH 7.5, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, 140 mM NaCl, and 1 × protease inhibitors). A portion of the lysate (10%) was set aside as an input control, while the remaining chromatin was incubated for 4 h at 4 °C on a rotating wheel with 6 μg of antibody. For FLAG-Neurog2, the anti-FLAG M2 antibody (Sigma, F1804) was used, while HMGB2 was targeted with anti-HMGB2 (Abcam, ab67282). Antibodies were conjugated to 10 μl of Protein G Dynabeads (Thermo Fisher Scientific). For the input controls, 10% of the chromatin was processed identically, except no antibody was added. The antibody-bound beads were washed four times with Buffer-A and once with Buffer-C (10 mM Tris–HCl, pH 8.0, 10 mM EDTA). Immunocomplexes were eluted in 100 μl of elution buffer (50 mM Tris–HCl, pH 8.0, 10 mM EDTA, 1% SDS) by incubating at 65 °C for 20 min. Cross-links were reversed by incubating the eluates overnight at 65 °C. Afterward, 100 μl of TE buffer (10 mM Tris–HCl, pH 8.0, 1 mM EDTA) was added to the samples. RNA was digested with 4 μl of RNase A (10 mg/ml) for 1 h at 37 °C, followed by protein digestion with 4 μl of Proteinase K (10 mg/ml) for 2 h at 55 °C. DNA was purified using phenol:chloroform:isoamyl alcohol extraction, followed by ethanol precipitation. The purified DNA was used for qPCR analysis with locus-specific primers (Additional File 10: Table S9) according to the qPCR protocol described earlier.

### Quantitative mass spectrometry

Treated adherent astrocytes were lysed and subjected to tryptic protein digest using a modified FASP protocol [104]. Proteomic measurements were performed on a LTQ Orbitrap XL mass spectrometer (Thermo Scientific) online coupled to an Ultimate 3000 nano-HPLC (Dionex). Peptides were enriched on a nano trap column (100 μm i.d. × 2 cm, packed with Acclaim PepMap100 C18, 5 μm, 100 Å, Dionex) prior to separation on an analytical C18 PepMap column (75 μm i.d. × 25 cm, Acclaim PepMap100 C18, 3 μm, 100 Å, Dionex) in a 135-min linear acetonitrile gradient from 3 to 34% ACN. From the high-resolution orbitrap MS pre-scan (scan range 300–1500 m/z), the ten most intense peptide ions of charge ≥  + 2 were selected for fragment analysis in the linear ion trap if they exceeded an intensity of at least 200 counts. The normalized collision energy for CID was set to a value of 35. Every ion selected for fragmentation was excluded for 30 s by dynamic exclusion. The individual raw-files were loaded to the Progenesis software (version 4.1, Waters) for label-free quantification and analyzed as described [105, 106]. MS/MS spectra were exported as Mascot generic file and used for peptide identification with Mascot (version 2.4, Matrix Science Inc., Boston, MA, USA) in the Ensembl Mouse protein database (release 75, 51,765 sequences). Search parameters used were as follows: 10 ppm peptide mass tolerance and 0.6 Da fragment mass tolerance, one missed cleavage allowed, carbamidomethylation was set as fixed modification, methionine oxidation and asparagine or glutamine deamidation were allowed as variable modifications. A Mascot-integrated decoy database search was included. Peptide assignments were filtered for an ion score cut-off of 30 and a significance threshold of *p* < 0.01 and were reimported into the Progenesis software. After summing up the abundances of all peptides allocated to each protein, resulting normalized protein abundances were used for calculation of fold-changes and corresponding *p*-values.

### Expression plasmids

In order to overexpress different neurogenic transcription factors in the astroglial cells, we used Moloney murine leukemia virus (MMLV)-derived retroviral vectors, expressing neurogenic fate determinants under the regulatory control of a strong and silencing-resistant pCAG promoter. All our construct encode a neurogenic factor followed by an internal ribosomal entry site (IRES) and either GFP or dsRED as reporter proteins, allowing simultaneous reporter expression. For control experiments, we used a retrovirus encoding for the fluorescent proteins (GFP or dsRED) behind the IRES driven by the same CAG promoter. We used the following expression vectors: pCAG-IRES-GFP [41]; pCAG-IRES-dsRED [41]; pCAG-Neurog2-IRES-dsRED [41]; pCAG-Pou3f2 -IRES-dsRED [107]; pCAG-Sox11-IRES-GFP [44]; pCAG-Hmgb2-IRES-GFP^(this work)^.

### Cloning pCAG-Hmgb2-IRES-GFP construct

cDNA for Hmgb2 were synthetized at Genscript, containing BamHI and HindIII, in order to clone them into the pENTR1A entry vector. The cDNAs were then transferred to the retroviral destination vector pCAG-IRES-dsRED/GFP using the Gateway cloning method (Invitrogen) according to the manufacturer’s instructions. The correct sequence was confirmed using Sanger sequencing before viral vector production.

### Retroviral vector production

The VSV-G-pseudotyped retroviruses were prepared using the HEK293-derived retroviral packaging cell line (293GPG) (Ory et al., 1996) that stably express the gag-pol genes of murine leukemia virus and vsv-g under the control of a tet/VP16 transactivator as previously described (Heinrich et al., 2011). The viral particles were stored in TNE (Tris–HCl pH = 7.8 (50 mM); NaCl (130 mM); EDTA (1 mM)) buffer at − 80 °C until use.

### Statistical analysis

Numbers of biological replicates can be seen on the dot plots or in the figure legend in case of the bar charts. All results are presented as median ± interquartile range (IQR). IQR was calculated in RStudio [108], using the default method based on type 7 continuous sample quantile. For the reprogramming experiments, statistical analysis was performed in Origin using non-parametric Mann–Whitney *U* test unless differently specified for particular experiments.

## Supplementary Information

Additional File 1: Supplementary Figures. This file contains all supplementary figures

Additional File 2: Table S1. GO analysis of processes enriched in the EGF+bFGF and bFGF only proteomes

Additional File 3: Table S2. Full list of differentially regulated genes between different conditions

Additional File 4: Table S3. GO analysis associated with RNA-seq analysis

Additional File 5: Table S4. Full list of MAS and DAS with their genomic location

Additional File 6: Table S5. GO analysis associated with ATAC analysis

Additional File 7: Table S6. GO analysis associated ATAC peaks enriched in different reprogramming conditions

Additional File 8: Table S7. Full list of MAS and DAS with Neurog2 and Pou TF binding motifs

Additional File 9: Table S8. List of qPCR primers used for assessment of culture purity

Additional File 10: Table S9. List of ATAC-peaks used for ChIP-qPCR validation including qPCR primers

Additional File 11: Peer review history

## Data Availability

Proteome data set is available at PRIDE database (https://www.ebi.ac.uk/pride/) [109] with accession number PXD044288. The RNAseq and ATACseq datasets are available at Gene Expression Omnibus (GEO) [110–112] with accession numbers GSE240860, GSE240857, and GSE240782. Images used for the figure are deposited in the FigShare repository [113].

# Supplementary material for: Hmgb2 improves astrocyte to neuron conversion by increasing the chromatin accessibility of genes associated with neuronal maturation in a proneuronal factor-dependent manner
**Source:** Genome Biol. 2025 Apr 17;26:100. doi: 10.1186/s13059-025-03556-z
**Supplement:** Supplementary file 1 — Additional File 1: Supplementary Figures. This file contains all supplementary figures

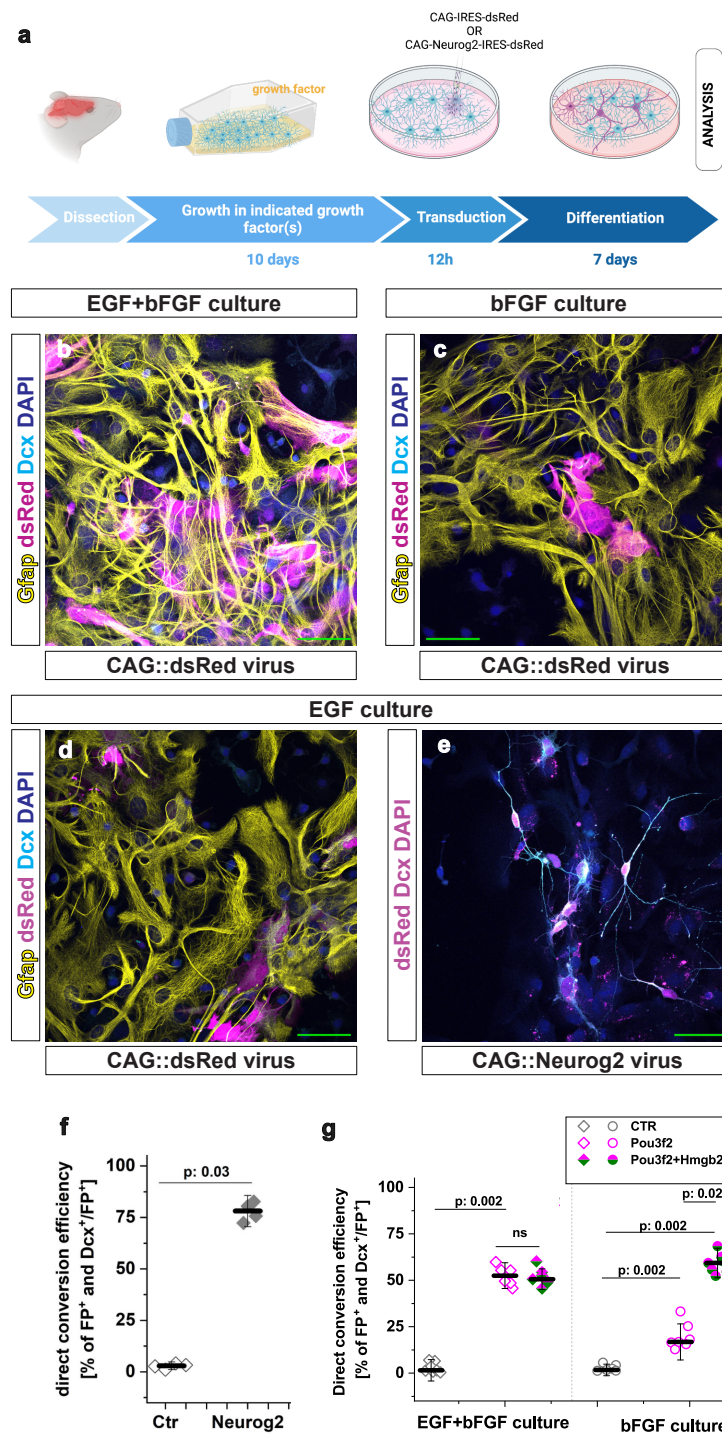

Figure S1. Growth conditions define the direct conversion rate.

(a) Scheme depicting the experimental paradigm used for astrocyte to neuron conversion. (b-e) Micrographs depicting the fate of transduced cells after control viral transduction in EGF+bFGF (b), bFGF (c), EGF (d) culture and Neurog2 overexpression in EGF culture (e) 7 days after viral transduction. Scale bars: 50 μ m. (f, g) Dot plots showing direct conversion efficacy of Neurog2 overexpression in EGF culture (f) as well as Pou2f2, and Pou3f2+Hmgb2 overexpression in EGF+bFGF and bFGF culture (g). Data are shown as median $\pm$ IQR; single dots represent independent biological replicates. Significance was tested with two-tailed Mann-Whitney test. Abbreviations: FP, fluorescent protein.

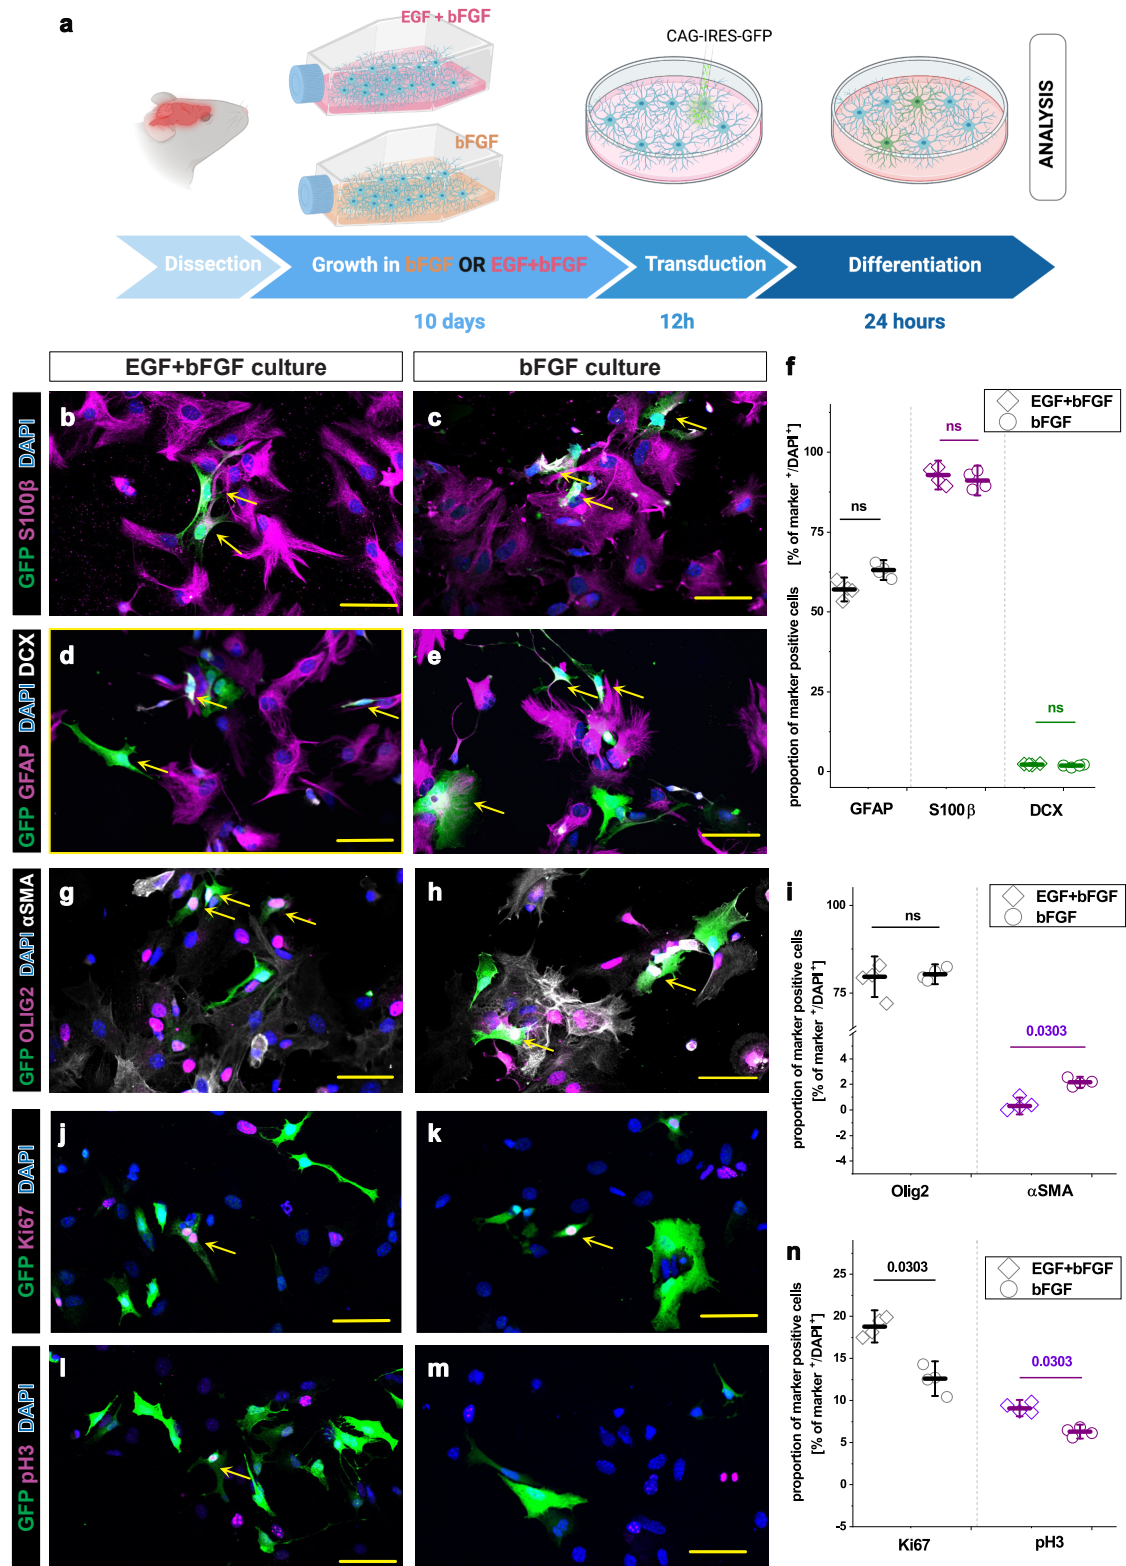

Figure S2: Characterization of the starting population in EGF+bFGF and bFGF culture.

(a) Scheme depicting the experimental paradigm used to characterize initially transduced cells. (b, c, d, e, g, h, j, k, l, m) Micrographs illustrating identity assessment of control virally transduced cells 24 h after transduction. Yellow arrows indicate identity marker positive transduced, GFP-positive cells. Scale bars: 50 μ m. (f, i, n) Dot plots showing the proportion of transduced cells with the indicated identity. Data are shown as median $\pm$ IQR; single dots represent independent biological replicates. Significance was tested with two-tailed Mann-Whitney test.

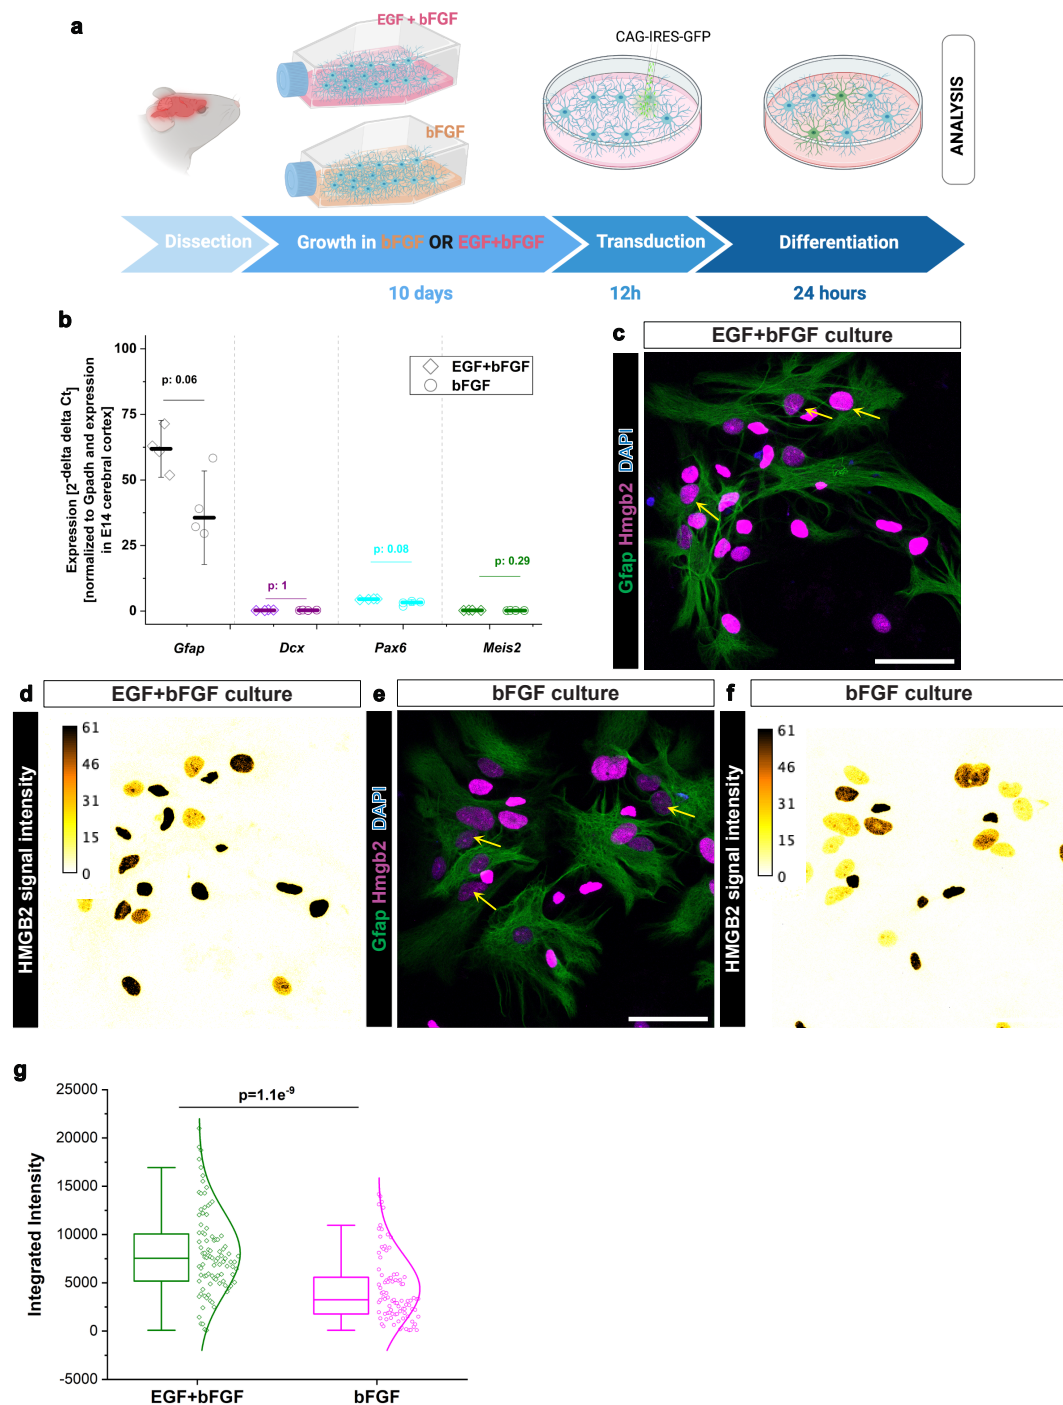

Figure S3: Expression of progenitor genes and Hmgb2 in astrocytes cultured with different growth factors.

(a) Scheme depicting the experimental paradigm used to address the expression level of progenitor genes and Hmgb2. (b) Dot plot depiction expression levels of progenitor genes and Gfap in astrocyte culture normalized to the expression in E14 cerebral cortex. Data are shown as median $\pm$ IQR; single dots represent independent biological replicates. Significance was tested with two-tailed Mann-Whitney test. (b-f) Micrographs illustrating the expression of Hmgb2 in astrocytes grown with EGF+bFGF (c, d) and bFGF (e, f). d, f are pseudo colored images depicting expression level of Hmgb2 in single cells. Scale bar in b-f: 50 μ m. (g) Dot plot showing the expression level of Hmgb2 in single cells. Single dots represent single cells from 4 independent biological replicates. Significance was tested with two-tailed Mann-Whitney test.

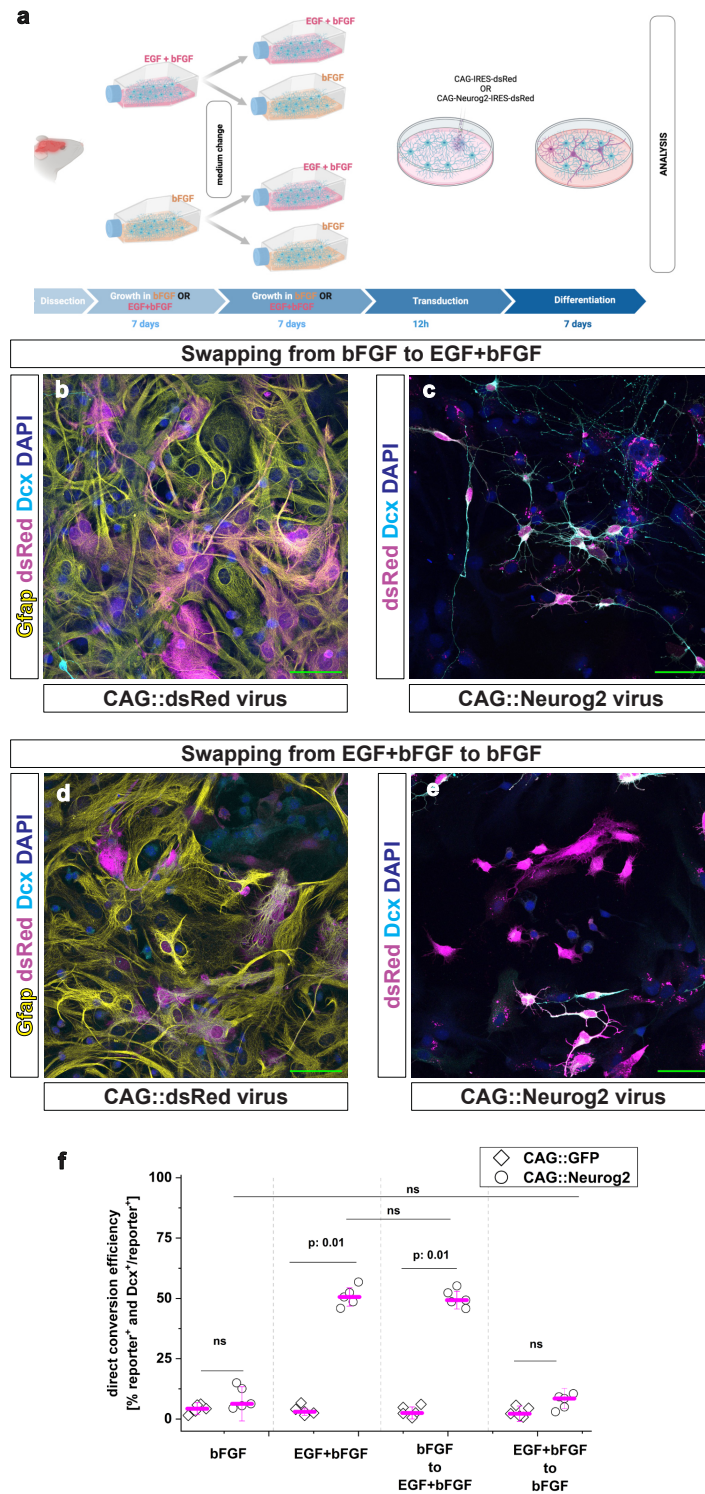

Figure S4: The growth factor induced barrier is reversible.

(a) Scheme depicting the experimental paradigm used to address the stability of the growth factor induced lineage barrier. (b-e) Micrographs illustrating the identity of control virus (b, d) and Neurog2-encoding virus (c, e) transduced cells cultured first in bFGF and then in EGF+bFGF (b, c), and of cells cultured first in EGF+bFGF and then bFGF (d, e). Identity assessment was performed 7 days after viral transduction. Scale bar in b-e: 50 μ m. (f) Dot plots showing the proportions of transduced cells acquiring neuronal identity 7 days after viral transduction. Data are shown as median $\pm$ IQR; single dots represent independent biological replicates. Significance was tested with two-tailed Mann-Whitney test.

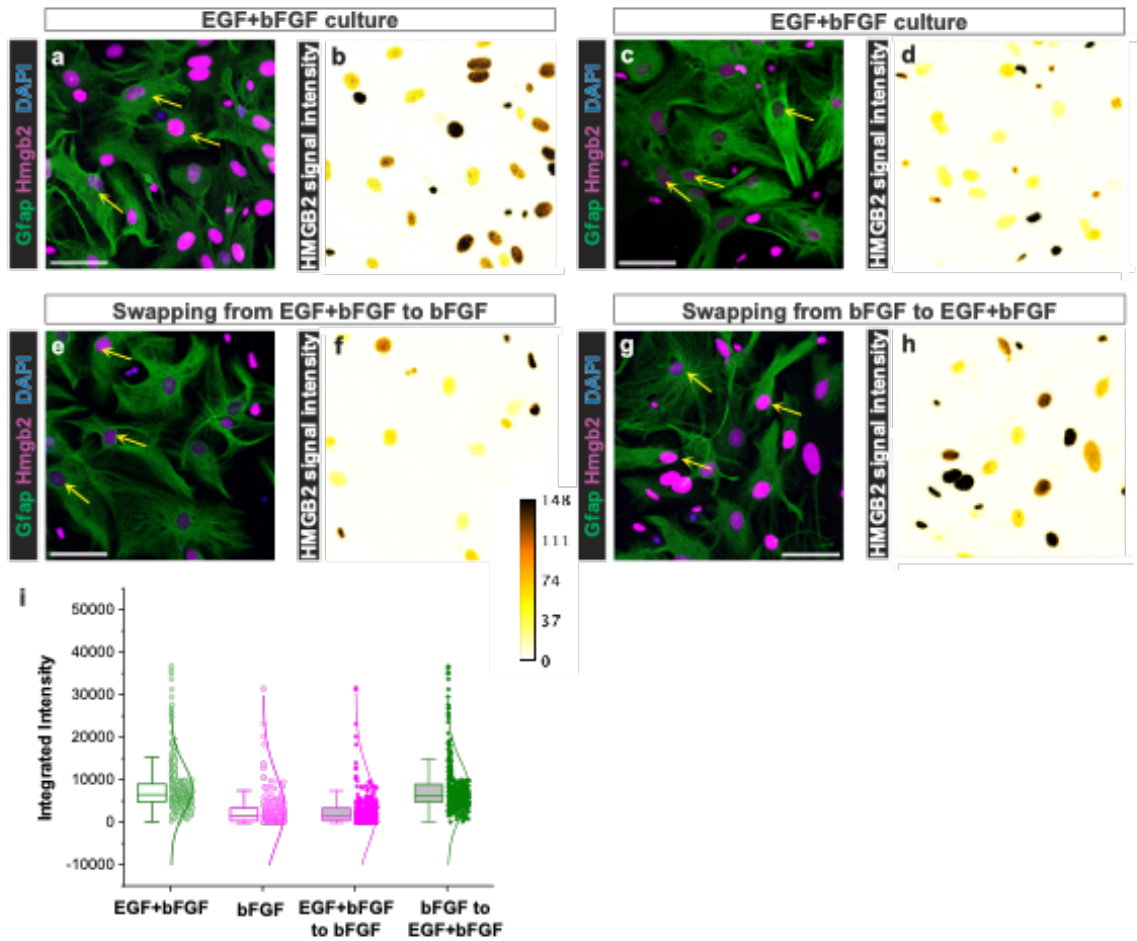

Figure S5: Growth factor induced changes in Hmgb2 expression.

(a-g) Micrographs illustrating the expression of Hmgb2 in astrocytes cultured in conditions as indicated in the Suppl. Fig. 4a. b, d, f, h are pseudo colored images depicting expression level of Hmgb2 in single cells. Scale bar in a-g: 50 μ m. (i) Dot plot showing the expression level of Hmgb2 in single cells. Single dots represent single cells from 4 independent biological replicates.

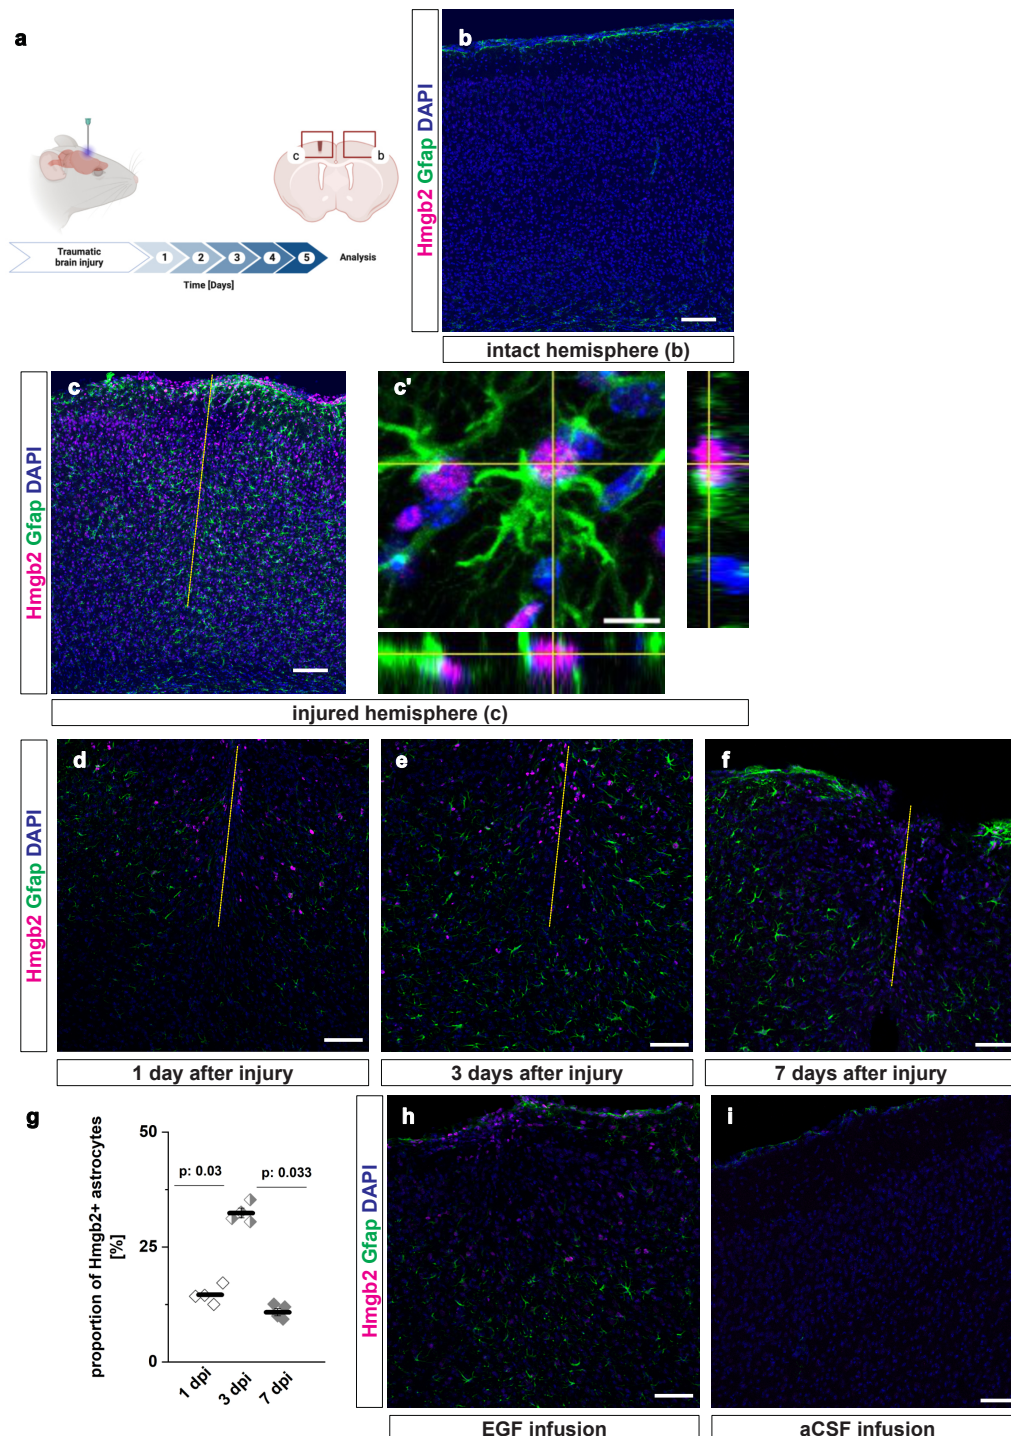

Figure S6: Traumatic brain injury induces Hmgb2 expression in gray matter reactive astrocytes. (a) Scheme depicting the experimental paradigm. (b-f) Micrographs showing the expression of Hmgb2 in the intact (b) and injured hemisphere (c) at different time points after injury. (c') Orthogonal projections of the optical Z-stack depicting the expression of Hmgb2 in astrocytes of the injured hemisphere (c). Scale bars in b and c 100 μ m and in c' 10 μ m. (g) Dot plots showing the proportions of HMGB2 positive astrocytes after injury. Data are shown as median $\pm$ IQR; single dots represent independent biological replicates. Significance was tested with two-tailed Mann-Whitney test. (b-f) Micrographs showing the expression of Hmgb2 following EGF (h) and saline (i) application to the intact brain.

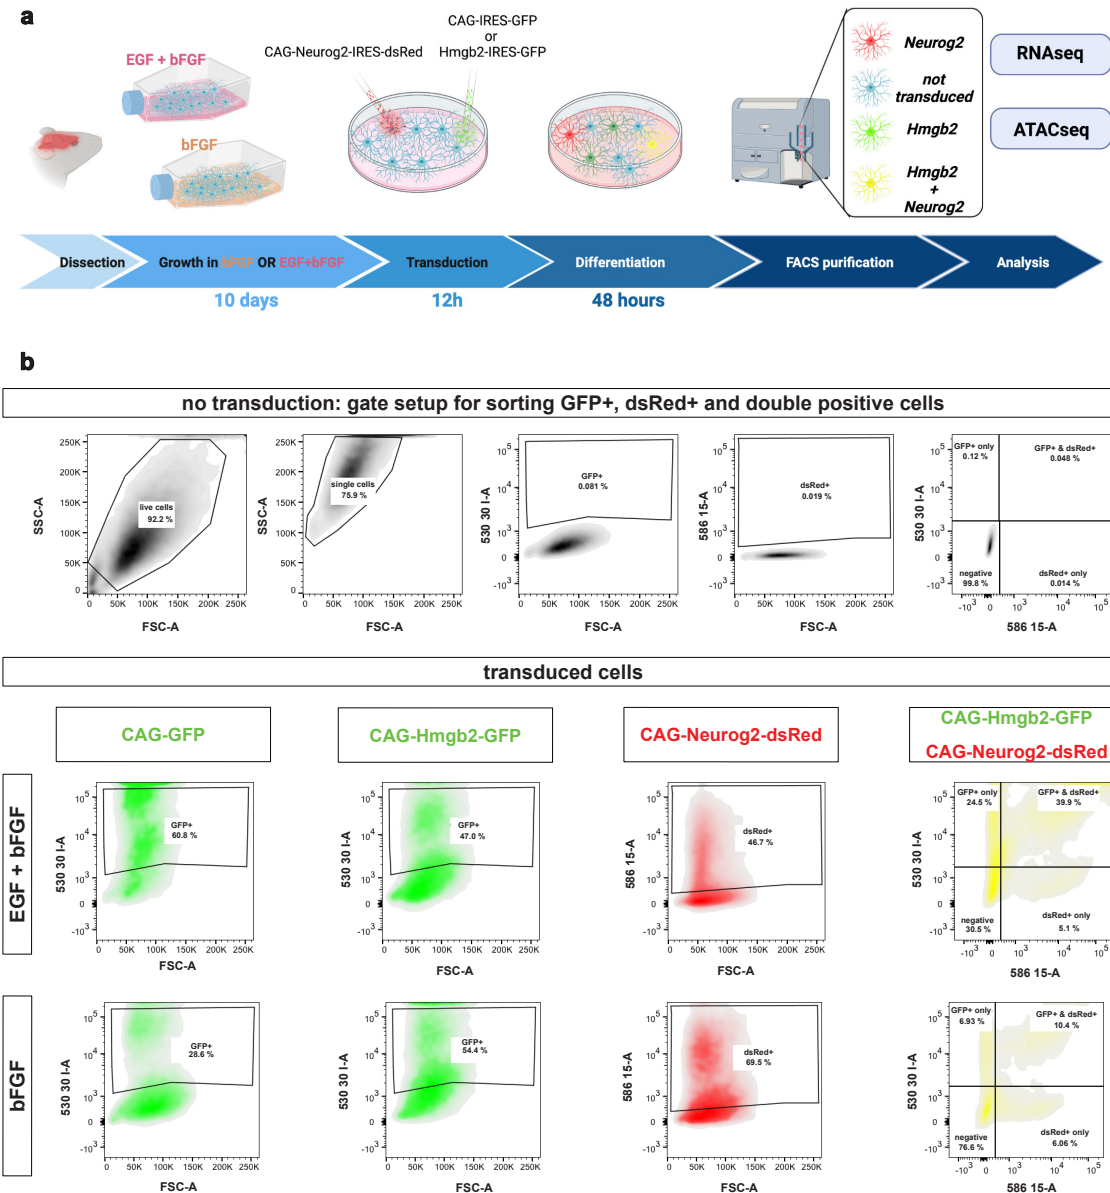

Figure S7: Isolation of transduced cells for RNAseq and ATACseq.

(a) Scheme depicting the workflow used to isolate transduced cells 48 h after transduction for omic analysis. (b) Plots demonstrating the FACS sorting gates and settings used to sort cells transduced with control, Neurog2 and Hmgb2 expressing viruses.

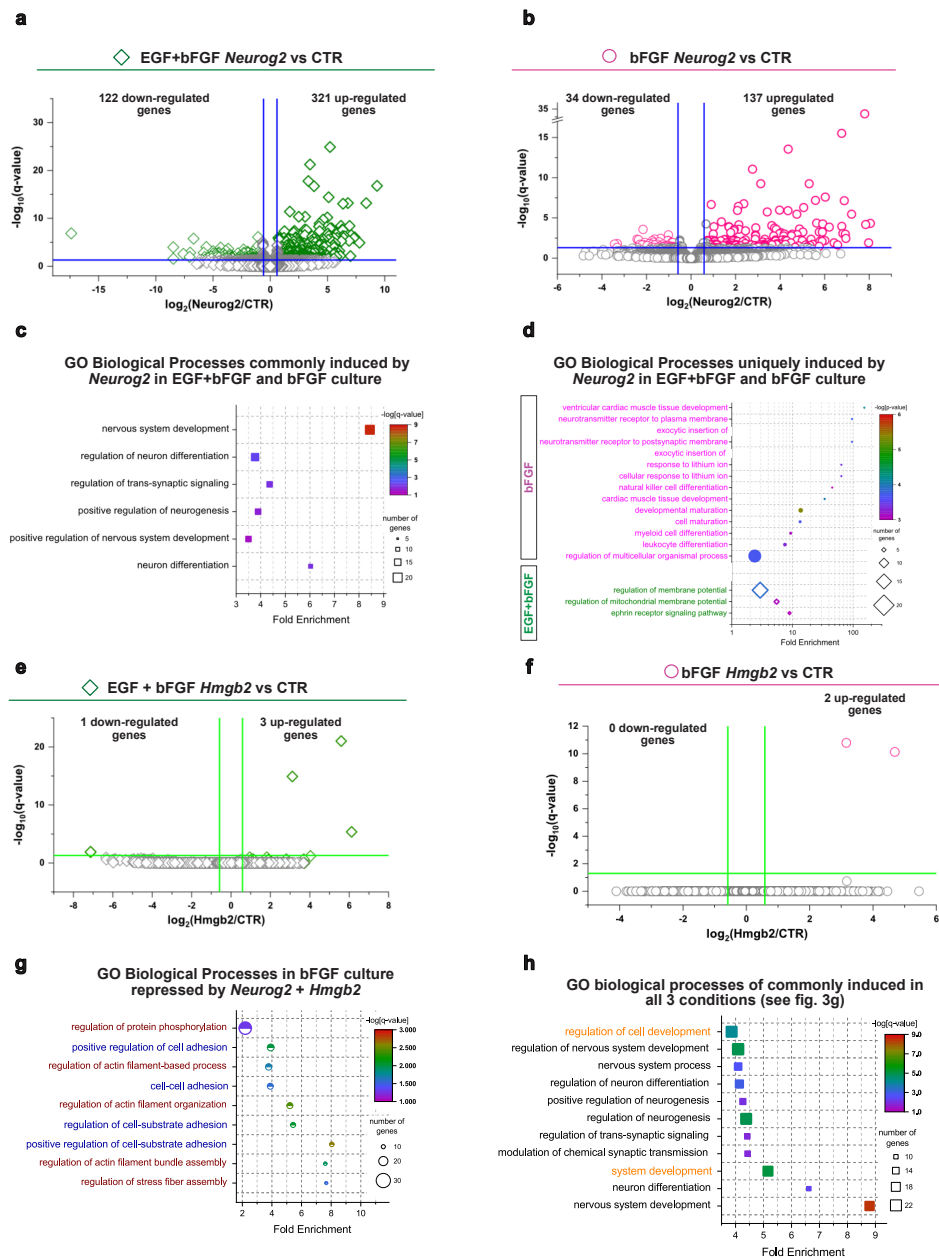

Figure S8. *Neurog2*+*Hmgb2* overexpression in bFGF culture induces a transcriptional subset necessary for successful direct conversion.

(a–b) Volcano plots of differentially expressed genes (DEGs) induced by *Neurog2* in EGF+bFGF culture (a) and bFGF culture (b) 48 hours after viral transduction. (c) Plot depicting enriched GO biological processes of 96 shared genes (Fig. 4c) induced by *Neurog2* in both EGF+bFGF and bFGF culture 48 hours after viral transduction. (d) Plot depicting enriched GO biological processes of uniquely induced genes by *Neurog2* in EGF+bFGF culture (225 gene set; in Fig. 4c, green text) and bFGF culture (41 gene set in Fig. 4c, magenta text) 48 hours after viral transduction. (e, f) Volcano plot of DEGs induced by *Hmgb2* in EGF+bFGF culture (f) and bFGF culture (g) 48 hours after viral transduction. (g) Plot depicting enriched GO biological processes of genes downregulated by *Neurog2*+*Hmgb2* overexpression in bFGF culture 48 hours after viral transduction. Red text highlights processes associated with cytoskeletal remodeling, and blue depicts processes involved in adhesion. (h) Plot depicting enriched GO biological processes of the gene set commonly induced by *Neurog2* in EGF+bFGF, bFGF culture and by *Neurog2*+*Hmgb2* in bFGF culture (88 genes in Fig. 4g). Black text highlights processes associated with neurogenesis.

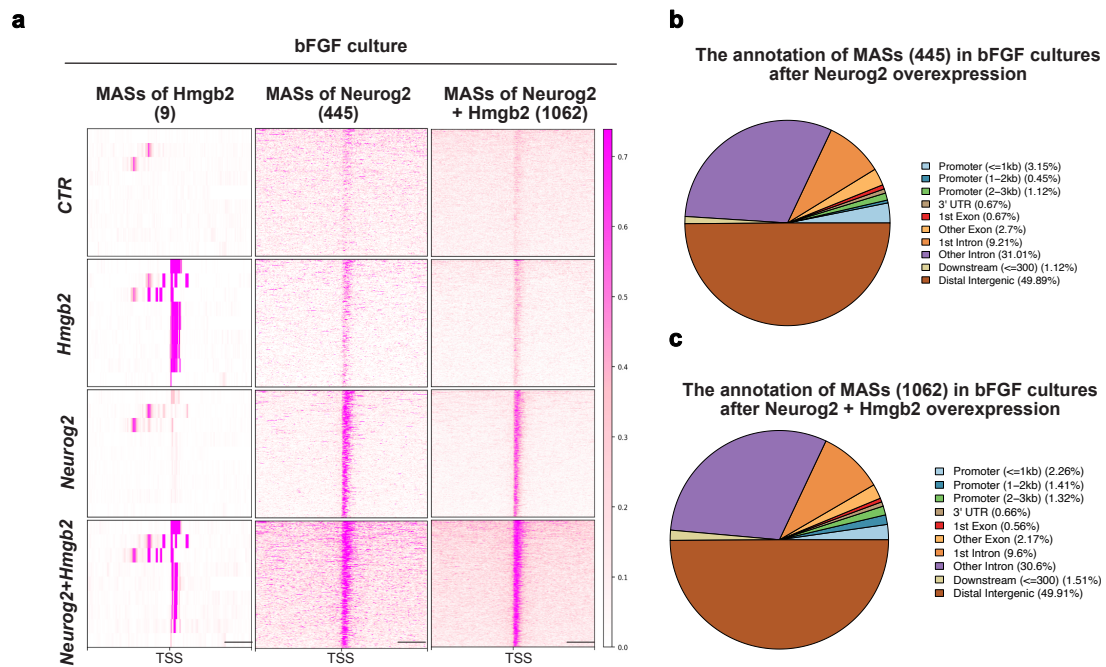

Figure S9. Hmgb2 increases the ability of Neurog2 to open chromatin in bFGF culture.

(a) Heat map depicting accessibility of MASSs induced by Hmgb2 (9 MASSs), Neurog2 (445 MASSs) and the combination of Neurog2+Hmgb2 (1062 MASSs) in bFGF culture 48 h after viral transduction. Scale: 1 kb. (b-c) Pie charts of genomic distribution of MASSs induced by Neurog2 (b) and the combination of Neurog2+Hmgb2 (c) in bFGF culture 48 h after viral transduction.

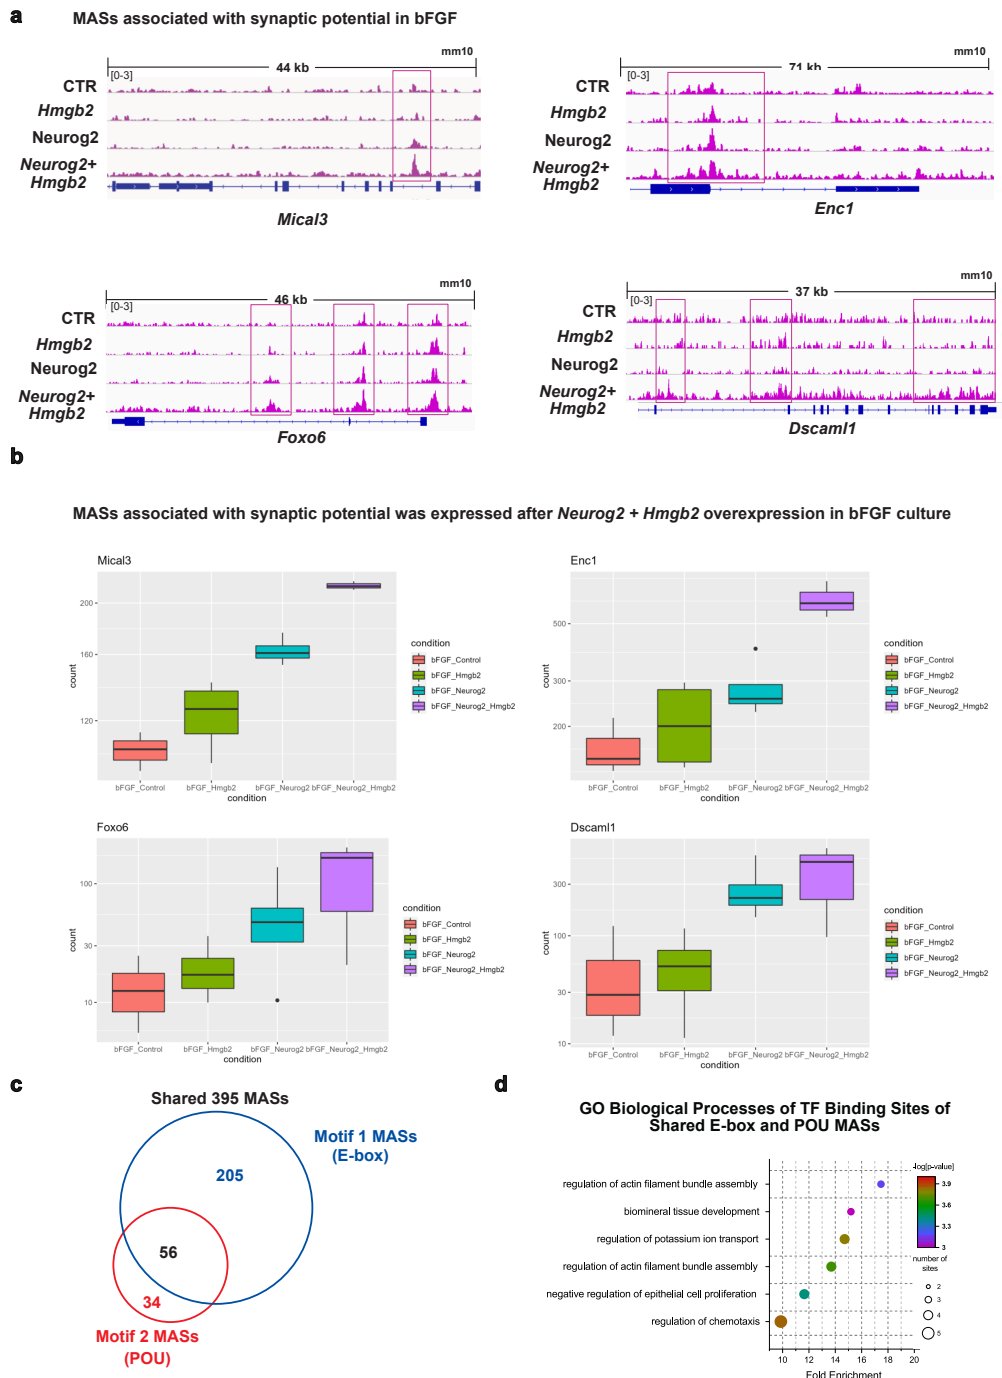

Figure S10. Additional sites opened by *Hmgb2* and *Neurog2* overexpression are associated with the establishment of synaptic contacts and/or maturation of neurons.

(a) IGV tracks showing the ATAC signals of genes associated with synapse formation/function 48 h after viral transduction in bFGF culture. Boxes indicate signals significantly broadened by co-expression of *Neurog2* and *Hmgb2*. (b) Box plots depicting expression of synapse-associated genes (from panel a) after control, *Neurog2*, *Hmgb2* and *Neurog2*+*Hmgb2* overexpression in bFGF culture 48 hours after viral transduction. (c) Venn diagram illustrating the overlap of MASSs with the Tal-associated factor binding motif (motif 1, E-box) and POU domain factor binding motif (motif 2, POU) induced by *Neurog2* in EGF+bFGF culture and induced by *Neurog2*+*Hmgb2* in bFGF culture. (d) Plot depicting GO biological processes enriched in genes with promoters containing binding motifs for both Tal-associated factors and POU domain factors (56 promoters in c).

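The expression in the bFGF culture 48 h after transduction can be given as the mean rlog value with its SD over 3 control, 4 Neurog2, 4 Hmgb2 and 3 Neurog2 + Hmgb2 libraries. Enc1 was at 7.56 ± 0.24 in control, 8.09 ± 0.26 with Neurog2, 7.77 ± 0.38 with Hmgb2 and 8.91 ± 0.15 with Neurog2 + Hmgb2. For Mical3 the values were 6.86 ± 0.08 in control, 7.28 ± 0.06 with Neurog2, 7.00 ± 0.15 with Hmgb2 and 7.55 ± 0.01 with Neurog2 + Hmgb2. Foxo6 was at 4.33 ± 0.44 in control, 5.35 ± 0.92 with Neurog2, 4.59 ± 0.40 with Hmgb2 and 6.04 ± 1.21 with Neurog2 + Hmgb2. Dscaml1 with Hmgb2 alone was at 5.87 ± 0.77, near its control level.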

# Supplementary material for: Hmgb2 improves astrocyte to neuron conversion by increasing the chromatin accessibility of genes associated with neuronal maturation in a proneuronal factor-dependent manner
**Source:** Genome Biol. 2025 Apr 17;26:100. doi: 10.1186/s13059-025-03556-z
**Supplement:** Supplementary file 9 — Additional File 9: Table S8. List of qPCR primers used for assessment of culture purity

Additional File 9: Table S8. List of qPCR primers used for assessment of culture purity.

Gfap

GfapFOR: CAGATCCGAGAAACCAGCCT

GfapREV: ACACCTCACATCACCACGTC

Product size: 146

Tm: 59 °C

Pax6

Pax6FOR: ACCAGTGTCTACCAGCCAATC

Pax6REV: CAGCATGCACGAGTATGAGGA

Product size: 198

Tm: 58 °C

Dcx

DcxFOR: TCAGGTAACGACCAAGACGC

DcxREV: AGAGTCATCCAATGACAGCGG

Product size: 150

Tm: 60 °C

Meis2

Meis2FOR: TTCCAGCATCTCACACACCC

Meis2REV: CCTTGGCTCACTGCTCGATT

Product size: 161

Tm: 59 °C

Gapdh

GapdhFOR: GTGTTCTACCCCAATGTGT

GapdhREV: ATTGTCATACCAGGAAATGAGCTT

Product size: 248

Tm: 60 °C

# Supplementary material for: Hmgb2 improves astrocyte to neuron conversion by increasing the chromatin accessibility of genes associated with neuronal maturation in a proneuronal factor-dependent manner
**Source:** Genome Biol. 2025 Apr 17;26:100. doi: 10.1186/s13059-025-03556-z
**Supplement:** Supplementary file 10 — Additional File 10: Table S9. List of ATAC-peaks used for ChIP-qPCR validation including qPCR primers

List of peaks used for ChIP-qPCR validation with their sequence and primers used in the qPCR. Primer sequence is highlighted in magenta and E-box is indicated by red font.

Product length: 193

Product length: 174

Product length: 161

chr10:105554555-105555145
TCCCGAGATACATT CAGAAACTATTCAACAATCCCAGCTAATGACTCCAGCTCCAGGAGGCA
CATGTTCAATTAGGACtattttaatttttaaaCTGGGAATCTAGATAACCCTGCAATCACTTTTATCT
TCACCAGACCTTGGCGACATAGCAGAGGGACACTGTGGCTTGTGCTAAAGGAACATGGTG

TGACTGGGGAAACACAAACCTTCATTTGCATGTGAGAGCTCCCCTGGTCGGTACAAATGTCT
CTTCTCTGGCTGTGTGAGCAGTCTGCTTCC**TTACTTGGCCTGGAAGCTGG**GAGACAATTTTC
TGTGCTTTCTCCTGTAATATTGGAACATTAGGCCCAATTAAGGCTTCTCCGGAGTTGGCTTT
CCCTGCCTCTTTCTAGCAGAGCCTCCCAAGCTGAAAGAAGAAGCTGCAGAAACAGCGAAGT
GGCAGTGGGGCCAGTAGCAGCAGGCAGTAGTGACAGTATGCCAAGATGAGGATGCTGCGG
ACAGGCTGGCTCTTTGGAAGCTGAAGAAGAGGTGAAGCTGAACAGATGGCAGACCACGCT
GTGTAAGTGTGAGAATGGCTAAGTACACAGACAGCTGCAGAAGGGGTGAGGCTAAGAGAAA
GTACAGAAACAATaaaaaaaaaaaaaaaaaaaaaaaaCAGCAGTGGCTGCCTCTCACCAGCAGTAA
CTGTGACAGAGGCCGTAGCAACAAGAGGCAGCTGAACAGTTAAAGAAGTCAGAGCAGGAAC
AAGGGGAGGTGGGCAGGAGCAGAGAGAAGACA

PRIMERS

Peakid27567For: ACCTTGGCGACATAGCAGAG

Peakid27567Rev: CCAGCTTCCAGGCCAAGTAA

Product length: 166

Cplx2 - complexin 2

chr13:54323835-54324597

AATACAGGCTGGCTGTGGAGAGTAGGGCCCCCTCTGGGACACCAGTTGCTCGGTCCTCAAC
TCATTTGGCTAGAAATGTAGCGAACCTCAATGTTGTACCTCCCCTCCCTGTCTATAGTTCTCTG
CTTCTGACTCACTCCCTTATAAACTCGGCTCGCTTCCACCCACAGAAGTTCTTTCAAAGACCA
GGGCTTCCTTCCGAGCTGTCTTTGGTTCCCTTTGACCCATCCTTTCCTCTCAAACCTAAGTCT
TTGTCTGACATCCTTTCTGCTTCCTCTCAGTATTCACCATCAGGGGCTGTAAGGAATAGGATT
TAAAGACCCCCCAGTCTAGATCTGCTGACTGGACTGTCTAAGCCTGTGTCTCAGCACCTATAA
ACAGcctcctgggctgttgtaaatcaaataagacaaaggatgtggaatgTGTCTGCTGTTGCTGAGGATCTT
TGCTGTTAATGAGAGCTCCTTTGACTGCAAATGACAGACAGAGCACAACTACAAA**AGGCTTA**
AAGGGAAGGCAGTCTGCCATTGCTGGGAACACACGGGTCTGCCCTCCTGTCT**CCATCTGGT**
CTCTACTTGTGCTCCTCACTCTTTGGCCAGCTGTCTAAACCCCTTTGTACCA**GCCAGGAAC**
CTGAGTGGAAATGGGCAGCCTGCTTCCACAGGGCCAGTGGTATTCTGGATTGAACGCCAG
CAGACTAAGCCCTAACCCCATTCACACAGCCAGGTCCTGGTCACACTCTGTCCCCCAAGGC
TG

PRIMERS

Peakid11157For: AGGCTTAAAGGGAAGGCAGTC

Peakid11157Rev: TTTCCACTCAGGTTCTGCGC

Product length: 141

Calb1 - calbindin 1

chr4:15608489-15608913

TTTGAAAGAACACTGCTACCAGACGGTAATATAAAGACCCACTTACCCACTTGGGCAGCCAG
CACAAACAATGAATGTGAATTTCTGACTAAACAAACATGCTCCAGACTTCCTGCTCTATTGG
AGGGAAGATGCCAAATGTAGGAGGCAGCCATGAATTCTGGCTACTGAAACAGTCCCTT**TCAA**
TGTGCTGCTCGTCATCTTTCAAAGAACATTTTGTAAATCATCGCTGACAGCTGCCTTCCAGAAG
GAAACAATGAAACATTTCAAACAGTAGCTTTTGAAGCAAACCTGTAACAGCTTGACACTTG
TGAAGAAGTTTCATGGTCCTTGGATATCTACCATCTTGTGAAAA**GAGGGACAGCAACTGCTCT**
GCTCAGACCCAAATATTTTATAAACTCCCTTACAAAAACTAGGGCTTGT

PRIMERS

Peakid28683For: TCAATGTGCTGCTCGTCATCT

Peakid28683Rev: CAGAGCAGTTGCTGTCCCTC

Product length: 193

Nrxn1 - neurexin i

chr17:90704864-90705148

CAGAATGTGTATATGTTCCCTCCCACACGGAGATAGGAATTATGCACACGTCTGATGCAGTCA
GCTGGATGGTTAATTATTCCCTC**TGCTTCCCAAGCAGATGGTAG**GGCTGGCTCCTCTGAGGC
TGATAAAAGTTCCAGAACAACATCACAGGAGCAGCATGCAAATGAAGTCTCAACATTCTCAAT

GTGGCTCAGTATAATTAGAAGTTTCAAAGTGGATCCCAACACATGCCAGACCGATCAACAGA
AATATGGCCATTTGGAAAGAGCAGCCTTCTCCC

PRIMERS

Peakid19488For: TGCTTCCCAAGCAGATGGTAG

Peakid19488Rev: TGATCGGTCTGGCATGTGG

Product length: 159

How the deposited data were processed for this re-analysis (not part of the article)

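The data are RNA-seq profiles of astrocytes from the postnatal mouse cerebral cortex, grown with bFGF or with EGF and bFGF, transduced with retroviruses for a reporter alone (control), Neurog2, Hmgb2 or both, and sorted 48 h later. There are 29 libraries in 8 groups of 3 to 5. All columns of the table could be matched to a culture, a virus and a replicate number, and 0 were left unmapped. The replicate numbers are not stated to pair libraries across groups, so the groups were compared as unpaired.

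The authors made cDNA with the SMART-Seq v4 kit, aligned paired-end reads to mm10 with STAR, and counted them per GENCODE gene with HTSeq-count 0.9.1. They then transformed the counts with the regularized logarithm of DESeq2. Its version is given as 1.26.0 in the methods and as 1.36.0 in the deposited notes. The values as deposited by the authors are therefore on a log2 scale, normalized for library size and shrunken for genes with few reads. They range from −2.35 to 17.2 over 25239 genes. The methods state an approximate number of reads per sample, the same for all. Counts were not used here, so the depth of single libraries and the precision it gives per gene are not known, and a difference of a weakly expressed gene is smaller on this scale than its log2 ratio of counts.

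From this table, 15719 genes with a mean rlog value of at least 1 were tested and 9520 were left out as not or barely detected. limma 3.58.1 in R 4.3.3 fitted a mean per group over all 29 libraries, with 21 residual degrees of freedom and moderated variances with a trend on the mean. The comparisons were each transduction with its control in each culture, Neurog2 + Hmgb2 with Neurog2, the control cells of the cultures with each other, and the differences of the responses between cultures as interaction terms. P-values were adjusted over all tested genes by the method of Benjamini and Hochberg. A gene was counted at a fold change above 2 and an adjusted p under 0.05, which are the thresholds the paper states. Members of gene lists and single genes were called at an adjusted p under 0.05 with any fold. The procedure was tested on simulated values with 200 changed genes. In these, 74 to 81% of changes of 1.5 and 96 or 97% of changes of 3 on the log2 scale were recovered, and 2 to 8 genes without a change were called per comparison. The simulated genes varied independently of each other, unlike those of the real libraries, where 1 axis held 45.4% of the deviations from group means. False calls in the real values may therefore be more numerous than in the simulation.

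Gene lists for neuronal, glial and other cell types, for signalling and stress, and for alternative fates, 35 in all, were tested as sets with camera at a correlation between genes of 0.01, again with an estimated correlation, and with fry (statmod 1.5.0 was used for blocked fits). The p-values of the lists were adjusted over the 35 lists. Relations between lists across libraries were tested by permutation after the group means were removed. Python 3.11.15 with matplotlib 3.10.9 drew the figures.

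The genes named in the text follow a rule. It comprises every gene the paper names for these data, the 10 largest rises and falls per comparison among genes past both thresholds whose libraries do not overlap, and up to 4 called members of each list described. A further set of neuronal, glial and chromatin genes was allowed for the closing section and for levels. The values of the paper's Table S2 had been seen when this rule was written. Genes given beyond it, where a small count is broken down into its members, were chosen after their values were seen. Some items that the rule would name are not reported here.

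The alternatives set in advance were no filter and a stricter filter at a mean of 4, libraries centred on their medians, quantile normalization, a fit of only the groups compared, array weights, no trend, a robust trend, no fold threshold, a 1.5-fold threshold, a block for the replicate number, the same within each culture, and leaving out each library in turn. Added after the data were seen were a covariate for reactive astrocyte genes and a fit without 9 libraries at an end of the main axis of deviations. The closing section gives their effect. All 29 libraries enter the values in the passages unless a library is named as left out.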

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

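The tests of Neurog2 in libraries with Hmgb2 alone, of a single Neurog2 library, of a weaker response, of cell types, of lists along the main axis, of shared replicate numbers, of genes shared between the cultures with Neurog2 + Hmgb2 and of other splits of the samples were chosen only after the result was seen. Those of the number of controls, of the Neurog2 level and of scaling were not.

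Neurog2 transcripts stood above control in cells that received Hmgb2 without Neurog2, with log2 differences of 2.66 in the EGF + bFGF and 2.17 in the bFGF culture. With the rlog values taken back to a linear scale, this is 9.56% and 9.27% of the rise with Neurog2 + Hmgb2 (4.91 to 18.2% and 3.70 to 17.6% between libraries). Because rlog shrinks differences, these and the following shares are not shares of reads. The tables argue against reads of the Hmgb2 vector counted as Neurog2 as the whole cause in the EGF + bFGF culture, since 113 other genes that Neurog2 + Hmgb2 raised in the bFGF culture were also shifted there (93 above control, exact permutation p = 0.0159 over 126 splits). Their median share was 5.09% (95% interval 3.24 to 6.14 from resampling genes alone, which leaves out the spread between libraries). This is near what a few percent of Neurog2-carrying cells or reads in these libraries would give, so such a mixture is a candidate explanation. However, the cells were sorted by reporter (dsRED with Neurog2, GFP with Hmgb2). The sort is meant to remove such cells and would not remove stray RNA or reads. In the bFGF culture 128 of 151 such genes were above control, with a median share of 6.03% (4.43 to 7.21, again over genes alone). The exact permutation p of 0.114 over 35 splits leaves vector reads and a mixture open there, which cannot be told apart with so few libraries. That Hmgb2 itself raises Neurog2 (2.66 and 2.17) also stays open in both cultures, since Neurog2 made in this way might raise the same genes.

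Fewer genes passed the thresholds with Neurog2 in the bFGF culture than in the EGF + bFGF culture (47 against 153 higher). The smaller number of bFGF controls is excluded as the whole cause, since with 3 of the 5 EGF + bFGF controls a median of 101.5 genes was still called (85 to 128 over 10 choices). A single library may contribute, since 101 genes were higher in the bFGF culture without Neurog2 replicate 3, but what set it apart is not known. The Neurog2 level did not track the mean of 201 raised genes over 13 libraries (r = −0.156, permutation p = 0.605; rho = −0.203, permutation p = 0.504; r = −0.0269 without the 2 farthest libraries; adjusted p = 0.675 over 3 sets), nor within the EGF + bFGF and bFGF cultures (r = −0.219 and −0.265, permutation p = 0.675 and 0.563; rho = −0.371 and −0.214, permutation p = 0.497 and 0.662; r = −0.177 and 0.110 without the 2 farthest), but the 95% interval of r over all 13, −0.651 to 0.432, passes the limit of 0.2 set in advance, and the level was lower in the bFGF culture by −0.782 (exact permutation p = 0.0571, 35 splits), so its part stays open. A weaker response, the biological explanation that the design gives, also stays open, with a mean rise of these genes of 1.45 against 1.80 (difference −0.353, permutation p = 0.173), below the EGF + bFGF rise for 153 of 201 genes.

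Libraries of a group deviated together along an axis that held 45.4% of the deviations from group means (16.8 and 11.4% on the next components), with ependymal, astrocyte, progenitor, postsynaptic, ion channel, axon guidance and reactive astrocyte genes (r with the axis = 0.915, 0.908, 0.874, 0.867, 0.8, 0.778 and 0.759) on a side and cell cycle, endothelial, high mobility group and stress fibre genes on the other (−0.929, −0.926, −0.877 and −0.795; for all of these rho was 0.715 to 0.927 in size, permutation p at most 3e-05, adjusted p at most 8.08e-05 over 35 lists, and r 0.725 to 0.929 in size without the 2 farthest libraries), transmitter release and Notch genes less closely on the former side (r = 0.671 and 0.601; rho = 0.664 and 0.417; permutation p = 3e-05 and 0.00049 for r and 1e-04 and 0.0245 for rho; adjusted p = 8.08e-05 and 0.000953; r = 0.578 and 0.566 without the 2 farthest), and cell cycle against reactive astrocyte genes (r = −0.867 over 29 libraries, rho = −0.865, permutation p = 1e-05 for both, the smallest the permutations can give; adjusted p = 3e-05 over 9 relations; r = −0.828 without the 2 farthest libraries). Lists given as responses to Neurog2 thus also vary within groups, as in the postsynaptic means of 5.33 and 5.23 in EGF + bFGF control replicates 2 and 3 and 5.73 to 5.76 in the other controls, so the place of libraries on this axis may add to their differences. A shift of the whole distribution is excluded as the cause, since 44.1% remained on the first component with quantile normalization. A day or batch shared by libraries of the same replicate number is a candidate explanation, as same-numbered libraries of a culture had a mean correlation of deviations of 0.212 against −0.0592 for others (1-sided permutation p = 0.0123, 25 of 38 pairs above 0.1, range −0.608 to 0.808), although 9 of 29 libraries were closest to their own number. A different share of microglia, vessel and fibroblast cells would raise their markers alike, and the lowest of their 6 correlations was r = −0.0975 for microglia and pericytes (permutation p = 0.618; rho = −0.106, permutation p = 0.586; r = −0.211 without the 2 farthest libraries; adjusted p = 0.618), which leaves it open, although the sort by reporter is meant to remove cells without virus, because several types can vary at once; no biological explanation was tested, and differences between the animals or cultures stay open.

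Single libraries stood far from the others of their group in 12 of 252 group values, where chance gives 12.6. In the EGF + bFGF controls, Hmgb2 was at 9.57 in replicate 4 (10.10 to 10.30 in the others), Insm1 at 5.98 in replicate 5 (4.35 to 4.77) and the mean of the Notch list at 6.61 in replicate 3 (6.93 to 6.99). Replicate 2 of EGF + bFGF Hmgb2 was low in the presynaptic list (5.55 against 5.93 to 5.94), the postsynaptic list (5.05 against 5.77 to 5.81), the astrocyte list (9.10 against 10.51 to 10.61), the ependymal list (3.55 against 4.47 to 4.52) and Mical3 (6.86 against 7.14 to 7.17). Among bFGF libraries, Hes6 was at 9.79 in Neurog2 replicate 3 (10.64 to 10.78) and the astrocyte list at 9.28 in Neurog2 replicate 1 (10.19 to 10.33). The oligodendrocyte progenitor list was at 8.31 in Hmgb2 replicate 4 (7.19 to 7.33) and the cardiac and muscle list at 4.12 in Hmgb2 replicate 1 (4.36 to 4.40).

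Genes of cholesterol synthesis and uptake, which the paper does not discuss, lay below control with Neurog2 + Hmgb2 in the EGF + bFGF culture, by a median log2 difference of −0.56 (20 of 22 below 0). In limma 2 members were lower, Msmo1 (−0.96 ± 0.24, SE, adjusted p = 0.0381) and Sc5d (−0.88 ± 0.17, adjusted p = 0.0032), and 8 when adjusted over the list alone (camera adjusted p = 9.06e-10, adjusted p = 0.222 with an estimated correlation). The call was 1 member without control replicates 1, 4 or 5 or Neurog2 + Hmgb2 replicates 2 or 3, and 4 without control replicate 2. With Neurog2 alone the list had medians of −0.52 in the EGF + bFGF culture (0 lower in limma, 7 lower when adjusted over the list alone; camera adjusted p = 1.76e-07, adjusted p = 0.321 with an estimated correlation) and −0.33 in the bFGF culture (adjusted p = 1.48e-06 and 0.338).

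Counts of changed genes were set against other splits of the same samples. With Neurog2 in the EGF + bFGF culture, 169 genes changed and the highest other of 56 splits gave 1 (1 split as large, the real one), so chance can be excluded. With Hmgb2 there, 2 genes changed, among them the transduced Hmgb2, and 3 of 100 splits gave as many. This share is small, but the highest other split gave 634, so the count does not exclude chance. That split points to a structure of the samples, with control replicates 2 and 3 and Hmgb2 replicates 2 and 4 on a side. With Neurog2 + Hmgb2 in this culture, 184 genes changed, 4 of 56 splits gave as many and the highest other 1316, with control replicates 2 and 3 and Neurog2 + Hmgb2 replicate 2 together, which again points to a structure. These splits do not exclude chance, but 93 of the 153 higher and 13 of the 31 lower genes were also called with Neurog2 + Hmgb2 in the bFGF culture, which shares no library with it, where independent lists would share 1.12 and 0.0809. That number for independent lists assumes genes that vary independently, which genes on the main axis do not. Both comparisons also share 1 variance estimate per gene. The overlap therefore exceeds that of such lists, but chance is not excluded by it. In the bFGF culture, the splits do not exclude chance for Neurog2 (48 genes, 2 of 35 splits, highest other 76 with Neurog2 replicate 3 among the controls). Of its 47 higher genes, 40 were also called in the EGF + bFGF culture (0.458 for independent lists), with the same limit. The transduced Neurog2 is among these 40. Nor do the splits exclude chance for Hmgb2 (1 gene, 6 of 35, highest other 10) or Neurog2 + Hmgb2 against Neurog2 (1 gene, 7 of 35, highest other 143). That gene is the transduced Hmgb2 itself, which the same comparisons called in the EGF + bFGF culture. The splits are too few for a share under 0.05 for Neurog2 + Hmgb2 against control in the bFGF culture (156 genes, highest other 0, 1 of 10 splits) and against Neurog2 in the EGF + bFGF culture (1 gene, highest other 1, 2 of 10 splits). Counts of 0 leave nothing to exclude for the control cells of the cultures (56 of 56 splits as large, highest other 1) and the 3 interactions (100 of 100 each, highest others 1, 610 and 131).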

How the results depend on the processing

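The covariate and the fit without axis libraries were chosen only after the result was seen, and the other alternatives in advance. With Neurog2 and with Neurog2 + Hmgb2, more genes were higher than lower in both cultures under every alternative and without any 1 library, with a lowest share of 63.1% higher (array weights, Neurog2 + Hmgb2 in EGF + bFGF). No called result reversed. With array weights 146, 148, 46 and 113 of the 153, 153, 47 and 115 higher genes were still called (with Neurog2 and Neurog2 + Hmgb2 in the EGF + bFGF culture, then in the bFGF culture).

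Where a count moved by over 1.5 times, the cause was not tested unless a setting tests fewer samples. Without a filter, lower genes were 8 with Neurog2 and 19 with Neurog2 + Hmgb2 in EGF + bFGF and 24 with Neurog2 + Hmgb2 in bFGF, and genes called with Neurog2 in bFGF but not EGF + bFGF were 3. Median centring gave 3 lower with Neurog2 in bFGF and 1 gene in the interaction of Neurog2 + Hmgb2 in bFGF with Neurog2 in EGF + bFGF. Quantile normalization gave 3 lower with Neurog2 in bFGF, 0 for Neurog2 + Hmgb2 against Neurog2 in EGF + bFGF (limma) and 11 genes of bFGF only.

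With only the groups compared, which leaves fewer samples for the variances, lower genes were 9 with Neurog2 in EGF + bFGF. In the same fits, higher and lower genes were 68 and 8 with Neurog2 + Hmgb2 there, 10 and 0 with Neurog2 in bFGF, and 18 and 4 with Neurog2 + Hmgb2 in bFGF. Both comparisons with Neurog2 gave 0 in limma and that interaction 2. The shared sets were 10 in both cultures, 3 in all comparisons, 6 in EGF + bFGF Neurog2 and bFGF Neurog2 + Hmgb2, 0 in bFGF only and 181 in EGF + bFGF only.

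Array weights, whose fit warned of incomplete convergence, gave more calls. Higher and lower genes were 362 and 146, 404 and 236, 237 and 78, and 512 and 263 in the order above. They gave 32 and 3 against Neurog2 in bFGF and EGF + bFGF, 24 between controls, 6 in that interaction, and shared sets of 172, 158, 66, 65 and 190.

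No trend gave 2 lower with Neurog2 in bFGF. Without a fold threshold lower genes were 36, 82, 2 and 71, with 230 higher for Neurog2 + Hmgb2 in EGF + bFGF, and at 1.5-fold they were 63, 2 and 64 for the last 3. A replicate block gave 45 lower with Neurog2 in EGF + bFGF and 0 for Neurog2 + Hmgb2 against Neurog2 there. Within cultures the block gave 242 higher and 74 lower with Neurog2 in EGF + bFGF, 2 and 89 lower in bFGF with Neurog2 and Neurog2 + Hmgb2, and 0 against Neurog2. Its sets were 51 shared with Neurog2 + Hmgb2, 3 of bFGF only and 210 of EGF + bFGF only.

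The covariate gave 238 higher and 48 lower with Neurog2 in EGF + bFGF and 51 lower with Neurog2 + Hmgb2. In bFGF it gave 76 and 11 with Neurog2 and 63 lower with Neurog2 + Hmgb2, and sets of 64, 60, 38, 12 and 174. Without the axis libraries, lower genes were 25, 116, 0 and 26 in that order, with 270 higher for Neurog2 + Hmgb2 in EGF + bFGF, 1 higher with Hmgb2 there, and 45 in the set shared with Neurog2 + Hmgb2.

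Camera called 15, 17, 15 and 17 of 35 lists at its preset correlation, 0, 1, 4 and 2 with an estimated correlation, and fry called 6, 9, 4 and 10.

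Leaving out 1 library at a time, higher genes ranged from 78 to 155 with Neurog2 in EGF + bFGF (lower 0 to 28), 65 to 225 with Neurog2 + Hmgb2 (4 to 63), 23 to 101 with Neurog2 in bFGF (0 to 18) and 50 to 189 with Neurog2 + Hmgb2 (8 to 49). With Hmgb2 they were 2 and 1 to 2 (0 lower). Against Neurog2 they were 1 in bFGF and 0 to 1 in EGF + bFGF. Between controls they were 0 and in the interactions 0, 0 and 0 to 1 (1 without EGF + bFGF control replicate 4). The shared sets ranged from 21 to 56, 21 to 46, 5 to 40, 0 to 45 and 47 to 132, and lists called by camera from 13 to 17, 15 to 17, 14 to 19 and 15 to 20. Medians of the paper's sets ranged from 0.59 to 0.70 (EGF + bFGF only, with Neurog2 in bFGF), 0.18 to 0.68 (shared with Neurog2 + Hmgb2, against Neurog2, a sign that their choice favours) and −0.86 to −0.67 (lower with Neurog2 + Hmgb2, with Neurog2 alone).

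List counts stayed within 1.5 times in 465 of the other cases and moved in 171, and on leaving out a library 226 and 156. Named genes kept their side of the threshold in 2853 cases, gained it in 87 and lost it in 60, and 85 uncalled genes changed sign. On leaving out a library these were 1858, 21, 108 and 130. The fold thresholds apply to counts alone, Calb1 and Neurod4 gave no value under the stricter filter, comparisons across cultures none with a block within culture, and the robust trend does not apply to camera. Depth limits weak genes, whose differences rlog shrinks.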

Differences from the paper's values

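The covariate for reactive astrocyte genes and the fit without 9 axis libraries were chosen only after the result was seen, and all other settings here before the data were examined. Counts are compared at the thresholds the paper states, a fold above 2 and an adjusted p under 0.05. The values here come from rlog values, which shrink differences, and not from counts. The median ratio of the log2 difference here to that of the paper's Table S2 was 0.595 and 0.554 with Neurog2 and Neurog2 + Hmgb2 in the EGF + bFGF culture and 0.583 and 0.624 in the bFGF culture. All 440, 528, 171 and 419 tested genes of that table had the same direction here, and 151 of 153, 150 of 153, 47 of 47 and 113 of 115 higher and 16 of 16, 30 of 31, 1 of 1 and 41 of 41 lower genes called here are in it.

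With Neurog2 in the EGF + bFGF culture the paper's 443 changed, 321 higher and 122 lower genes stand against 169, 153 and 16 here. Array weights come within 1.5 times of all 3 values and a replicate block within culture of the first and second, and the other alternatives of the 12 do not. The covariate, chosen after seeing the values, comes within for the higher genes (238), and it does not call 121 of the paper's 321. With Neurog2 in the bFGF culture the paper's 171 changed, 137 higher and 34 lower genes stand against 48, 47 and 1. None of the 12 alternatives comes within, and leaving out Neurog2 replicate 3 does for the changed and the higher genes. With Neurog2 + Hmgb2 in the bFGF culture the paper's 255 higher and 164 lower genes stand against 115 and 41. None of the 12 comes within, and leaving out Neurog2 + Hmgb2 replicate 1 does for the higher genes.

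The paper's table for Neurog2 + Hmgb2 in the EGF + bFGF culture holds 412 higher and 128 lower genes against 153 and 31 here. Array weights come within for the higher genes and the other 11 alternatives do not, and none of the 12 does for the lower genes. The fit without the axis libraries, chosen after seeing the values, comes within for the lower genes (116), and it does not call 86 of the paper's 128. With Hmgb2 alone the paper's table holds 1 lower gene in the EGF + bFGF culture against 0 in limma here (123 genes of either direction at an unadjusted p under 0.05), and 2 higher genes in the bFGF culture against 1. None of the 12 comes within for either, and leaving out bFGF Hmgb2 replicate 1 does for the higher genes.

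For the genes shared by Neurog2 in both cultures the paper gives 96 and the values here 40, and for those of all 3 comparisons the paper gives 88 and the values here 36, with none of the 12 alternatives within. The covariate, chosen after seeing the values, comes within for these (64 and 60), and it does not call 121, 69 and 118 of the paper's 321, 137 and 255 higher genes in the comparisons that make up the sets. For the genes of bFGF only the paper gives 41 and the values here 7, with none of the 12 within, and leaving out bFGF Neurog2 replicate 3 within. For the genes of EGF + bFGF only the paper gives 225 and the values here 113. Within are the fit of only the groups compared, array weights, no fold threshold, a 1.5-fold threshold, the replicate block and the block within culture, and the other 6 are not. The covariate, chosen after seeing the values, is also within (174) and does not call the same 121 and 69 genes. For the genes of EGF + bFGF Neurog2 and bFGF Neurog2 + Hmgb2 without bFGF Neurog2 the paper gives 46 and the values here 25. Within are array weights, no fold threshold, a 1.5-fold threshold and both replicate blocks, and the other 7 are not. Leaving out bFGF Neurog2 + Hmgb2 replicate 1 or bFGF Neurog2 replicate 2 or 4 also comes within. The covariate (38) and the fit without the axis libraries (45), both chosen after seeing the values, do too. The first does not call 121 and 118 and the second 169 and 149 of the paper's 321 and 255 higher genes.

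The log2 fold changes in the paper's table are on the scale of counts and those here on the rlog scale, and none of the alternatives set beforehand brings these values within their spread. For Neurog2, the paper's 9.19 with Neurog2, 5.59 with Hmgb2 and 9.61 with Neurog2 + Hmgb2 in the EGF + bFGF culture stand against 5.51, 2.66 and 5.82. In the bFGF culture the paper's values of 7.80, 4.69 and 8.78 stand against 4.63, 2.17 and 5.28. For Hmgb2, the paper's 3.11 and 3.53 with Hmgb2 and Neurog2 + Hmgb2 in the EGF + bFGF culture stand against 2.22 and 2.39, and the paper's 3.16 and 4.14 in the bFGF culture against 2.15 and 2.87. With Hmgb2 alone in the EGF + bFGF culture, the paper's 6.12 for Cbfa2t3 and −7.13 for Calb1 stand against 1.19 and −2.46.

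Of the genes the paper names as induced by Neurog2 in both cultures, Hes6, Slit1 and Sox11 were called in both here, and Insm1 in the EGF + bFGF culture. Not called were Neurod4 in either culture (adjusted p = 0.205 and 0.332) and Insm1 (0.201) in the bFGF culture, all above control. Array weights called Neurod4 in both cultures (0.000127 and 0.00791) and Insm1 in the bFGF culture (0.0153).

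The paper describes Dscaml1, Prox1, Lrp8 and Shf as induced with Neurog2 in the EGF + bFGF culture and with Neurog2 + Hmgb2 in the bFGF culture, and not with Neurog2 alone in bFGF. Here Dscaml1, Prox1 and Lrp8 were called in the former, Shf was not (adjusted p = 0.0586), and none of the 4 was with Neurog2 + Hmgb2 in bFGF (0.0722, 0.056, 0.0502 and 0.105) or with Neurog2 alone. For Shf with Neurog2 in the EGF + bFGF culture, array weights (1.86e-06) and leaving out control replicate 2 (0.0344) or 3 (0.0473) or Neurog2 replicate 1 (0.0316) gave a call. With Neurog2 + Hmgb2 in bFGF, array weights called all 4 genes (4.08e-05, 4.75e-05, 0.000111 and 0.000948), leaving out Neurog2 + Hmgb2 replicate 1 Dscaml1, Prox1 and Lrp8 (0.0169, 0.0127 and 0.016), and leaving out control replicate 3 Dscaml1 (0.0319). Median centring called Prox1 and Lrp8 (0.0439 for both), quantile normalization Prox1 (0.0358) and Dscaml1 (0.0437), the replicate block Prox1 (0.0306) and Dscaml1 (0.0447), and the block within culture Prox1 (0.022), Lrp8 (0.0341) and Dscaml1 (0.0429). The covariate called Shf with Neurog2 (0.0224) and Prox1 (0.018) and Dscaml1 (0.0231) with Neurog2 + Hmgb2, and the fit without the axis libraries called them too (0.0155, 0.0214 and 0.0433). Both were chosen after seeing the values, and of the paper's 321 and 255 higher genes in these comparisons the first does not call 121 and 118 and the second 169 and 149. With Neurog2 alone in bFGF array weights called all 4, and leaving out Neurog2 replicate 3 called Lrp8 (0.0396), and the difference between the cultures was not called for any of them.

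The paper also plots the expression of Foxo6, Enc1, Mical3 and Dscaml1 as increased with Neurog2 + Hmgb2 in bFGF. At an adjusted p under 0.05 with any fold, Enc1 and Mical3 were called here, but Mical3 did not reach a fold of 2. Foxo6 was not called (1.71 ± 0.62, adjusted p = 0.18), apart from array weights (0.000327) and leaving out Neurog2 + Hmgb2 replicate 1 (0.0469).

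Further genes of the naming rule that the paper's table lists as changed were above or below control in the same direction here without passing the test. With Neurog2 these were Tubb3 (adjusted p = 0.0894), Foxo6 (0.193), Calb1 (0.349) and Hmga2 (0.235) in the EGF + bFGF culture, and Dcx (0.0692), Cadm3 (0.0504), Tubb3 (0.156), Trnp1 (0.106) and St3gal5 (0.0763) in the bFGF culture. With Hmgb2 they were Cbfa2t3 (0.319) and Calb1 (1) in the EGF + bFGF and Neurog2 (0.0961) in the bFGF culture. For Neurog2 + Hmgb2 they were Neurod4 (0.22), Foxo6 (0.151), Grasp (0.0587), Shf (0.0653), Lrp8 (0.0719), Trnp1 (0.107), Anks1 (0.114) and Calb1 (0.362) in the EGF + bFGF culture, and Neurod4 (0.19), Hes5 (0.163) and Grasp (0.155) in the bFGF culture.

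The other settings were not examined for Dcx and Hmga2. Array weights called all of the rest except Calb1 and Neurog2. No setting called Calb1, and leaving out bFGF Hmgb2 replicate 1 called Neurog2 (0.016). In the EGF + bFGF culture with Neurog2, the fit of only the groups compared called Tubb3 (0.00795) and Foxo6 (0.0291), the replicate block Tubb3 (0.0486) and the block within culture Tubb3 (0.0146). For Cadm3 with Neurog2 in bFGF, median centring (0.0407), quantile normalization (0.0186), no trend (0.047) and leaving out Neurog2 replicate 1 (0.0351) gave a call, and leaving out Neurog2 replicate 3 did for Tubb3 (0.00262), Trnp1 (0.0378) and St3gal5 (0.0497). Among genes of Neurog2 + Hmgb2 in EGF + bFGF, leaving out Neurog2 + Hmgb2 replicate 2 called Foxo6 (0.00682), Lrp8 (0.0128) and Anks1 (0.0157), and leaving out control replicate 2 Grasp (0.0234) and Shf (0.0316). In the bFGF culture, leaving out Neurog2 + Hmgb2 replicate 1 called Neurod4 (0.0322).

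Of the settings chosen after seeing the values, the covariate called Tubb3 with Neurog2 in EGF + bFGF (0.0323), Cadm3 (0.014) and St3gal5 (0.048) with Neurog2 in bFGF, and Grasp (0.0159) and Shf (0.037) with Neurog2 + Hmgb2 in EGF + bFGF. The fit without the axis libraries, also chosen after seeing the values, called Cadm3 with Neurog2 in bFGF (0.00193) and Foxo6 (0.0162), Grasp (0.0248), Shf (0.0143), Lrp8 (0.0335), Trnp1 (0.0362) and Anks1 (0.0296) with Neurog2 + Hmgb2 in EGF + bFGF. In these comparisons the covariate does not call 121 of 321, 69 of 137 and 214 of 412 of the paper's higher genes, and the fit without the axis libraries does not call 100 of 137 and 191 of 412.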

Other observations

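No test in this part was chosen after its result was seen, apart from the breakdown of lists into their called members and the comparison of shared controls. With Neurog2 + Hmgb2 in the EGF + bFGF culture, 153 genes were higher and 31 lower past the thresholds in limma. The neuropeptide gene Gal had the largest rise beside the transduced genes (4.44 ± 1.05, SE, adjusted p = 0.0241), followed by Cntn2 (4.03 ± 0.59), Sct (3.81 ± 0.66), Cbfa2t3 (3.63 ± 0.27), Ppp1r14a (3.47 ± 0.32), Miat (3.45 ± 0.56), Heyl (3.45 ± 0.62), Neurod1 (3.40 ± 0.42) and Dcx (3.27 ± 0.56). The largest falls were those of Cnn1 (−2.03 ± 0.41), Gm15270 (−2.01 ± 0.39), Ccn2 (−1.99 ± 0.40), Prss23 (−1.58 ± 0.27), F3 (−1.55 ± 0.25), Fam110c (−1.52 ± 0.40), Emp2 (−1.5 ± 0.27), Ptchd4 (−1.49 ± 0.29), Scx (−1.42 ± 0.26) and Nog (−1.35 ± 0.35). Of the genes counted, 147 of 153 and 28 of 31 had no overlap between the 3 and 5 libraries, where chance gives 3.57% of genes. Of all tested genes 7.58% had none, and a call on the same libraries favours a lack of overlap. The higher genes were 65 without Neurog2 + Hmgb2 replicate 3. The lower ones were 17, 52, 19, 17 and 16 without control replicates 1 to 5 and 63, 16 and 4 without Neurog2 + Hmgb2 replicates 1 to 3.

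In the same comparison, 16 of 26 factors of neurogenesis were higher (23 when adjusted over the list alone; median 1.54, camera adjusted p = 2.37e-32, adjusted p = 0.0119 with an estimated correlation), as were 7 of 24 genes of the neuronal cytoskeleton (11; median 1.04, camera adjusted p = 1.27e-08, adjusted p = 0.218 with an estimated correlation), 8 of 34 axon guidance genes (10; median 0.34, camera adjusted p = 0.000558, adjusted p = 0.222 with an estimated correlation), 5 of 24 genes of transmitter release (9; median 0.65, camera adjusted p = 9.06e-10, adjusted p = 0.218 with an estimated correlation) and 5 of 18 Notch genes (7; median 0.18, camera adjusted p = 0.000596, adjusted p = 0.222 with an estimated correlation). Of ion channel and postsynaptic genes 3 each were higher (5 and 6 when adjusted over the list alone). Lower were 3 YAP targets (4 when adjusted over the list alone; median −0.72, camera adjusted p = 3.65e-07, adjusted p = 0.167 with an estimated correlation), 2 stress fibre genes (8; median −0.63, camera adjusted p = 1.58e-10, adjusted p = 0.225 with an estimated correlation), 2 matrix genes (8; median −0.42, camera adjusted p = 6.35e-06, adjusted p = 0.21 with an estimated correlation), 2 pericyte genes (Cnn1 and Mcam, −1.37 ± 0.35) and 1 reactive astrocyte gene (Cd109, −0.79 ± 0.17). Without Neurog2 + Hmgb2 replicate 3 the higher members were 9 of the factors of neurogenesis, 3 cytoskeletal, 2 axonal and 0 channel genes, and the lower ones 0 stress fibre, 0 matrix, 0 pericyte and 1 YAP target genes. Transmitter release genes were 8 and channel genes 5 without Neurog2 + Hmgb2 replicate 2. Channel genes were 1 without control replicate 1, 4 or 5 or Neurog2 + Hmgb2 replicate 1, postsynaptic genes 1 without control replicate 1 or Neurog2 + Hmgb2 replicate 3, and matrix genes 0 without control replicate 1, 3 or 5 or Neurog2 + Hmgb2 replicate 2. Pericyte genes were 1 without control replicate 1, 3, 4 or 5 or Neurog2 + Hmgb2 replicate 2, and the reactive astrocyte gene was lost without Neurog2 + Hmgb2 replicate 1 or 3. All 18 microglia markers were above control, none past the test (median 0.91, camera adjusted p = 0.0093, adjusted p = 0.564 with an estimated correlation), and leukocyte genes had a median of 0.57 (camera adjusted p = 0.00492, adjusted p = 0.439 with an estimated correlation).

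Other lists gave single members. With Neurog2 + Hmgb2, the cortical neuron gene Neurod6 of 10 glutamatergic genes was higher in the EGF + bFGF (0.85 ± 0.17, SE; list median 0.14, camera adjusted p = 0.182) and in the bFGF culture (0.75 ± 0.19; list median 0.13, camera adjusted p = 0.395). Also higher were the progenitor gene Sp9 in the bFGF culture (1.32 ± 0.30; list median −0.24, camera adjusted p = 0.783), and in the EGF + bFGF culture the p53 target gene Eda2r (0.76 ± 0.17; list median 0.14, camera adjusted p = 0.109; lost without control replicate 1 or Neurog2 + Hmgb2 replicate 1 or 3, 2 members without control replicate 2) and Col14a1 (2.20 ± 0.57), which was lost without control replicate 1, 3, 4 or 5 or any of the Neurog2 + Hmgb2 libraries. No member passed the test with Neurog2 or Neurog2 + Hmgb2 in either culture among 8 ependymal, 8 GABAergic, 2 tested pluripotency, 17 immediate early, 12 Nrf2, 18 interferon, 24 respiratory chain, 17 ERK target and 11 fibroblast genes in limma. Their medians with Neurog2 + Hmgb2 in the bFGF culture were −0.17, 0.34, 0.01, 0.06, −0.30, −0.29, 0.12, 0.25 and −0.57 (camera adjusted p = 0.406, 0.368, 0.915, 0.54, 0.029, 0.109, 0.109, 0.274 and 0.109; 0.613 for Nrf2 genes with an estimated correlation). With Neurog2 in the EGF + bFGF culture, camera also called ERK targets (median −0.64, camera adjusted p = 0.00527, adjusted p = 0.321 with an estimated correlation), Nrf2 genes (median −0.43, camera adjusted p = 0.00706, adjusted p = 0.491 with an estimated correlation), respiratory chain genes (median −0.17, camera adjusted p = 0.000491, adjusted p = 0.546 with an estimated correlation) and matrix genes (median −0.41, camera adjusted p = 0.000491, adjusted p = 0.262 with an estimated correlation; 4 lower when adjusted over the list alone). Among high mobility group genes, Hmgb2 was the 1 member called with Neurog2 + Hmgb2 in bFGF (3 when adjusted over the list alone; median 0.39, camera adjusted p = 0.00392, adjusted p = 0.15 with an estimated correlation), and cell cycle genes had a median of 0.47 (camera adjusted p = 0.00105, adjusted p = 0.66 with an estimated correlation).

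Between the control cells of the cultures limma called 0 genes (smallest adjusted p = 0.715, 1009 at an unadjusted p under 0.05). As sets, bFGF control cells had lower respiratory chain genes (median −0.30, camera adjusted p = 6.98e-19, adjusted p = 0.204 with an estimated correlation; 14 lower when adjusted over the list alone), cell cycle genes (median −0.52, camera adjusted p = 4.33e-10, adjusted p = 0.481 with an estimated correlation), ERK targets (median −0.61, camera adjusted p = 7.63e-05, adjusted p = 0.224 with an estimated correlation) and high mobility group genes (median −0.42, camera adjusted p = 0.0111, adjusted p = 0.224 with an estimated correlation). They had higher interferon genes (median 1.05, camera adjusted p = 5.02e-13, adjusted p = 0.293 with an estimated correlation; 18 of 18 above 0, 1 when adjusted over the list alone), fibroblast genes (median 1.37, camera adjusted p = 0.00013, adjusted p = 0.399 with an estimated correlation) and reactive astrocyte genes (median 0.84, camera adjusted p = 0.0273, adjusted p = 0.481 with an estimated correlation). The test of the Neurog2 response between the cultures called 0 genes in limma (271 at an unadjusted p under 0.05), that of the Neurog2 + Hmgb2 response 0 (243), and that of Neurog2 + Hmgb2 in bFGF against Neurog2 in EGF + bFGF 0 (947, smallest adjusted p = 0.0637). Chance gives 786 genes in each, so the tests of the Neurog2 and the Neurog2 + Hmgb2 response can miss differences between the cultures.

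Neurog2 and Neurog2 + Hmgb2 in the EGF + bFGF culture share 5 control libraries, which by itself correlates their differences. The correlation across genes was 0.615, 0.371 in simulated data without an effect, and 0.455 with the controls divided between the comparisons (10 splits). Of the higher genes 91 were shared (1.49 for independent lists, 37 with divided controls) and of the lower genes 9 (0.0315 for independent lists).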
